# Ezrin drives adaptation of monocytes to the inflamed lung microenvironment

**DOI:** 10.1038/s41419-024-07255-8

**Published:** 2024-11-29

**Authors:** Ravindra Gudneppanavar, Caterina Di Pietro, Hasan H Öz, Ping-Xia Zhang, Ee-Chun Cheng, Pamela H. Huang, Toma Tebaldi, Giulia Biancon, Stephanie Halene, Adam D. Hoppe, Catherine Kim, Anjelica L. Gonzalez, Diane S. Krause, Marie E. Egan, Neetu Gupta, Thomas S. Murray, Emanuela M. Bruscia

**Keywords:** Phagocytes, Extracellular matrix

## Abstract

Ezrin, an actin-binding protein, orchestrates the organization of the cortical cytoskeleton and plasma membrane during cell migration, adhesion, and proliferation. Its role in monocytes/macrophages (MΦs) is less understood. Here, we used a monocyte/MΦ-specific ezrin knock-out mouse model to investigate the contribution of ezrin to monocyte recruitment and adaptation to the lung extracellular matrix (ECM) in response to lipopolysaccharide (LPS). Our study revealed that LPS induces ezrin expression in monocytes/MΦs and is essential for monocytes to adhere to lung ECM, proliferate, and differentiate into tissue-resident interstitial MΦs. Mechanistically, the loss of ezrin in monocytes disrupts activation of focal adhesion kinase and AKT serine-threonine protein kinase signaling, essential for lung-recruited monocytes and monocyte-derived MΦs to adhere to the ECM, proliferate, and survive. In summary, our data show that ezrin plays a role beyond structural cellular support, influencing diverse monocytes/MΦ processes and signaling pathways during inflammation, facilitating their differentiation into tissue-resident macrophages.

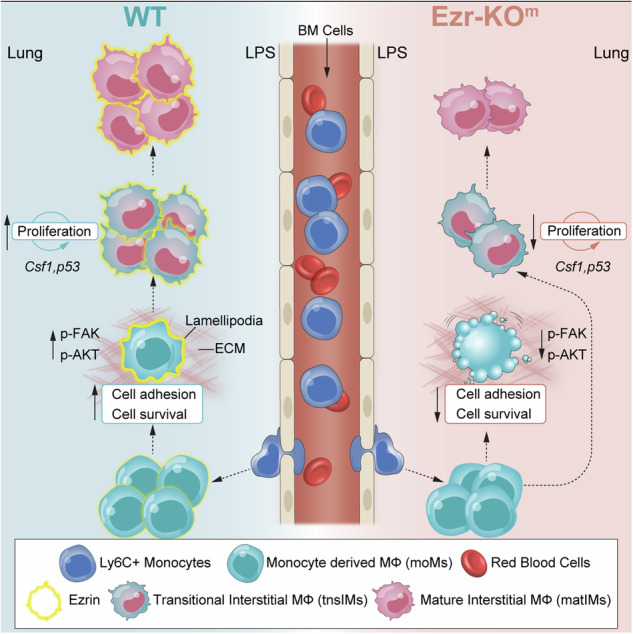

## Introduction

Plasma membrane (PM) rearrangement is a feature of monocyte/macrophage (MΦ) activation and is required for a controlled and efficient cell response to infection. Ezrin, a member of the ezrin-radixin-moesin (ERM) protein family, is an actin-binding protein that is required for the cell cortical cytoskeleton and PM organization of the cell. In response to external stimuli, kinases (e.g., LOK, ROCK, PKC) activate ezrin by phosphorylating its C-terminal domain at Thr-567 [1]. This action unmasks ezrin’s binding sites for F-actin at the C-terminus and for the inner leaf of the PM at the N-terminus. Using these binding sites, ezrin anchors the F-actin bundles to the PM through interactions with phosphatidylinositol 4,5-bisphosphate (PIP2) and specific PM proteins, such as CD44, ICAM1, EBP50 and EGFR [1–4]. Thus, ezrin contributes to the lateral organization of the PM in response to kinase activation, thereby playing a role in cellular processes such as proliferation, adhesion, signaling, migration, and polarization [3, 4].

Extensive studies in epithelial cells show that ezrin controls cell polarity and migration. However, the role of ezrin in immune cells is less appreciated, with most research focused on moesin [5]. Studies that address the specific role of ezrin in immune cells have revealed cell type-specific functions. In lymphocytes, ezrin organizes cortical actin below the uropod membrane to control adhesion, polarity, and migration [4, 6–8]; it facilitates the clustering of B and T cell receptors, thereby modulating downstream signaling and lymphocyte activation [9–11] and mediates T cell immunological synapse formation [9, 12]. Moreover, a homozygous mutation of the ezrin gene was identified in a patient with a B-cell deficiency [13]. We and others have demonstrated the expression of ezrin in myeloid cells during the activation process [14–16]. In both MΦs and neutrophils, ezrin phosphorylation is required for efficient phagocytosis and phagolysosome formation and fusion [15, 16]. In vitro, altered levels and distribution of ezrin in MΦs led to a blunted PI3K/AKT signaling in response to TLR4 activation and impaired phagocytosis, culminating in increased production of pro-inflammatory cytokines [14].

We previously reported that the level of ezrin is reduced in the MΦs of individuals with cystic fibrosis (CF) [14], a disease characterized by lung hyperinflammation, and chronic infection initiated by airway dehydration and compromised mucociliary clearance [17, 18]. The lungs of people affected with CF have an increased abundance of classical monocytes recruited from the circulation [19, 20]. This imbalance is a common feature in many lung diseases, characterized by long-lasting and unresolved inflammation in response to infection or tissue damage [21, 22]. In the initial phases of pulmonary infection, the lungs are rapidly populated by waves of Ly6C^+^ classical monocytes recruited from the bloodstream, to help initiate the pro-inflammatory response. Over time, Ly6C^+^ monocytes undergo proliferation and acquire a tissue-resident MΦ phenotype (monocyte-derived MΦs or moMs) influenced by the lung microenvironment (interstitium or alveoli). Once extravasated into the lung tissues, Ly6C^+^ monocytes proliferate locally, in a colony-stimulating factor 1 (Csf1) receptor-dependent manner, and this proliferative stage precedes their differentiation into mature interstitial macrophages (IMs) [23]. IMs are known for their immunomodulatory functions [24] and are involved in pathological lung processes when dysregulated, such as in idiopathic pulmonary fibrosis [25] and asthma [24]. Therefore, the dysregulated transition of Ly6C^+^ monocytes to mature IM phenotype could potentially contribute to the pathogenesis of many pulmonary diseases, including CF [19].

Upon inducing acute pulmonary inflammation in a mouse model in which ezrin is selectively knocked out (KO) in monocyte/MΦ, our study uniquely highlights the pivotal role of ezrin for activation of the focal adhesion associated kinase (FAK)/protein kinase B (AKT) axis signaling in lung-recruited monocyte/MΦ, thus promoting their cell adhesion to the lung extracellular matrix (ECM), survival, proliferation, and differentiation. Taken together, these findings underscore the crucial involvement of ezrin in mediating the adaptation of blood-recruited monocytes to the lung tissue microenvironment during inflammation.

## Results

### Ezrin is induced in monocytes/MΦs in response to LPS and is efficiently knocked down in monocytes/MΦs of *Ez*^fl/fl^ × *Cx3cr1*^Cre+^ mice

To investigate the role of ezrin during monocytes/MΦs activation, we developed a novel mouse model with ezrin knocked out (KO) specifically in monocytes/MΦs by crossing the B6.*Ez*^fl/fl^ mouse [26, 27] with the B6.*Cx3cr1*^tm1.1(cre)Jung/J^ mouse line (*Ez*^fl/fl^ × *Cx3cr1*^Cre+^; hereafter *Ezr*-KO^m^) (Supplementary Fig. S1A) [28] for comparison with wild-type mice (*Ez*^+/+^ × *Cx3cr1*^Cre+^; hereafter WT). Using a B6.129P2(Cg)-*Cx3cr1*^tm1Litt/J^ (*Cx3cr1*^GFP^) mouse model [29], we assessed the activity of the *Cx3cr1* promoter in immune cells, specifically examining GFP expression levels. We confirmed a robust expression of the *Cx3cr1*-Cre GFP in the lung MΦs such as mo-AMs, Ly6C^+^ monocyte-derived MΦs (moMs), IMs, Ly6C^−^ moMs (Supplementary Fig. S1B), as well as in blood and bone marrow (BM) Ly6C^+^ and Ly6C^−^ monocytes (Supplementary Fig. S1C, D). We did not observe *Cx3cr1*-Cre GFP expression in alveolar macrophages (AMs). However, in AMs from the *Ezr*-KO^m^ mice, we observed a decrease in ezrin mRNA expression (Supplementary Fig. S1E), supporting the notion that *Cx3cr1*-Cre is expressed in the early stages of AM differentiation, thus driving the ezrin knockout in this population as well, consistent with previous studies [28]. Importantly, the *Cx3cr1*-Cre GFP is not expressed in granulocytes, although a low level of expression can be seen in classical dendritic cells (cDCs), eosinophils (Eos), and natural killers (NK) cells (Supplementary Fig. S1B). These data validated this mouse model of reduced ezrin expression to investigate the role of ezrin expression in monocyte/MΦs populations.

To investigate the transcriptional and translational expression of ezrin in WT mice, we assessed primary murine bone marrow-derived (BMD) MΦs and primary bone marrow (BM) Ly6C^+^ monocytes cultured on a collagen surface at steady-state and after exposure to lipopolysaccharide (LPS) from *Pseudomonas aeruginosa* (PA) [30, 31]. *Ezr*-KO^m^ mice were used as controls. We selected PA because it frequently colonizes the lungs of patients with CF (pwCF) and is associated with severe lung disease in CF [32]. In WT mice, ezrin’s mRNA expression is initially expressed at low basal levels in both BMD-MΦs and BM Ly6C^+^ monocytes. After 6 h of LPS exposure, ezrin mRNA expression increases four-fold (Fig. 1A, B), accompanied by a rise in protein levels that persists for up to 24 hours after exposure to LPS (Fig. 1C, D). In contrast, the expression of the other ERM protein family members, moesin and radixin, is not induced by LPS (Fig. 1C, D and Supplementary Fig. S2A). We also observed that ezrin induction is more robust in response to LPS compared with other inflammatory stimuli such as type-I and type-II interferons (Supplementary Fig. S2B), supporting a TLR-mediated induction [14]. As expected, ezrin mRNA expression and protein levels were significantly downregulated in BMD-MΦs and BM primary monocytes in *Ezr*-KO^m^ mice compared with WT mice (Fig. 1A–D), during both the steady state and in response to LPS. Additionally, radixin and moesin expression remained unchanged among WT and *Ezr*-KO^m^ cells (Supplementary Fig. S2A), demonstrating a lack of other ERM protein’s compensatory effect in the *Ezr*-KO^m^ background.

**Fig. 1:**
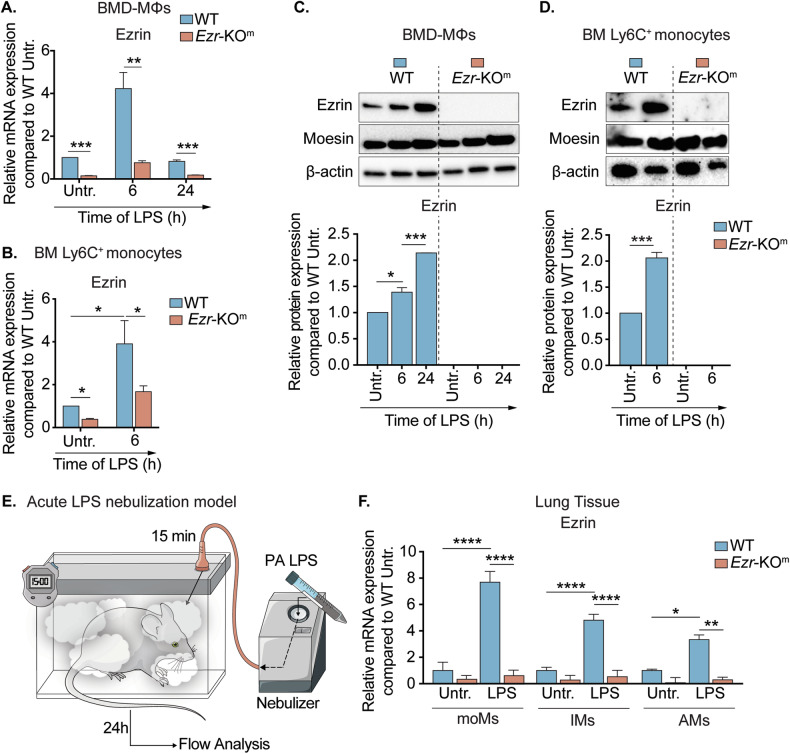
Ezrin is induced in monocytes and MΦs in response to LPS. Quantitative PCR (qPCR) for ezrin in WT and *Ezr*-KO^m^ mouse bone marrow-derived macrophages (BMD-MΦs) (**A**) and primary bone marrow (BM) monocytes (**B**), untreated or treated with LPS for 6 h and 24 h. The relative mRNA expression of ezrin was normalized to *STX5a* and compared to WT untreated (Untr). Western blot (WB) and densitometric analysis for ezrin and moesin in mouse BMD-MΦs (**C**) and BM monocytes (**D**), untreated or treated with LPS for 6 h and 24 h. Protein fold increase was normalized to β-actin and relative to untreated cells. **E** Cartoon representation of the in vivo model of *Pseudomonas aeruginosa*—lipopolysaccharide (PA-LPS) nebulization. **F** qPCR of ezrin in murine WT and *Ezr*-KO^m^ monocyte-derived MΦs (moMs), interstitial MΦs (IMs) and alveolar MΦs (AMs), sorted from lung tissues of untreated or LPS treated mice. The relative ezrin mRNA expression was normalized to *STX5a* and the WT Untr., distinctly for each phenotype. Data are represented as mean ± SEM from three independent experiments with three or more mice per genotype. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. *p < 0.05, **p < 0.01 and ***p < 0.001. See also Supplementary Fig. S2.

We next examined lung monocytes/MΦs isolated from WT and *Ezr*-KO^m^ mice using fluorescence-activated cell sorting (FACS) using a gold-standard flow cytometry gating strategy specific to identify lung monocytes/MΦs populations in mice (Supplementary Fig. S2C) [19, 33, 34]. LPS aerosolization induced abundant lung recruitment of Ly6C^+^ monocytes that over time differentiate into different monocyte/MΦ lung populations, including Ly6C^+^ MHCII^-^ monocyte-derived MΦs (moMs) and Ly6C^-^ MHCII^+^ interstitial MΦs (mature IMs) [19, 35]. Consistently, in WT mice treated with LPS, we observed a dramatic increase in lung Ly6C^+^ moMs and IMs between 6 h and 24 h after LPS nebulization, while the number of AMs showed minimal changes (Supplementary Fig. S2D). At a steady state, ezrin expression remained low in all assessed MΦs populations (moMs, IMs, and AMs) sorted from WT mouse lung tissues. However, ezrin expression increased in all these monocyte/MΦ populations of WT mice exposed to LPS (Fig. 1F), with no alterations observed in moesin and radixin levels in moMs and IMs (Fig. S2E), consistent with in vitro findings. Notably, the highest induction of ezrin in WT was observed in moMs and IMs, compared with AMs (Fig. 1F). As expected, ezrin mRNA expressions were significantly downregulated in sorted primary lung moMs, IMs, and AMs from the *Ezr*-KO^m^ mice compared with WT mice (Fig. 1F), at the steady state and in response to LPS. In addition, radixin and moesin expression remained unchanged in *Ezr*-KO^m^ moMs and IMs (Supplementary Fig. S2E). Altogether, our data show that ezrin expression is induced by LPS, suggesting that it plays a distinctive and non-redundant role compared to other ERM proteins in the activation of monocytes/MΦs within lung tissues in response to infections. Additionally, our robust genetic mouse model allows us to address the specific role of ezrin in lung monocytes/MΦs in response to inflammation.

### The loss of ezrin impacts the number of lung monocyte-derived MΦs in response to LPS

We next investigated the role of ezrin in the dynamic changes of lung monocyte and MΦ populations during the inflammatory response in both WT and *Ezr*-KO^m^ mice following LPS nebulization (Fig. 1E). At steady state, the number of tissue resident lung monocytes/MΦs did not differ between genotypes (Fig. 2A). In lung tissues, we observed a slight decrease in both the number and percentage of moMs in *Ezr*-KO^m^ mice compared with WT at 6h-post LPS. However, the difference between the two mouse strains faded at 24 h-post LPS, suggesting that ezrin plays a marginal role in recruiting moMs from the bloodstream into the lung parenchyma. In contrast, LPS-treated *Ezr*-KO^m^ mice show a reduction of lung MΦs compared with WT mice (Supplementary Fig. S3A, B), which we established to be caused by a robust impairment in the LPS-driven expansion of IMs (Fig. 2A) relative to WT mice. The absence of ezrin did not affect the counts of lung AMs, Ly6C^−^ monocytes, neutrophils, DCs, or eosinophils in response to LPS (Supplementary Fig. S4A). These data collectively highlight the critical role of ezrin induction in the expansion of monocyte-derived lung IMs in response to LPS.

**Fig. 2:**
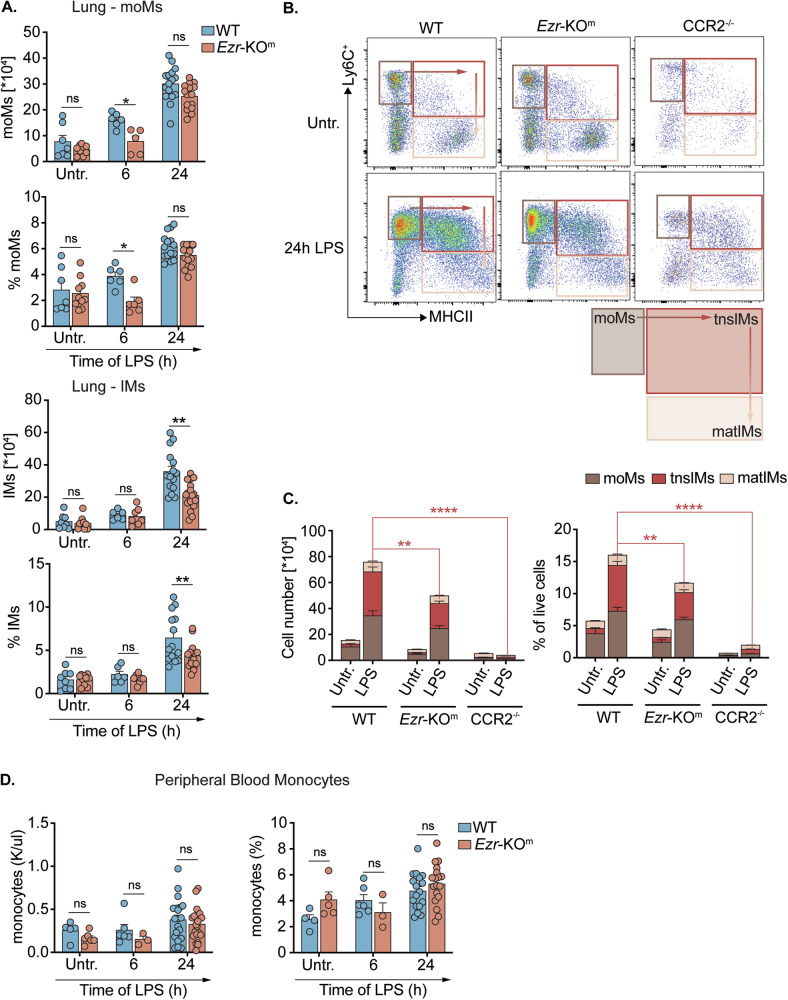
The loss of ezrin impacts the number of lung monocyte-derived IMs in response to LPS. WT and *Ezr*-KO^m^ mice were nebulized with LPS (12.5 mg/5 ml for 15 min). The mice were sacrificed post-24 h of LPS and collected blood, BALF and lung tissue samples for flow cytometry and RNA analysis. **A** Numbers and percentages of lung moMs and IMs in lung tissue homogenates (inferior lobe) were quantified by sequential gating strategy from flow cytometry. Cell numbers were calculated from the percentage of viable cells multiplied by the total cell count in the inferior lung lobe. The gating strategy is described in Fig. S2C. **B** Flow cytometry-based dot plot representation of moMs, transitional IMs (tnsIMs) and mature IMs (matIMs) populations in WT, *Ezr*-KO^m^ and *CCR2*-KO mice, untreated or treated with LPS. **C** Numbers and percentages of moMs, tnsIMs and matIMs (quantification of (**C**)) in the lung (inferior lobe) tissue, untreated or treated with LPS. Quantification was performed as in (**B**). **D** Number (left) and percentage (right) of monocytes in the peripheral blood. Data are represented as mean ± SEM from three independent experiments with three or more mice per genotype. Each dot represents a biological replicate. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. *p < 0.05, **p < 0.01 and ns non significant. See also Supplementary Figs. S3–5.

To further distinguish IMs differentiating from Ly6C^+^ moMs within the lung parenchyma during inflammation, we gated the IMs populations based on Ly6C and MHCII markers expression [23, 36, 37]. This allowed us to identify two distinct IM populations: Ly6C^+^ MHCII^+^ IMs (transitional IMs; referred as tnsIMs) and Ly6C^−^ MHCII^+^ IMs (differentiated mature IMs with a tissue-resident phenotype; hereafter matIMs) (Fig. 2B) [23, 35]. Under steady state conditions, the lungs were predominantly populated by tissue-resident IMs, with no differences between WT and *Ezr*-KO^m^ mice. In response to LPS, both the numbers and percentages of moMs, tnsIMs, and matIMs in WT and *Ezr*-KO^m^ mice increased in a CCR2-dependent manner (Fig. 2B, C). This suggests that the expansion of tnsIMs and matIMs populations following LPS stimulation originated from recruited Ly6C^+^ CCR2^+^ monocytes. Notably, the loss of ezrin specifically impacted the number and percentage of tnsIMs subpopulation post-LPS induction (Fig. 2B, C). Thus, our data further indicate the significance of ezrin induction for the adaptation of moMs and the transition and expansion of tnsIMs toward differentiation into matIMs [23] within the lung parenchyma.

We also assessed whether loss of ezrin impacts the number/percentage of circulating monocytes. Both at steady state (Untr.) and in response to LPS stimulation WT and *Ezr*-KO^m^ mice showed no significant differences in the number of monocytes in the peripheral blood (Fig. 2D), suggesting that ezrin does not affect the extravasation of monocytes from the bone marrow. In addition, we observed no difference in complete blood count (CBC) measurements of total white blood cells (WBCs), neutrophils, lymphoid cells, eosinophils, and basophils between *Ezr*-KO^m^ and WT mice at 6 h and 24 h-post LPS (Supplementary Fig. S4B). Taken together, these data suggest that ezrin is primarily necessary when circulating monocytes extravasate into the lungs and become activated by the inflamed microenvironment.

Finally, we assessed the impact of ezrin loss in monocytes/MΦs on lung inflammation in *Ezr*-KO^m^ mice at 6 h and 24-post LPS, compared with WT mice. We observed a gradual increase in total protein levels (Supplementary Fig. S5A) and an early (6 h) high number of neutrophils (Supplementary Fig. S5B) in the bronchoalveolar-lavage fluid (BALF) of *Ezr*-KO^m^ mice in response to LPS compared with WT, suggesting increased lung inflammation in *Ezr*-KO^m^ mice. Analysis of pro-inflammatory cytokines expression in lung tissues revealed increased mRNA levels only for *Cxcl1*, post 6 h LPS in *Ezr*-KO^m^ mice, which accounts for neutrophil recruitment in the alveolar space (Supplementary Fig. S5B) and no statistical differences were observed for other cytokines (Supplementary Fig. S5C). However, when we examined the expression of these pro-inflammatory cytokines in sorted lung MΦs (moMs and IMs) from LPS-treated WT and *Ezr*-KO^m^ mice, we observed elevated expression of cytokine *TNF-α*, as well as chemokines *Cxcl1* and *Cxcl2*, in LPS-induced *Ezr*-KO^m^ IMs, but not moMs (Supplementary Fig. S5D, the data represents technical replicates of lung-sorted cells pooled from three mice per group). Altogether these data suggest that ezrin deficiency causes a specific impact on the production of pro-inflammatory mediators and neutrophil chemoattractants in IMs during the early stage of immune response to LPS.

### LPS-treated WT and *Ezr*-KO^m^ lung MΦs have an altered expression profile consistent with a lack of differentiation toward a tissue-resident macrophage phenotype

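Bulk RNA-seq libraries were made from moMs, tnsIMs and matIMs sorted from the lungs of WT and *Ezr*-KO m mice 24 h after nebulization of LPS, given as 12.5 mg in 5 ml over 15 min. Each population and genotype had 3 libraries, 18 in all. *Ezr*-KO m mice carry floxed *Ezr* alleles that are excised by Cre recombinase under *Cx3cr1*, and the WT mice of the comparison carry the same Cre without floxed *Ezr*. The authors amplified the cDNA with a low-input, full-length kit, sequenced the libraries as read pairs, aligned the reads to the mouse genome GRCm39 with STAR and deposited the number of reads counted on each gene of a Gencode annotation, without normalization. The paper's text does not name which strand column of the STAR counts was used, so genes that overlap on opposite strands can share counts. Reads of genes with near-identical copies can be counted on the wrong copy or lost. Total counts per library ranged from 18443205 to 25924018 in WT moMs (median 25425253) and from 23922482 to 26343667 in *Ezr*-KO m moMs (median 24716610). They ranged from 16512783 to 24106617 in WT tnsIMs (median 23928126) and from 23441556 to 48460995 in *Ezr*-KO m tnsIMs (median 24066629). In matIMs they ranged from 22464554 to 25129778 in WT (median 23173215) and from 22505766 to 27709052 in *Ezr*-KO m (median 27490646). The table held 21254 genes, of which 15811 passed edgeR's expression filter and were tested in one model of the 6 groups. Counts were scaled with TMM factors, which lay between 0.931 and 1.07, and levels are given as CPM on that scale. Differences between groups were tested with edgeR's two-sided quasi-likelihood F-test. The study's rule for a differentially expressed gene was applied as the methods give it, an unadjusted p under 0.05 with an absolute log2 fold change above 0.75, and a Benjamini-Hochberg adjusted p was computed beside it because the study's p is not adjusted. The filter on low counts and the choice between unadjusted and adjusted p are the choices that moved the numbers of genes most. With 3 libraries against 3, groups that do not overlap at all occur by chance in 10% of comparisons.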

To investigate ezrin’s contribution to the function of Ly6C^+^ monocytes, and their progeny in response to LPS, we sorted moMs, tnsIMs, and matIMs populations from the lung of WT and *Ezr*-KO^m^ mice 24 h after LPS nebulization and analyzed the transcriptional expression profiles by bulk RNA sequencing (RNA-seq). 

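The principal components were computed from the log2 CPM of the 500 genes with the largest variance over the 18 libraries, with a prior count of 2. The first component held 68.9% of the variance and the second 16.5%. On the first component WT moMs lay at -52.6 ± 1.43 (SD, n = 3), WT tnsIMs at 0.516 ± 5.23 (SD, n = 3) and WT matIMs at 51.8 ± 4.38 (SD, n = 3). The *Ezr*-KO m libraries lay at -50.9 ± 2.46 in moMs, 3.73 ± 3.68 in tnsIMs and 47.5 ± 5.62 in matIMs (SD, n = 3 each). On this component WT tnsIMs were thus 50.9% of the way from moMs to matIMs (SD 5.01 between the 3 libraries), and *Ezr*-KO m tnsIMs 55.5% (SD 3.74). With all tested genes in place of the 500 most variable, the setting that moved this position most, it was 40.2% in WT and 42.3% in *Ezr*-KO m. The second component set tnsIMs apart from both other populations, at 31.2 ± 2.16 in WT and 25.3 ± 3.49 in *Ezr*-KO m (SD, n = 3 each), while the group means of moMs and matIMs lay between -17.6 and -12.6. The genes with the largest weights on the first component included immunoglobulin genes, *Cacnb3*, *Fscn1* and *Ccl22*, and those on the second component included *Sftpc*, *Sftpb* and *Itih4*. For the immunoglobulin genes B cells, and for *Sftpc* epithelial cells, mixed into the sorted populations are a candidate source. The position on a component therefore need not measure differentiation alone. In WT, 3411 genes differed between tnsIMs and moMs at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), 2050 of them higher in tnsIMs. Between matIMs and moMs 3926 genes differed, 2116 of them higher in matIMs, and between matIMs and tnsIMs 2926 genes, 1315 of them higher in matIMs. The corresponding numbers in *Ezr*-KO m cells were 2257, 3679 and 2881 genes. Requiring at least 10 counts in every library, which left fewer genes to test, gave 1439 genes between *Ezr*-KO m tnsIMs and moMs. The labels name no mouse, so each replicate number within a genotype was taken as a mouse. A fit with the mouse as a block gave 3403 genes between *Ezr*-KO m tnsIMs and moMs. Leaving out replicate 3 of the *Ezr*-KO m moMs brought that comparison to 1416 genes.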

Consistent with the sorted macrophage populations, the principal component analysis (PCA) visualized distinct groups of MΦ phenotypes, among which tnsIMs clustered between moMs and matIMs (Fig. 3A) in both WT and *Ezr*-KO^m^ mice. All the assessed *Ezr*-KO^m^ MΦ populations revealed a similar number of differentially expressed genes (DEGs) compared with WT (Supplementary Fig. S6A). 

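By the study's rule, 397 genes differed between *Ezr*-KO m and WT moMs, 245 higher and 152 lower in *Ezr*-KO m. In tnsIMs 290 genes met the rule, 170 higher and 120 lower, and in matIMs 379 genes, 223 higher and 156 lower. At a Benjamini-Hochberg adjusted p under 0.05 in edgeR's test, 27 genes differed in moMs (12 higher, 15 lower), 26 in tnsIMs (13 higher, 13 lower) and 24 in matIMs (10 higher, 14 lower). With the replicate number as a block, 42 genes passed this threshold in moMs and 38 in matIMs (edgeR, Benjamini-Hochberg). Genes with an unadjusted p under 0.05, whatever their fold change, numbered 592 in moMs, 512 in tnsIMs and 607 in matIMs. Of the 15811 tested genes, 791 would fall under that limit by chance if the libraries were independent. A comparison simulated without any change, on the same genes and library sizes and with independent libraries, gave 322 genes by the study's rule and 0 at the adjusted threshold. The replicate numbers pair the real libraries, so neither 791 nor 322 is an exact reference for them. Splitting the libraries of a population in the other ways that part all 3 replicate numbers gave 219 to 272 genes by the rule in moMs. In tnsIMs it gave 181 to 298 genes and in matIMs 166 to 204. The filter on low counts moved the numbers most: without it the rule gave 705 genes in moMs, 582 in tnsIMs and 662 in matIMs, and with at least 10 counts required in every library 126, 105 and 138. Leaving out WT replicate 3 raised the number in tnsIMs to 444, and no other single library moved the 3 totals by the study's rule by more than 1.5 times. That fit gave 328 higher and 116 lower genes in tnsIMs. Without *Ezr*-KO m replicate 1 the moMs had 200 higher and 234 lower genes, so that more were lower. Of the numbers at the adjusted threshold, that in tnsIMs dropped to 14 without WT replicate 1, 15 without *Ezr*-KO m replicate 1 and 17 without *Ezr*-KO m replicate 3, and that in matIMs to 15 without WT replicate 3 and 14 without *Ezr*-KO m replicate 3 (edgeR, Benjamini-Hochberg).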

Among the 14,688 quantified gene expression profiles within WT and *Ezr*-KO^m^ samples, we identified DEGs specifically expressed in moMs, tnsIMs and matIMs (Supplementary Fig. S6A). 

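The table was tested for 15811 genes. By the study's rule, 286 genes were called only in moMs, 179 only in tnsIMs and 264 only in matIMs, out of 867 genes called in any population. The 3 populations shared 61 genes changed in the same direction, 32 higher and 29 lower in *Ezr*-KO m. The 9 other splits of the replicate numbers, made in all 3 populations at once, shared 0 to 32 genes. At the adjusted threshold of edgeR's test (Benjamini-Hochberg) 17 genes were shared by all 3 populations, out of 34 in any. Whether a change differs between populations was tested with interaction terms. No gene had an interaction at an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 233 genes between tnsIMs and moMs, 268 between matIMs and moMs and 183 between matIMs and tnsIMs. By chance 791 would be if the libraries were independent. With the replicate number as a block these numbers were 345, 435 and 293. With the mouse as a block, a setting chosen after seeing the data, they were 361, 478 and 318. Both gave 0 genes at the adjusted threshold, and the smallest adjusted p was 0.0665, for *Ezr* between matIMs and moMs with the mouse as a block (edgeR, Benjamini-Hochberg). The smallest adjusted p in each population belonged to *Atp6v0c-ps2* (ENSMUSG00000080242, chromosome 6 of GRCm39, 37783021 to 37783485), a processed pseudogene that is 99.8% identical to *Atp6v0c* and so can take its reads. Its log2 fold change was 4.80 in moMs, 4.67 in tnsIMs and 4.63 in matIMs (adjusted p 1.59e-11, 2.16e-11 and 2.81e-11, edgeR with Benjamini-Hochberg adjustment). The other genes with the smallest p that rose in all 3 populations were *Rnps1-ps* (log2 fold change 5.21, 5.45 and 4.75 in moMs, tnsIMs and matIMs), *Eno1b* (3.88, 3.88 and 3.82), both near-identical copies of other genes, and *Dynlt1b* (1.76, 1.97 and 1.65), a member of a multigene family. *Gm50022* (chromosome 17, 24998677 to 25000958) was at or under 3 counts in every WT library and was at least 348-fold higher in *Ezr*-KO m moMs, at least 86.9-fold higher in tnsIMs and at least 67.8-fold higher in matIMs. Among the genes that fell, *Rnps1* changed by -1.42, -1.28 and -1.21 and *Atp6v0c* by -1.39, -1.55 and -1.49 (log2 fold change in moMs, tnsIMs and matIMs). *Gm7805*, a processed pseudogene at or under 3 counts in every *Ezr*-KO m library, was at least 16.4-fold lower in moMs, at least 12.3-fold lower in tnsIMs and at least 10.1-fold lower in matIMs. In the same order of populations the log2 fold changes were -1.55, -1.65 and -1.19 for *Kcnn4*, -5.46, -3.44 and -3.08 for *Tcea3* and -1.25, -1.21 and -0.90 for *Decr2*. They were -2.04, -1.44 and -2.10 for *Cep85* and -1.35, -1.02 and -1.33 for *Ercc1* (log2 fold change). These genes were called in the 3 populations by the study's rule. Apart from *Ezr* itself, 23 of the shared genes lay in the first 30 Mb of chromosome 17, which holds *Ezr*, and 14 between 130 and 160 Mb of chromosome 4.

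**Figure D1:**
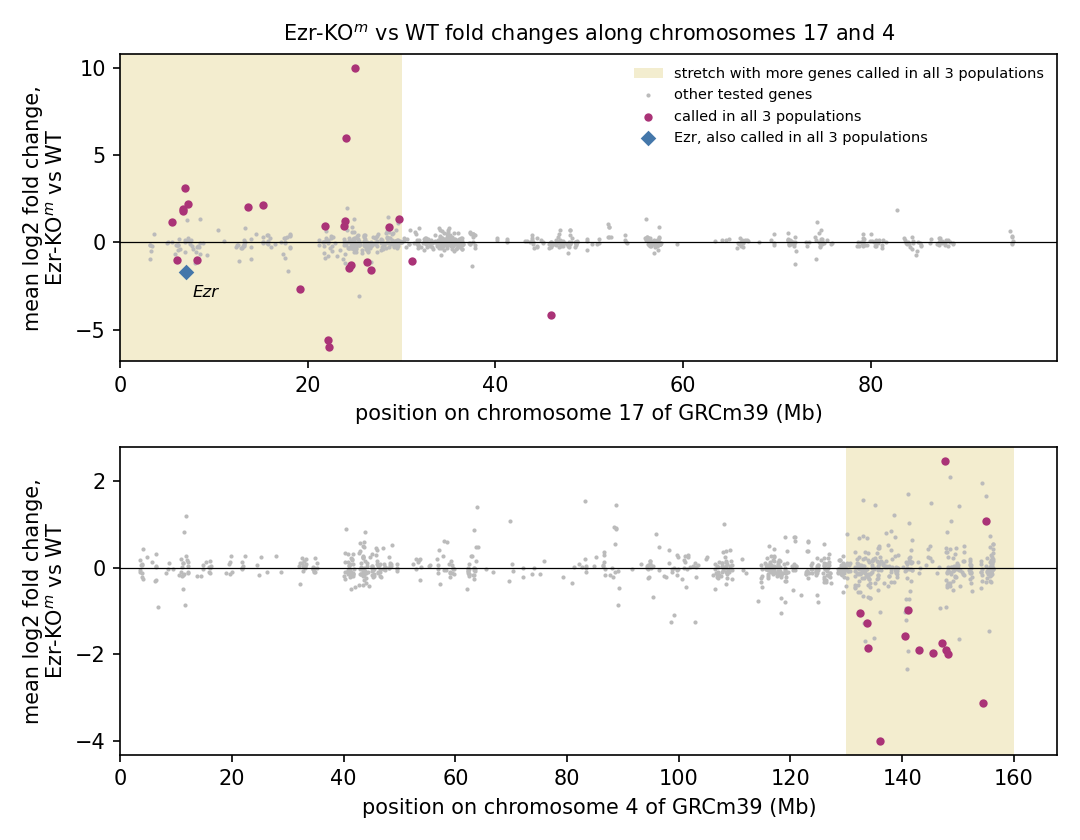
Log2 fold change of *Ezr*-KO m against WT, averaged over moMs, tnsIMs and matIMs (vertical axis), of each tested gene along chromosomes 17 and 4 of GRCm39 (horizontal axis, Mb). Purple points are genes called by the study's rule in all 3 populations in the same direction, the blue diamond is *Ezr*, grey points are the other tested genes, and the shaded stretches, 0 to 30 Mb of chromosome 17 and 130 to 160 Mb of chromosome 4, hold 23 and 14 of the purple points; the highest point, *Gm50022*, is a fitted value of a gene at or under 3 counts in every WT library.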

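Ezrin, moesin and radixin are encoded by *Ezr* (ENSMUSG00000052397, chromosome 17 of GRCm39, 7005440 to 7050183), *Msn* (ENSMUSG00000031207, chromosome X, 95139648 to 95212158) and *Rdx* (ENSMUSG00000032050, chromosome 9, 51958473 to 52011763). In WT cells the mean of *Ezr* rose from moMs to tnsIMs to matIMs, by less than the test could separate from the spread between replicates. Its log2 fold change was 0.14 between tnsIMs and moMs (standard error 0.24, adjusted p = 0.722), 0.17 between matIMs and tnsIMs (adjusted p = 0.709) and 0.32 between matIMs and moMs (standard error 0.24, adjusted p = 0.38), all from edgeR with Benjamini-Hochberg adjustment. Every WT matIM library had a higher level of *Ezr* than every WT moM library, which 10% of comparisons of 3 against 3 give by chance. With the mouse as a block, the log2 fold change between matIMs and moMs was 0.31 and passed the adjusted threshold. The mouse is read from the replicate number there. Between WT matIMs and moMs the lowest correlation of libraries of one number was 0.0947, under the preset 0.1 for pairing. Between tnsIMs and moMs *Rdx* changed by 0.09 and *Msn* by -0.17 on the log2 scale, neither at an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment.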

We observed a gradual increase in the transcriptional expression of ezrin within WT moMs, tnsIMs and matIMs, whereas expressions of moesin and radixin remained consistent across the three populations (Fig. 3B). 

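In each population every *Ezr*-KO m library had a lower level of *Ezr* than every WT library. *Ezr* was at 531 ± 53.6 CPM in WT moMs (SD, n = 3) and 232 ± 63.7 CPM in *Ezr*-KO m moMs (SD, n = 3). It was at 586 ± 83.8 CPM in WT and 191 ± 57.4 CPM in *Ezr*-KO m tnsIMs (SD, n = 3 each), and at 662 ± 70.0 CPM in WT and 135 ± 37.4 CPM in *Ezr*-KO m matIMs (SD, n = 3 each). The log2 fold change was -1.20 in moMs (standard error 0.24, adjusted p = 0.0549), -1.62 in tnsIMs (standard error 0.24, adjusted p = 0.00365) and -2.29 in matIMs (standard error 0.25, adjusted p = 7.73e-05), from edgeR with Benjamini-Hochberg adjustment. All 3 met the study's rule. In moMs the adjusted p of *Ezr* ranged from 0.00101 with DESeq2 to 0.308 over the alternatives and the fits that each left out 1 library, in which the log2 fold change lay between -1.37 and -0.99. With the replicate number as a block, which pairs the libraries, it was 0.00194 and passed the threshold (edgeR, Benjamini-Hochberg). In tnsIMs it ranged from 1.87e-07 to 0.0709 (edgeR or DESeq2, Benjamini-Hochberg). *Rdx* changed by 0.08 in moMs, 0.06 in tnsIMs and 0.12 in matIMs, and *Msn* by 0.04, 0.04 and -0.06 (log2 fold change of *Ezr*-KO m against WT), each with an adjusted p of 1 in edgeR's test with Benjamini-Hochberg adjustment. The direction of these small changes depended on single libraries: without *Ezr*-KO m replicate 3 *Rdx* in tnsIMs changed by -0.10, *Msn* in tnsIMs by -0.15 and *Msn* in moMs by -0.03.

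**Figure D2:**
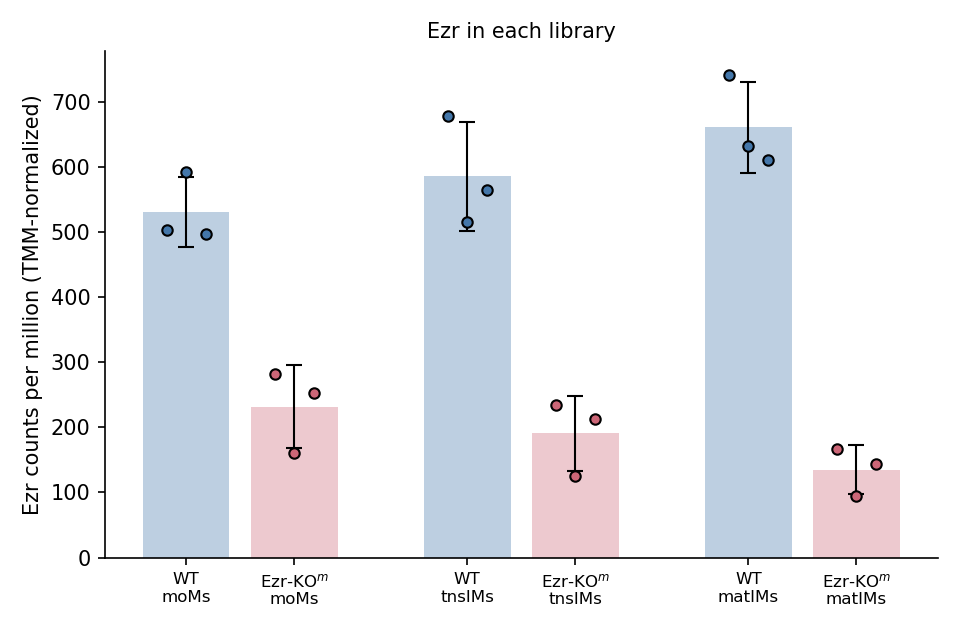
TMM-normalized CPM of *Ezr* (vertical axis) in each of the 18 libraries (points) of WT and *Ezr*-KO m moMs, tnsIMs and matIMs, with the mean of each group (bars) and its SD (error bars, n = 3). In each population all *Ezr*-KO m points lie under all WT points.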

We also confirmed that ezrin transcript levels were significantly downregulated in moMs, tnsIMs and matIMs of *Ezr*-KO^m^ mice, while the expression levels of radixin and moesin remained unchanged compared to WT mice (Fig. 3B).

**Fig. 3:**
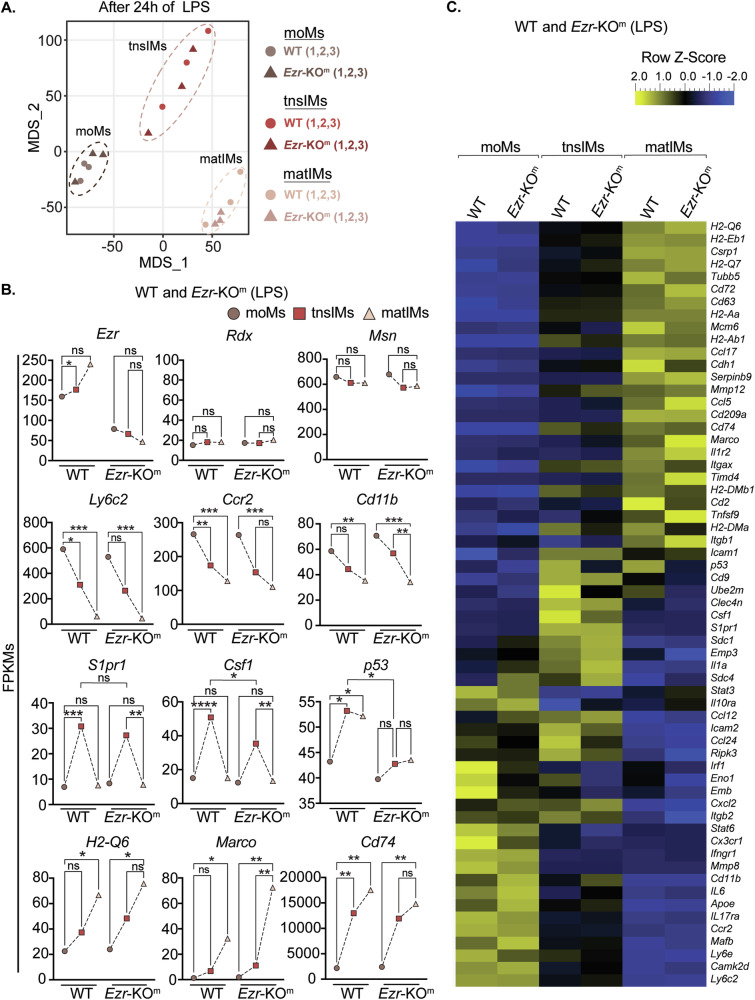
LPS-treated WT and *Ezr*-KO^m^ lung MΦs have an altered expression profile consistent with a lack of differentiation toward a tissue-resident macrophage phenotype. **A** Multidimensional scaling (MDS) plot depicting the distinct clusters of moMs, tnsIMs and matIMs in WT and *Ezr*-KO^m^ mice based on RNA expression profiles. **B** Comparative expression of cellular markers and their transition gene expression profiles in moMs, tnsIMs and matIMs between WT and *Ezr*-KO^m^ mice treated with LPS. **C** Hierarchical clustered heatmap depicting RNA expression profiles of differentially expressed genes (DEGs) comparing moMs, tnsIMs and matIMs in WT and *Ezr*-KO^m^ mice treated with LPS. Each tile represents the triplicate average of normalized fragments per kilobase of transcript per million mapped (FPKM) reads and colored according to gene-specific z-scores. Data were generated from three mice per genotype. Data are represented as median from three biological replicates. Statistical analysis was performed using a t-test (non-parametric) between the subpopulations. *p < 0.05, **p < 0.01, ***p < 0.001 and ns non significant. See also Supplementary Fig. S6.

WT and *Ezr*-KO^m^ moMs exhibited the highest expression of receptors such as *Ly6c2, Ccr2*, and *Cx3cr1* and integrins (*Cd11b*) compared to tnsIMs and matIMs, consistent with their blood origin [38]. 

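*Ly6c2* (ENSMUSG00000022584, chromosome 15 of GRCm39, 74980007 to 74983819), a member of the *Ly6* multigene family, was at 481 ± 10.0 CPM in WT moMs, 219 ± 95.4 CPM in WT tnsIMs and 51.2 ± 18.0 CPM in WT matIMs (SD, n = 3 each). *Ccr2* (ENSMUSG00000049103, chromosome 9, 123901987 to 123913594) was at 1574 ± 155 CPM in WT moMs, 923 ± 138 CPM in WT tnsIMs and 707 ± 106 CPM in WT matIMs (SD, n = 3 each). *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119730682 to 119898945), the locus that carries Cre in both genotypes, was at 126 ± 18.4, 62.2 ± 23.1 and 54.9 ± 21.0 CPM in WT moMs, tnsIMs and matIMs (SD, n = 3 each). *Itgam*, which encodes CD11b (ENSMUSG00000030786, chromosome 7, 127661812 to 127717663), was at 278 ± 14.9, 219 ± 31.5 and 160 ± 18.4 CPM in the same populations (SD, n = 3 each). In *Ezr*-KO m cells *Ly6c2* was at 474 ± 95.0 CPM in moMs, 275 ± 119 CPM in tnsIMs and 47.6 ± 25.5 CPM in matIMs (SD, n = 3 each). *Ccr2* was at 1526 ± 273, 911 ± 187 and 663 ± 84.4 CPM in *Ezr*-KO m moMs, tnsIMs and matIMs (SD, n = 3 each). *Cx3cr1* was at 90.1 ± 5.83 CPM in *Ezr*-KO m moMs, 51.0 ± 5.26 CPM in tnsIMs and 56.3 ± 19.6 CPM in matIMs (SD, n = 3 each). The mean of each of the 4 genes was highest in moMs in both genotypes, with *Itgam* at 336 ± 33.5, 272 ± 33.7 and 160 ± 34.0 CPM in *Ezr*-KO m moMs, tnsIMs and matIMs (SD, n = 3 each).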

The expression of these monocyte-specific genes decreased as cells transitioned to tnsIMs and matIMs (Fig. 3B, C). However, no differences were observed between WT and *Ezr*-KO^m^ moMs. 

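From WT moMs to WT tnsIMs, *Ly6c2* changed by a log2 fold change of -1.14 (adjusted p = 0.0374), *Ccr2* by -0.77 (adjusted p = 0.00462), *Cx3cr1* by -1.02 (adjusted p = 0.015) and *Itgam* by -0.34 (adjusted p = 0.134), from edgeR with Benjamini-Hochberg adjustment. From WT moMs to WT matIMs the changes were -3.23 for *Ly6c2* (adjusted p = 8.49e-06), -1.16 for *Ccr2* (adjusted p = 9.76e-05), -1.20 for *Cx3cr1* (adjusted p = 0.00401) and -0.79 for *Itgam* (adjusted p = 0.00104), from the same edgeR test and adjustment. The moMs were sorted as Ly6C+ and the matIMs as Ly6C-, so the fall of *Ly6c2* between them was set by the gates in either genotype. From moMs to matIMs of *Ezr*-KO m mice *Ly6c2* changed by -3.32, *Ccr2* by -1.20, *Cx3cr1* by -0.68 and *Itgam* by -1.07 on the log2 scale. Of these, *Cx3cr1* did not pass the adjusted threshold (adjusted p = 0.0945, edgeR, Benjamini-Hochberg), except with each genotype fitted alone (-0.68), with the mouse as a block (-0.72) or without *Ezr*-KO m matIM replicate 3 (-1.0). From *Ezr*-KO m moMs to *Ezr*-KO m tnsIMs only *Ccr2* passed the threshold (-0.74, adjusted p = 0.00776, edgeR, Benjamini-Hochberg), and not without *Ezr*-KO m moM replicate 3 (-0.60). There *Ly6c2* (-0.79), *Cx3cr1* (-0.82) and *Itgam* (-0.30) did not. In that comparison *Ly6c2* passed it with the mouse as a block (-0.86), and *Cx3cr1* with DESeq2 (-0.80), with each genotype fitted alone (-0.82) and with the mouse as a block (-0.83). The decline of *Ly6c2* between WT moMs and tnsIMs was no longer past the adjusted threshold with upper-quartile normalization (-1.05), with library totals only (-1.06), with at least 10 counts in every library (-1.09), with robust empirical Bayes (-1.14), without any 1 of the WT moM replicates (-1.13, -1.15 and -1.13) or without WT tnsIM replicate 2 (-0.79). That of *Cx3cr1* was lost without WT moM replicate 3 (-0.93) or without WT tnsIM replicate 1 (-0.93) or 2 (-0.81), and that of *Itgam* passed the threshold only with the mouse as a block (-0.35).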

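Between *Ezr*-KO m and WT moMs the log2 fold change was -0.02 for *Ly6c2*, -0.04 for *Ccr2*, -0.49 for *Cx3cr1* (standard error 0.28) and 0.27 for *Itgam*. None of the 4 genes met the study's rule or an adjusted p under 0.05 in edgeR's test, and the unadjusted p was 0.101 for *Cx3cr1* and 0.104 for *Itgam*. All *Ezr*-KO m moM libraries lay below all WT moM libraries in *Cx3cr1* and above them in *Itgam*, which chance gives in 10% of comparisons of this size. The sign for *Ly6c2* turned without *Ezr*-KO m replicate 2 (0.09) or 3 (0.03), and that for *Ccr2* without WT replicate 3 (0.04) or *Ezr*-KO m replicate 1 (0.08).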

Focusing on DEGs between *Ezr*-KO^m^ and WT moMs, MetaCore enrichment analysis (MEA) revealed that *Ezr*-KO^m^ moMs exhibited higher expression of genes related to ECM remodeling (*ADAM-TS2*, *Col1A1*, *Col18A1*, *MMP13*) and increased expression of TGFβ3 ligand, which suggests that loss of ezrin in these cells may potentially contribute to an abnormal tissue remodeling process (Fig. 4A, D). 

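Among genes of the extracellular matrix, *Adamts2* (ENSMUSG00000036545, chromosome 11 of GRCm39, 50492911 to 50698400) was at 1.87 ± 1.26 CPM in *Ezr*-KO m moMs against 0.617 ± 0.346 CPM in WT moMs (SD, n = 3 each). *Col1a1* (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) was at 7.56 ± 0.732 against 3.56 ± 0.760 CPM (*Ezr*-KO m against WT, SD, n = 3 each). *Col18a1* (ENSMUSG00000001435, chromosome 10, 76888012 to 77002382) was at 2.80 ± 0.759 against 1.16 ± 0.227 CPM, and *Mmp13* (ENSMUSG00000050578, chromosome 9, 7272514 to 7283331) at 17.6 ± 5.70 against 8.05 ± 2.57 CPM (*Ezr*-KO m against WT, SD, n = 3 each). *Tgfb3* (ENSMUSG00000021253, chromosome 12, 86103519 to 86125815) was at 1.05 ± 0.0757 against 0.541 ± 0.440 CPM (SD, n = 3 each). The log2 fold change was 1.63 for *Adamts2* (standard error 0.62), 1.08 for *Col1a1* (0.30), 1.28 for *Col18a1* (0.43) and 1.13 for *Mmp13* (0.30), and these 4 genes met the study's rule. Their unadjusted p from edgeR's two-sided test was 0.017, 0.00203, 0.00833 and 0.0012, and none passed adjustment over all genes (adjusted p 1, 0.407, 0.828 and 0.305, edgeR, Benjamini-Hochberg). *Adamts2* no longer met the rule without WT replicate 3 (1.22) or without *Ezr*-KO m replicate 2 (0.91). *Tgfb3*, with a log2 fold change of 1.00 (standard error 0.48, unadjusted p = 0.0524), did not meet it, and did with DESeq2 (1.01), without the filter on low counts (1.01), with the newer quasi-likelihood setting (1.07), which was chosen after seeing the data, and without WT replicate 1 (1.79). The rise of *Col1a1* differed between tnsIMs and moMs by -0.88 on the log2 scale (unadjusted p of the interaction 0.0445, adjusted p = 1, edgeR, Benjamini-Hochberg). From the higher expression of these genes, the paper proposes that loss of ezrin may contribute to abnormal tissue remodeling.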

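*Il6* (ENSMUSG00000025746, chromosome 5 of GRCm39, 30218112 to 30224979) had a log2 fold change of 0.22 in *Ezr*-KO m against WT moMs (standard error 0.21, unadjusted p = 0.305, edgeR's two-sided test) and did not meet the study's rule. *Itga1* (ENSMUSG00000042284, chromosome 13, 115089632 to 115238500) encodes the α1 subunit of a collagen-binding integrin. It changed by -0.56 on the log2 scale (standard error 0.23, unadjusted p = 0.0289, edgeR), short of the rule's fold change, with all *Ezr*-KO m moM libraries below all WT ones. *Fblim1* (ENSMUSG00000006219, chromosome 4, 141303373 to 141333407) fell from 2.13 ± 0.602 CPM in WT moMs to 0.666 ± 0.364 CPM in *Ezr*-KO m moMs (SD, n = 3 each). The log2 fold change of -1.64 (standard error 0.43, unadjusted p = 0.00123) met the rule, with an adjusted p of 0.31 (edgeR, Benjamini-Hochberg). The gene lies in the stretch of chromosome 4 from 130 to 160 Mb in which genes changed in all 3 populations cluster. *Rhof* (ENSMUSG00000029449, chromosome 5, 123241107 to 123270755) fell from 5.06 ± 0.708 to 3.51 ± 0.704 CPM (SD, n = 3 each). This was a log2 fold change of -0.53 (standard error 0.20, unadjusted p = 0.015, edgeR), short of the rule's 0.75. Over the fits that each left out 1 library, the log2 fold change lay between 0.04 and 0.40 for *Il6*, between -0.62 and -0.48 for *Itga1*, between -2.19 and -1.39 for *Fblim1* and between -0.71 and -0.44 for *Rhof*, and none of these calls changed.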

*Ezr*-KO^m^ moMs also had upregulated DEGs related to the inflammatory response (*Il6*), while genes associated with cell adhesion (focal adhesion) and cytoskeleton rearrangement (*Itga1*, *Fblim1, Rhof*) were downregulated (Fig. 4A, D and Supplementary Fig. S6B), suggesting a defect in cell interaction with the lung ECM.

**Fig. 4:**
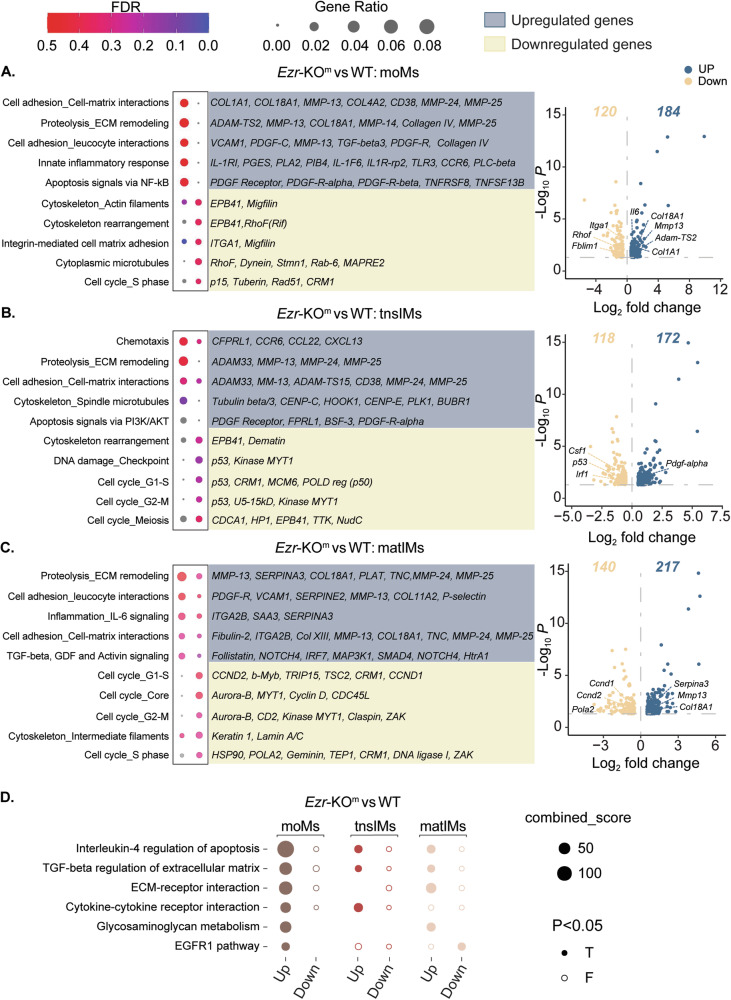
MetaCore enrichment pathway analysis of DEGs in LPS-treated WT and ezrin-KO moMs, tnsMs and matMs. **A**–**C** MetaCore enrichment pathway analysis and volcano plots of differentially expressed genes (DEGs) in *Ezr*-KO^m^ vs WT moMs (**A**), tnsIMs (**B**) and matIMs (**C**) populations treated with LPS. Dot plots show upregulated or downregulated pathways in *Ezr*-KO^m^ cell phenotypes and their associated genes. **D** Bioplanet pathway analysis of differentially expressed genes in *Ezr*-KO^m^ vs WT moMs, tnsIMs and matIMs populations treated with LPS. Node size: odds ratio associated with enrichment; p-value for Fisher’s exact test. Data were generated from three mice per genotype. See also Supplementary Fig. S6.

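*Csf1* (ENSMUSG00000014599, chromosome 3 of GRCm39, 107648364 to 107667785) was at 60.5 ± 13.6 CPM in WT moMs, 191 ± 37.2 CPM in WT tnsIMs and 63.3 ± 2.59 CPM in WT matIMs (SD, n = 3 each). *S1pr1* (ENSMUSG00000045092, chromosome 3, 115504082 to 115508721), a sphingosine-1-phosphate receptor that is also abundant in endothelial cells, was at 24.0 ± 5.38, 81.5 ± 26.5 and 23.4 ± 1.43 CPM (SD, n = 3 each). The log2 fold change of *S1pr1* was 1.76 between WT tnsIMs and moMs (standard error 0.28, adjusted p = 2e-04) and -1.80 between WT matIMs and tnsIMs (adjusted p = 0.000134), from edgeR with Benjamini-Hochberg adjustment. *Irf1* (ENSMUSG00000018899, chromosome 11, 53660841 to 53669200) had its highest mean in WT moMs, 724 ± 224 CPM, against 451 ± 194 CPM in tnsIMs and 506 ± 149 CPM in matIMs (SD, n = 3 each). It changed by -0.68 on the log2 scale between tnsIMs and moMs (adjusted p = 0.134, edgeR, Benjamini-Hochberg), past the adjusted threshold with the mouse as a block (-0.73) and without WT tnsIM replicate 3 (-1.01). Between matIMs and tnsIMs it was 0.16, of the other sign without WT tnsIM replicate 2 (-0.16) or WT matIM replicate 3 (-0.07). *Trp53*, which encodes p53 (ENSMUSG00000059552, chromosome 11, 69471185 to 69482699), was at 74.5 ± 10.3, 87.7 ± 3.85 and 89.3 ± 1.56 CPM in WT moMs, tnsIMs and matIMs (SD, n = 3 each). It changed by 0.23 on the log2 scale between tnsIMs and moMs (adjusted p = 0.152, edgeR, Benjamini-Hochberg), past the threshold with upper-quartile normalization (0.33). Between matIMs and tnsIMs *Trp53* changed by 0.03, of the other sign with DESeq2 (-0.0043), upper-quartile normalization (-0.025) and at least 10 counts in every library (-0.0095).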

The tnsIMs in WT mice expressed a distinct set of genes related to actin cytoskeleton rearrangement (*Csf1* [39, 40], *S1pr1*), proliferation (*Csf1, Irf1*), and differentiation (*Csf1, p53)* (Fig. 3B, C). These findings align with recent data [23] showing that moMs acquire a proliferative phenotype (tnsIMs) and respond to MΦ differentiation factors (e.g., *Csf1*). 

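Between *Ezr*-KO m and WT tnsIMs the log2 fold change of *Csf1* was -0.45 (standard error 0.21, unadjusted p = 0.0471, edgeR's two-sided test), with an adjusted p of 1 (edgeR, Benjamini-Hochberg). It did not reach the fold change of the study's rule under the alternatives that were run, and lay between -0.60 and -0.30 over the fits that each left out 1 library. *Irf1* changed by -0.14 (standard error 0.31, unadjusted p = 0.67, edgeR), and its sign turned without WT replicate 3 (0.19) or *Ezr*-KO m replicate 2 (0.02). *Trp53* changed by -0.22 (standard error 0.11, unadjusted p = 0.0726, edgeR), with every *Ezr*-KO m tnsIM library below every WT tnsIM library, as 10% of comparisons of 3 against 3 are by chance. The levels in *Ezr*-KO m tnsIMs were 140 ± 26.7 CPM for *Csf1*, 411 ± 78.6 CPM for *Irf1* and 75.5 ± 2.17 CPM for *Trp53* (SD, n = 3 each).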

Notably, in *Ezr*-KO^m^ tnsIMs *Csf1, Irf1* and *p53* levels were significantly downregulated compared to WT (Fig. 3B, C). MEA of *Ezr*-KO^m^ tnsIMs confirmed increased expression of genes related to apoptotic responses (*Pdgf-α*), and decreased expression of key genes regulating the cell cycle (*p53, p50, Myt1*) (Fig. 4B). 

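The gene of the platelet-derived growth factor A chain, *Pdgfa* (ENSMUSG00000025856, chromosome 5 of GRCm39, 138961769 to 138983125), was at 18.2 ± 2.38 CPM in *Ezr*-KO m tnsIMs and 21.8 ± 2.66 CPM in WT tnsIMs (SD, n = 3 each), a log2 fold change of -0.27. Its standard error was 0.21 and its unadjusted p 0.229 in edgeR's two-sided test. The receptor gene *Pdgfra* (ENSMUSG00000029231, chromosome 5, 75312953 to 75358876) was at 20.1 ± 7.57 CPM in *Ezr*-KO m and 10.3 ± 3.74 CPM in WT tnsIMs (SD, n = 3 each). The change of 0.98 on the log2 scale (standard error 0.32, unadjusted p = 0.00633) met the study's rule, with an adjusted p of 0.935 (edgeR, Benjamini-Hochberg). Taking p50 as the p50 subunit of DNA polymerase δ, *Pold2* (ENSMUSG00000020471, chromosome 11, 5822180 to 5828292) was at 27.0 ± 3.69 CPM in *Ezr*-KO m and 35.3 ± 13.5 CPM in WT tnsIMs (SD, n = 3 each), a log2 fold change of -0.39. Its standard error was 0.20 and its unadjusted p 0.0761, and without 1 library the fold change lay between -0.60 and -0.05. *Pkmyt1*, which encodes Myt1 (ENSMUSG00000023908, chromosome 17, 23945310 to 23955709), was at 2.41 ± 0.447 CPM in *Ezr*-KO m and 3.84 ± 0.416 CPM in WT tnsIMs (SD, n = 3 each), and lies in the stretch of chromosome 17 around *Ezr* in which genes changed in all 3 populations cluster. The change of -0.67 on the log2 scale (standard error 0.29, unadjusted p = 0.0337, edgeR) did not meet the rule, and did without *Ezr*-KO m replicate 2 (-0.79).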

Altogether, these data suggest that ezrin-deficient tnsIMs exhibit altered cytoskeletal rearrangement, defects in cell division and DNA replication, and increased cell death, leading to the loss of the proliferative pool of tnsIMs needed for the transition to differentiated matIMs. This may account for the reduced number of MΦs observed in the lung parenchyma of *Ezr*-KO^m^ mice compared to WT in response to LPS (Fig. 2 and Supplementary Fig. S3).

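From WT moMs to WT matIMs, *H2-Aa* (ENSMUSG00000036594, chromosome 17 of GRCm39, 34501718 to 34506797) rose by a log2 fold change of 3.60 (adjusted p = 4.58e-09) and *Cd74* (ENSMUSG00000024610, chromosome 18, 60936920 to 60945724) by 2.83 (adjusted p = 4.86e-07), from edgeR with Benjamini-Hochberg adjustment. The moMs were sorted as MHCII- and the tnsIMs and matIMs as MHCII+. The rise of *H2-Aa* was thus set by the gates and tests nothing. That of *Cd74*, which the paper lists as associated with MHC-II, may be too. *Cd72* (ENSMUSG00000028459, chromosome 4, 43446462 to 43454628) rose by 2.65 between the same populations (adjusted p = 2.02e-05, edgeR, Benjamini-Hochberg). *Marco* (ENSMUSG00000026390, chromosome 1, 120402267 to 120432753) rose by 4.70 (adjusted p = 1.79e-05) and *Mmp12* (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499) by 1.90 (adjusted p = 8.13e-05), from the same edgeR test and adjustment. Lists of B cell and dendritic cell genes rose there too, by median log2 fold changes of 6.58 and 4.64. Cells mixed into the sorted matIMs may thus contribute to the rises of single genes. *H2-Q6* (ENSMUSG00000073409, chromosome 17, 35643826 to 35649031) and *H2-Q7* (ENSMUSG00000060550, chromosome 17, 35658131 to 35662749) are near-identical paralogs that can share reads. They rose by 1.64 (adjusted p = 0.0012) and 1.20 (adjusted p = 0.0181) in edgeR's test with Benjamini-Hochberg adjustment. The rise of *H2-Q7* was lost without WT moM replicate 1 (1.11) or 2 (1.11) or without WT matIM replicate 3 (0.98). *Itgb1* (ENSMUSG00000025809, chromosome 8, 129412135 to 129459681) changed by 0.20 (adjusted p = 0.475, edgeR, Benjamini-Hochberg). From WT tnsIMs to WT matIMs, only *Marco* rose past the adjusted threshold among these genes (log2 fold change 2.34, adjusted p = 0.00488, edgeR, Benjamini-Hochberg). The others changed by 0.31 for *Itgb1*, 0.33 for *Mmp12*, 0.66 for *H2-Q6*, 0.52 for *H2-Q7*, 0.55 for *H2-Aa*, 0.82 for *Cd72* and 0.17 for *Cd74*, the last of the other sign without WT tnsIM replicate 3 (-0.09). With the mouse as a block, *H2-Q6* (0.77), *H2-Q7* (0.63), *H2-Aa* (0.57) and *Cd72* (0.84) passed the threshold too. So did *Cd72* with each genotype fitted alone (0.81) and *H2-Q6* (1.27) and *H2-Q7* (1.09) without WT tnsIM replicate 3. In *Ezr*-KO m cells the changes from moMs to matIMs were 0.25 for *Itgb1*, 1.65 for *Mmp12*, 1.53 for *H2-Q6*, 0.98 for *H2-Q7*, 3.58 for *H2-Aa*, 2.82 for *Cd72*, 2.75 for *Cd74* and 4.80 for *Marco*. Of these, *Itgb1* and *H2-Q7* did not pass the adjusted threshold, *H2-Q7* (adjusted p = 0.053, edgeR, Benjamini-Hochberg) doing so with DESeq2 (0.99), upper-quartile normalization (1.03), library totals only (1.11), at least 10 counts in every library (1.01), the newer quasi-likelihood setting (0.98), each genotype fitted alone (0.98) and the mouse as a block (0.99), and without *Ezr*-KO m moM replicate 1 (1.27) or *Ezr*-KO m matIM replicate 2 (1.13). From *Ezr*-KO m tnsIMs to *Ezr*-KO m matIMs, *Marco* again rose past it (2.16, adjusted p = 0.00743, edgeR, Benjamini-Hochberg). There *Cd72* (0.94) did so with DESeq2 (0.92), with library totals only (0.98), with the newer quasi-likelihood setting (0.94), with the mouse as a block (1.09) and without *Ezr*-KO m tnsIM replicate 1 (1.35). With the mouse as a block *H2-Q6* (0.76) and *H2-Aa* (0.53) passed it there as well, as did *Itgb1* without *Ezr*-KO m tnsIM replicate 3 (0.59), and *Mmp12* turned negative without *Ezr*-KO m tnsIM replicate 2 (-0.11).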

Compared with moMs and tnsIMs, and in line with the phenotype of fully differentiated IMs [23], WT and *Ezr*-KO^m^ matIMs expressed higher levels of genes related to ECM adhesion and remodeling (*Itgb1, Mmp12*), MHC-II associated genes (*H2-Q6/7, H2-Aa, CD72, CD74*) and scavenger receptor genes (*Marco*) (Fig. 3B, C). Further, MEA of *Ezr*-KO^m^ matIMs had both upregulation of ECM proteolytic enzymes (*Mmp-13, Serpina3, Col18A1*) along with downregulation of cell cycle (*Ccnd1, Ccnd2, Pola2*) and cell adhesion genes compared to WT matIMs (Fig. 4C and Supplementary Fig. S6B). Thus, *Ezr*-KO^m^ matIMs may have increased lung ECM remodeling activities coupled with decreased cell adhesion and dividing capabilities.

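The matIMs of *Ezr*-KO m mice had *Mmp13* at 17.0 ± 4.44 CPM against 11.0 ± 3.62 CPM in WT matIMs, *Col18a1* at 2.45 ± 0.728 against 1.07 ± 0.535 CPM and *Serpina3n* (ENSMUSG00000021091, chromosome 12 of GRCm39, 104372988 to 104380588) at 9.22 ± 1.84 against 5.91 ± 1.39 CPM (SD, n = 3 each). The mouse has several genes of the *Serpina3* family, whose reads can be shared between copies. *Col18a1* changed on the log2 scale by 1.18 (standard error 0.43, unadjusted p = 0.0132, edgeR's two-sided test) and met the study's rule, except without WT replicate 1 (0.87). *Mmp13* changed by 0.63 (standard error 0.29, unadjusted p = 0.0432) and *Serpina3n* by 0.65 (standard error 0.29, unadjusted p = 0.0371) in edgeR's test. Both were short of the rule's fold change, which *Mmp13* reached without WT replicate 1 (0.91) and *Serpina3n* without WT replicate 2 (0.78). *Serpina3f* changed by -0.32, turning positive without WT replicate 3 (0.10) or *Ezr*-KO m replicate 2 (0.04). *Serpina3i* changed by 0.28 and *Serpina3g* by -0.00, with a sign that turned under several alternatives. *Ccnd1* (ENSMUSG00000070348, chromosome 7, 144483668 to 144493662) was at 46.8 ± 14.3 CPM in *Ezr*-KO m and 68.1 ± 8.75 CPM in WT matIMs (SD, n = 3 each), a log2 fold change of -0.54. Its standard error was 0.44 and its unadjusted p 0.234. *Ccnd2* (ENSMUSG00000000184, chromosome 6, 127102125 to 127129156) was at 774 ± 120 against 751 ± 59.2 CPM (SD, n = 3 each), a log2 fold change of 0.04 that turned negative without WT replicate 3 (-0.01) or *Ezr*-KO m replicate 1 (-0.09). *Pola2* (ENSMUSG00000024833, chromosome 19, 5990570 to 6014230) was at 30.0 ± 3.41 against 36.4 ± 2.35 CPM (SD, n = 3 each), with all *Ezr*-KO m libraries below all WT ones. *Pola2* thus changed by -0.28 (standard error 0.13, unadjusted p = 0.0488, edgeR), short of the rule. None of these genes had an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment.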

Interestingly, the three populations also exhibited distinct cytokine and chemokine expression patterns. WT moMs were identified as the primary producers of the pro-inflammatory cytokine *Il6*, and tnsIMs displayed elevated levels of the neutrophil chemoattractant *Cxcl2* and the pro-inflammatory cytokine *Il1α* (Fig. 3C). 

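*Il6* fell from WT moMs to WT tnsIMs by a log2 fold change of -1.07 (adjusted p = 0.00146) and to WT matIMs by -1.54 (adjusted p = 3.46e-05), from edgeR with Benjamini-Hochberg adjustment. *Cxcl2* (ENSMUSG00000058427, chromosome 5 of GRCm39, 91051730 to 91053797) was at 3781 ± 1079 CPM in WT moMs, 4038 ± 1669 CPM in WT tnsIMs and 2100.0 ± 826 CPM in WT matIMs (SD, n = 3 each). Its log2 fold change between tnsIMs and moMs was 0.09 (adjusted p = 0.862, edgeR, Benjamini-Hochberg), and negative without WT moM replicate 3 (-0.06) or WT tnsIM replicate 1 (-0.30). Between matIMs and tnsIMs it was -0.94 (adjusted p = 0.0411, edgeR, Benjamini-Hochberg), a call that was lost with at least 10 counts in every library (-0.98), with each genotype fitted alone (-0.96), and without WT tnsIM replicate 1 (-0.55) or WT matIM replicate 2 (-0.87) or 3 (-0.72). *Il1a* (ENSMUSG00000027399, chromosome 2, 129141530 to 129151892) was at 1556 ± 580 CPM in WT moMs, 2217 ± 306 CPM in WT tnsIMs and 1164 ± 399 CPM in WT matIMs (SD, n = 3 each). It changed by 0.51 between tnsIMs and moMs (adjusted p = 0.233, edgeR, Benjamini-Hochberg), past the threshold only with the mouse as a block (0.57). Between matIMs and tnsIMs it changed by -0.93 (adjusted p = 0.0334, edgeR, Benjamini-Hochberg), which was lost without WT tnsIM replicate 1 (-0.82) or 2 (-0.98) or WT matIM replicate 2 (-0.83) or 3 (-0.76).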

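*Ccl5* (ENSMUSG00000035042, chromosome 11 of GRCm39, 83416604 to 83421344) encodes a chemokine and was at 52.9 ± 25.7 CPM in WT moMs, 130 ± 36.0 CPM in WT tnsIMs and 545 ± 168 CPM in WT matIMs (SD, n = 3 each). The change on the log2 scale was 3.37 between matIMs and moMs (adjusted p = 1.58e-05), 2.06 between matIMs and tnsIMs (adjusted p = 0.00158) and 1.31 between tnsIMs and moMs (adjusted p = 0.031), from edgeR with Benjamini-Hochberg adjustment. Without 1 library, the change between matIMs and tnsIMs lay between 1.81 and 2.27 and that between matIMs and moMs between 3.05 and 3.75. Other cells mixed into the sorted matIMs were not ruled out as a source of *Ccl5*.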

The matIMs population were characterized by the expression of cytokines associated with chemoattraction of T cells (*Ccl5*) (Fig. 3C). Ezrin loss in moMs and tnsIMs further enhanced the expression of *Il6*, *Cxcl2* and *Il1α* in response to LPS (Fig. 3C and Supplementary Fig. S5D). 

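*Il6* was at 548 ± 134 CPM in *Ezr*-KO m moMs and 469 ± 94.6 CPM in WT moMs, and at 305 ± 64.5 CPM in *Ezr*-KO m tnsIMs and 223 ± 42.8 CPM in WT tnsIMs (SD, n = 3 each). Its log2 fold change in tnsIMs was 0.45 (standard error 0.21, unadjusted p = 0.0497, edgeR's two-sided test), under the fold change of the study's rule. *Cxcl2* was at 4275 ± 1168 CPM in *Ezr*-KO m moMs and 4631 ± 914 CPM in *Ezr*-KO m tnsIMs (SD, n = 3 each), log2 fold changes of 0.18 and 0.20 against WT. *Il1a* was at 1990.0 ± 403 CPM in *Ezr*-KO m moMs and 2549 ± 590 CPM in *Ezr*-KO m tnsIMs (SD, n = 3 each), log2 fold changes of 0.36 in moMs and 0.20 in tnsIMs. The unadjusted p of *Il1a* was 0.242 in moMs and 0.502 in tnsIMs. All 6 changes were positive and smaller than the rule requires, and none had an adjusted p under 0.05 in edgeR's test. The rise of *Cxcl2* in moMs turned to -0.07 without *Ezr*-KO m replicate 1, and that of *Il1a* in tnsIMs to -0.00022 without *Ezr*-KO m replicate 1.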

All together these data suggest that loss of ezrin negatively impacts the adaptation of moMs to the lung parenchyma, and transition to a proliferative pool of IMs in response to LPS.

### Monocyte/MΦs lacking ezrin exhibit proliferation defects in response to LPS

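Lists of 43 S phase genes and 54 G2/M phase genes were tested in each population with limma's camera at a preset correlation of 0.01, and the p-values were adjusted over the 42 tests of 14 lists in 3 populations between genotypes. Between populations they were adjusted over 84 tests. Of the 43 S phase genes, 13 in *Ezr*-KO m tnsIMs were higher than in WT, with a median log2 fold change of -0.10 (adjusted p = 0.0597, limma's camera, Benjamini-Hochberg). Among *Ezr*-KO m matIMs 8 of the 43 were higher, with a median of -0.18 (adjusted p = 0.00066, limma's camera, Benjamini-Hochberg). The matIM result did not hold with fry (adjusted p = 0.443) or with a correlation estimated from the data (adjusted p = 0.35), and with camera it lay between 0.000139 and 0.0493 over the fits that each left out 1 library (limma, Benjamini-Hochberg). Over the same fits the adjusted p in tnsIMs ranged from 0.0462 without *Ezr*-KO m replicate 1 to 0.287 (limma's camera, Benjamini-Hochberg). The G2/M phase list had a median of 0.03 in tnsIMs (adjusted p = 0.717) and -0.06 in matIMs (adjusted p = 0.391), both from limma's camera with Benjamini-Hochberg adjustment. In WT cells both lists were highest in matIMs, with a median log2 fold change of 0.83 for S phase and 1.01 for G2/M phase between matIMs and tnsIMs (adjusted p = 9.25e-11 and 2.47e-10, limma's camera, Benjamini-Hochberg). Whether other cells mixed into the sorted matIMs contribute to this was not tested. Between WT tnsIMs and moMs the medians were 0.21 and -0.07 (adjusted p = 0.218 and 0.405, limma's camera, Benjamini-Hochberg).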

Based on the RNA-seq analysis, we identified the downregulation of pathways that might impair the proliferation of tnsIMs and matIMs in *Ezr*-KO^m^ mice compared with WT mice (Fig. 4B, C). Thus, we functionally assessed the impact of ezrin on lung MΦ proliferation in response to LPS stimulation using an in vivo BrdU and Ki67 proliferation assay. WT and *Ezr*-KO^m^ mice were pretreated with BrdU before nebulizing with LPS, and BrdU and Ki67 stained single-cell populations from lung tissues were analyzed (Fig. 5A). LPS-induced WT moMs, tnsIMs and matIMs showed positive staining for the distinct BrdU^+^ Ki67^+^ population, indicating their proliferation status during the inflammatory response (Fig. 5B). The Ki67^+^ mean fluorescence intensities (MFI) in tnsIMs and matIMs were higher than moMs (Supplementary Fig. S7A), suggesting that in the condition of an inflammatory response proliferation is enhanced in tnsIMs and matIMs compared to moMs in WT mice. In contrast, we observed that *Ezr*-KO^m^ mice, compared with WT mice, have a significant reduction in the percentages of BrdU^+^ Ki67^+^ tnsIMs and matIMs (but not moMs) in response to LPS (Fig. 5B), suggesting a defect in the S phase of cell cycle and DNA replication in these populations. Additionally, we observed that Ki67^+^ MFI values were significantly reduced only in tnsIMs, but not in moMs and matIMs, when comparing WT and *Ezr*-KO^m^ mice (Supplementary Fig. S7B), suggesting that tnsIMs possess impairment in cell cycle phases specifically within G1 to M. Although proliferation impairment was observed in both tnsIMs and matIMs of *Ezr*-KO^m^ mice, tnsIMs exhibited defects across all cell cycle phases, including impaired DNA replication. Thus, we have functionally validated the RNA-Seq data, confirming that the loss of ezrin affects the proliferation efficiency of tnsIMs within the lung parenchyma, which aligns with the impaired expansion of the tnsIMs observed in *Ezr*-KO^m^ lungs (Fig. 2B, C), and their pivotal proliferative role during the repopulation of the lung niche [23].

**Fig. 5:**
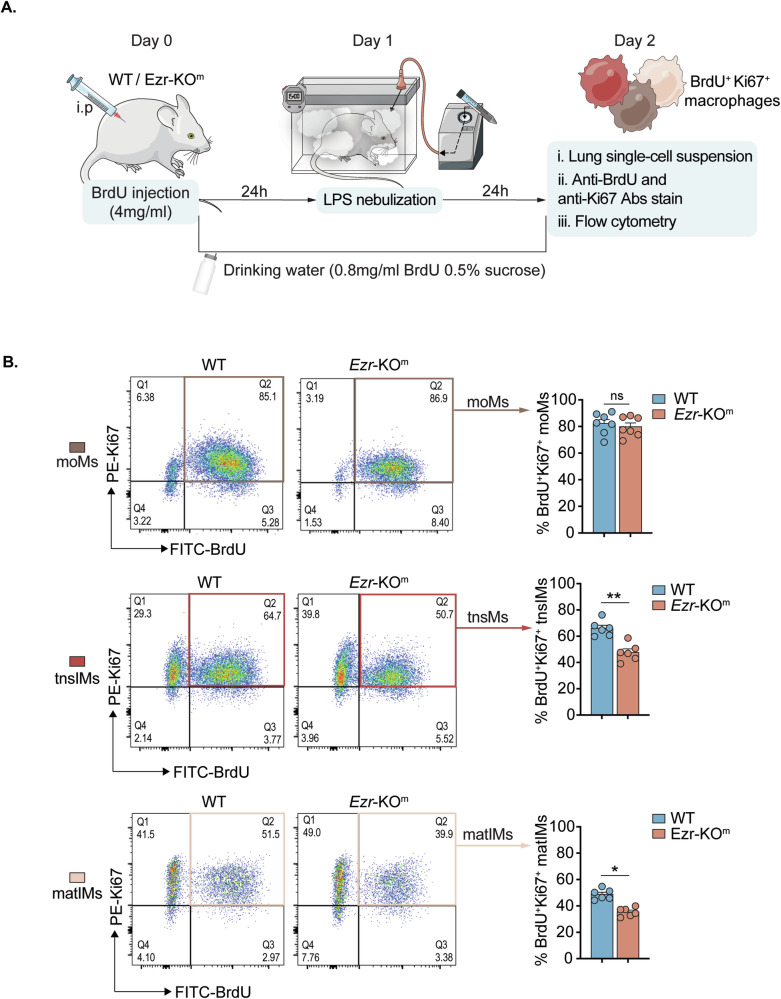
Monocyte/MΦs lacking ezrin exhibit proliferation defects in response to LPS. **A** Schematic of in vivo proliferation assay model. WT and *Ezr*-KO^m^ mice were administered with BrdU via intraperitoneal injection starting 24 h before the LPS nebulization. BrdU concentration was maintained in their drinking water throughout the experiment. **B** Flow cytometry analysis of moMs, tnsIMs and matIMs populations, co-stained with anti-BrdU (FITC) and anti-Ki67 (PE) antibodies, in WT and *Ezr*-KO^m^ mice treated with LPS. Bar graphs represent their corresponding percentages of BrdU^+^ Ki67^+^ cells. Data are represented as mean ± SEM from two independent experiments with three or more mice per genotype per experiment. Each dot represents a biological replicate. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. *p < 0.05, **p < 0.01 and ns non significant. See also Supplementary Fig. S7.

### Ezrin is required for efficient monocyte/MΦ filipodia formation and cell spreading during activation with LPS

In mouse and human primary MΦs treated with LPS, ezrin localizes in F-actin-rich filopodia [14], cellular structures abundant in adhesion molecules like integrins [41]. In response to LPS, MΦs forms filopodia that act as adhesion sites to the ECM, facilitating MΦ spreading and migration [42–44], and serving as sites for signal transduction [45]. To investigate the effect of ezrin on activation and spreading, we captured different phases of Ly6C^+^ monocyte activation and spreading on a type I collagen (abundant in the lung ECM) surface, in response to LPS over 6 h. Inactivated WT and *Ezr*-KO^m^ monocytes appeared round with small cytoplasm and were enriched in PM F-actin (Fig. 6A^a^, A^e^). Following LPS exposure, WT monocytes showed increased initial lamellipodia formation and ruffling with ezrin/actin co-localization in areas where the PM protruded to form filopodia and retraction fibers (Fig. 6A^b-d^) [46]. However, *Ezr*-KO^m^ monocytes displayed limited lamellipodia and ruffle formation in response to LPS (Fig. 6A^f-h^) and filopodia and retraction fibers were absent. WT Ly6C^+^ monocytes also spread extensively on the collagen surface (area: 111.82 ± 23.75 μm^2^) whereas *Ezr*-KO^m^ Ly6C^+^ monocytes failed to spread (area: 73.60 ± 14.58μm^2^) and had less F-actin (Fig. 6B). Scanning electron microscopy images confirmed the failure of *Ezr*-KO^m^ monocytes to spread in response to LPS (Supplementary Fig. S8A). Similar data were observed when we assessed WT and *Ezr*-KO^m^ bone marrow derived-MΦs (Supplementary Fig. S8B, C).

**Fig. 6:**
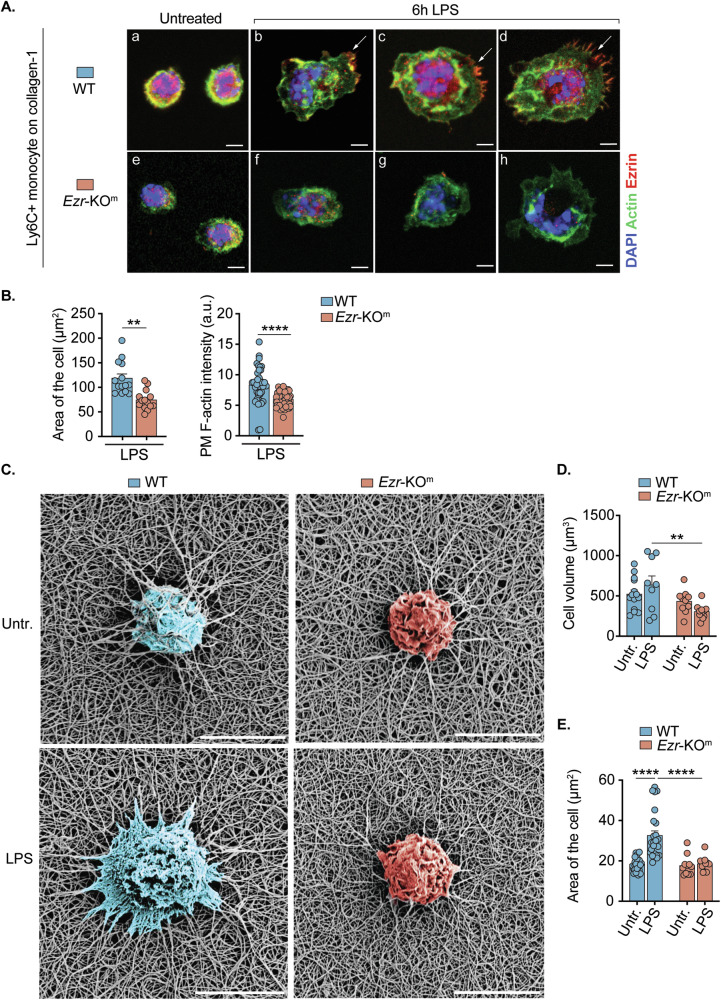
Ezrin is required for efficient monocyte/MΦ filipodia formation and cell spreading during activation with LPS. **A** Primary BM monocytes were isolated from murine WT and *Ezr*-KO^m^ and treated with LPS for 6 h on a collagen-coated surface. Representative immunofluorescence (IF) showing murine WT and *Ezr*-KO^m^ primary BM monocytes, untreated (**A**, **E**) or treated with LPS for 6 h (**B**–**D** and **F**–**H**). DAPI represents nucleus, Green represents actin and Red represents Ezrin staining. Scale bar = 2 μm. **B** Quantification of the area of the cells and plasma membrane (PM) F-actin intensity in murine WT and *Ezr*-KO^m^, treated with LPS. **C** Representative SEM images of murine WT and *Ezr*-KO^m^ primary BM monocytes, cultured on 3D type I collagen hydrogel and untreated or treated with LPS. Scale bar = 5 μm. **D**, **E** Quantification of the volume (**D**) and area (**E**) of primary BM monocytes in both genotypes, of images. Data are represented as mean ± SEM from three independent experiments. Each dot represents an individual cell. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. **p < 0.01 and ****p < 0.0001. See also Supplementary Fig. S8.

To gain a higher resolution view of Ly6C^+^ monocytes spreading and F-actin distribution in a microenvironment better resembling the lung ECM, we cultured Ly6C^+^ monocytes in a three-dimensional (3D) collagen-I matrix gel and stimulated with LPS. The collagen hydrogel SEM images revealed increased spreading of the WT monocytes, along with lamellipodia formation, and filipodia/retraction fibers that were directly associated with collagen fibrils in response to LPS. Conversely, the processes were less efficient in *Ezr*-KO^m^ monocytes upon LPS stimulation (Fig. 6C). In the 3D-culture system, we also observed a reduction in cellular volume and spreading in *Ezr*-KO^m^ monocytes compared with WT monocytes in response to LPS (Fig. 6D, E). Confocal images showed that F-actin spreads away from the perinuclear region in WT monocytes in response to LPS (Supplementary Fig. S8D). In contrast, in *Ezr*-KO^m^ monocytes, F-actin remained concentrated around the perinuclear region and quantification showed a 2-fold decrease in PM localized actin intensity (Supplementary Fig. S8D). Altogether, the data show the critical role of ezrin in monocyte interactions with the ECM, involving actin redistribution, lamellipodia formation, filipodia/retraction fiber formation indicative of increased cell adhesion and spreading.

### Ezrin is required for FAK and AKT signaling in monocytes leading to cell adhesion to ECM and survival in response to LPS

Based on RNA-seq data, moMs lacking ezrin had altered expression of genes related to focal adhesion and cell-substrate junction assembly pathways in response to LPS (Supplementary Fig. S6C). 

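Between *Ezr*-KO m and WT moMs *Epha2* (ENSMUSG00000006445, chromosome 4 of GRCm39, 141028551 to 141056695), a receptor tyrosine kinase gene in the stretch of chromosome 4 in which shared changes cluster, had a log2 fold change of -1.09 (standard error 0.37, unadjusted p = 0.00802, edgeR's two-sided test). It met the study's rule, except without WT replicate 1 (-0.76), and its adjusted p was 0.808 (edgeR, Benjamini-Hochberg). *Sntb1* (ENSMUSG00000060429, chromosome 15, 55499784 to 55770345), which encodes a syntrophin of the membrane cytoskeleton, changed by -0.54 (unadjusted p = 0.0567, edgeR).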

Notably, it has been previously shown that ezrin interacts with and promotes the activation of FAK (Tyr-397 autophosphorylation) in epithelial LLC-PK1 cells [47]. In immune cells, FAK signaling is downstream of α/β integrin binding to ECM collagen (Fig. 7A) [47–49], creating a docking site for signaling partners (e.g. Src) [47, 50]. This sustains Cdc42, Rac1, and PI3K [45, 51] signaling and F-actin redistribution during activation [52–55]. Therefore, we tested whether ezrin loss impairs the integrin α/β and FAK signaling axis in monocytes responding to LPS, reducing adherence to collagen (Fig. 7A). In line with our hypothesis, we observed that *Ezr*-KO^m^ Ly6C^+^ monocytes adhere less to the type I collagen surface in response to LPS, when compared with WT (Fig. 7B). Although, our RNA-seq data showed a significant decrease in the *Itgα1* (integrin involved in collagen adhesion) expression levels in *Ezr*-KO^m^ moMs and matIMs compared to WT (Supplementary Fig. S9A), no significant differences were observed between genotypes when we assessed the integrin α1 PM levels on moMs and matIMs via flow cytometry (Supplementary Fig. S9B). Additionally, the transcriptomic levels of multiple α and β integrin subunits, which interact with ECM, remained unchanged in response to LPS among moM, tnsIMs and matIMs between WT and *Ezr*-KO^m^ (Supplementary Fig. S9A). However, *Ezr*-KO^m^ Ly6C^+^ monocytes have a profound reduction in FAK phosphorylation compared with WT (Fig. 7C) in response to LPS. These data suggest that loss of ezrin does not affect integrin levels at the PM (although we cannot exclude an effect on integrin clustering [56]) but has a profound effect on the downstream signal transduction associated with monocyte adhesion to ECM.

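*Itga1* was at 17.0 ± 0.358 CPM in *Ezr*-KO m moMs and 25.0 ± 2.36 CPM in WT moMs, and at 4.63 ± 1.36 CPM in *Ezr*-KO m matIMs and 7.27 ± 0.194 CPM in WT matIMs (SD, n = 3 each). In matIMs its log2 fold change was -0.64 (standard error 0.25, unadjusted p = 0.0173, edgeR's two-sided test), under the study's limit on fold change, which it passed without *Ezr*-KO m replicate 1 (-0.87). In tnsIMs the log2 fold change was -0.29, at 19.6 ± 8.07 CPM in *Ezr*-KO m (SD, n = 3), and it lay between -0.64 and -0.04 over the fits that each left out 1 library. In none of the 3 populations was the adjusted p of *Itga1* under 0.05 in edgeR's test with Benjamini-Hochberg adjustment.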

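Among 24 integrin subunit genes tested in each population, *Itga1* alone had an unadjusted p under 0.05 in moMs, *Itga1* and *Itga2b* did in matIMs, and none did in tnsIMs, where the lowest unadjusted p was 0.0638 (edgeR's two-sided test). At an adjusted p under 0.05 there were 0 in each population, over all genes tested as well as adjusted over the list alone. Apart from *Itgb2l*, at or under 3 counts in every moM library, log2 fold changes ranged from -0.56 to 1.17 in moMs. They ranged from -0.76 to 0.57 in tnsIMs and from -0.64 to 1.08 in matIMs. *Itga2b* (ENSMUSG00000034664, chromosome 11 of GRCm39, 102344123 to 102360948), the α subunit of the platelet fibrinogen receptor, had a log2 fold change of 1.01 in matIMs (standard error 0.43, unadjusted p = 0.0312, edgeR) and met the study's rule, except without WT replicate 1 (0.73), WT replicate 3 (0.86) or *Ezr*-KO m replicate 3 (0.92).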

**Fig. 7:**
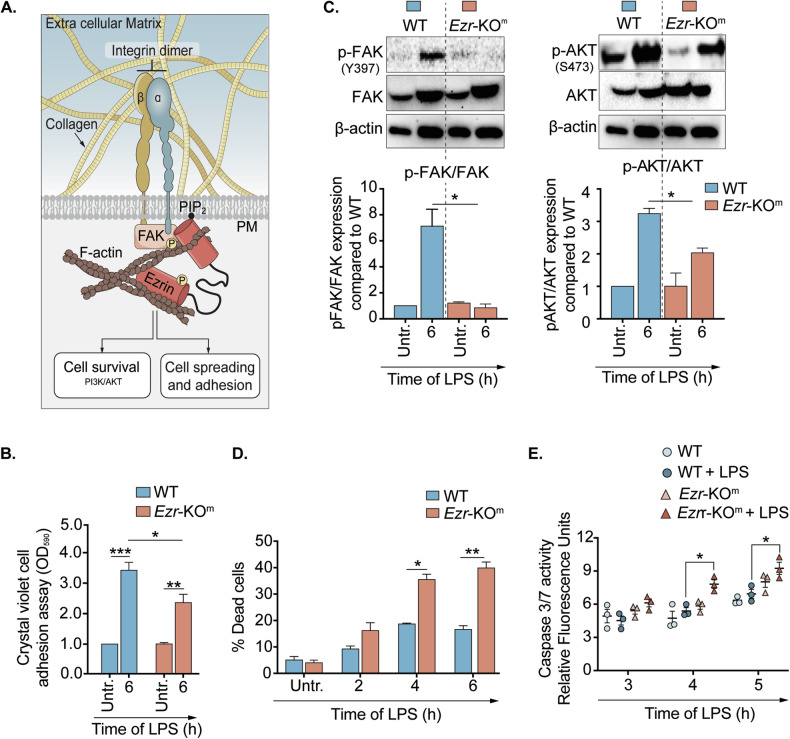
Ezrin is required for FAK and AKT signaling in monocytes leading to cell adhesion to ECM and survival in response to LPS. **A** Schematic representation of ezrin signaling. Ezrin links plasma membrane (PM) and filamentous actin (F-actin) and adheres to the extracellular matrix (e.g., collagen) via integrin α/β. The activation of focal adhesion kinase leads to efficient cell spreading and adhesion, and PI3K/AKT signaling activation is required for cell survival. **B** Quantification of crystal violet absorbance emitted from adherent primary BM monocytes of murine WT and *Ezr*-KO^m^ untreated or treated with LPS (6 h). Absorbance values are relative to WT Untr. **C** Representative WB of phospho-FAK (pFAK, tyrosine 397), total FAK, phospho-AKT (pAKT, serine 473) and total AKT and densitometric analysis of pFAK and pAKT in primary BM monocytes of murine WT and *Ezr*-KO^m^ untreated or treated with LPS (6 h). Bar graphs represent pFAK/FAK and pAKT/AKT ratios. Protein fold increase was normalized to β-actin and relative to untreated cells. **D** Quantification of the percentage of dead cells in primary BM monocytes of murine WT and *Ezr*-KO^m^, post-exposure to LPS. See also Fig. S8C. **E** Relative fluorescence units measuring caspase3/7 activity in primary BM monocytes of murine WT and *Ezr*-KO^m^, untreated or treated with LPS at different time points. Data are represented as mean ± SEM from three independent experiments. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. *p < 0.05, **p < 0.01 and ****p < 0.001. See also Supplementary Fig. S9.

We further prove the relevance of the FAK signaling on monocyte adhesion and differentiation into MΦs in WT monocytes differentiated to MΦs in vitro with macrophage–colony stimulating factor (mCSF). WT monocytes treated with the FAK inhibitor PND 1186 [57] (Supplementary Fig. S9D) have significantly reduced adhesion to the collagen I surface (Supplementary Fig. S9E) and a high mortality rate (Supplementary Fig. S9F) after 24 h in culture, whereas WT cells treated with vehicle alone adhere and dead cells were not observed. The effect of the drug was specific to monocytes differentiating into MΦs, as no changes in adhesion or survival were observed when the FAK inhibitor was applied to fully differentiated WT MΦs (Supplementary Fig. S9G). Similarly, treatment of *Ezr*-KO^m^ monocytes with a FAK activator Zn27 [58] (Supplementary Fig. S9D) significantly enhanced cell adhesion in response to LPS (Supplementary Fig. S9H) and improved survival (Supplementary Fig. S9I). These findings highlight the critical role of FAK signaling specifically during the early stages of monocyte differentiation into MΦs, which requires adhesion to ECM.

Ezrin also specifically binds to the p85 subunit of PI3K to facilitate activation of the AKT pathway, a key pathway involved in cell survival [14]. Through live imaging studies, we observed that the loss of ezrin resulted in increased blebbing and bursting of monocytes resulting in cell death post 4 h of LPS exposure, up to 6 h (Fig. 7D and Supplementary Fig. S9C; Supplementary Video 1, 2). In line with these phenotypic observations, we observed increased caspase3/7 activity in *Ezr*-KO^m^ Ly6C^+^ monocytes compared with *Ezr*-KO^m^ monocytes in response to LPS, confirming increased cell death in absence of ezrin (Fig. 7E). RNA-Seq data also revealed altered expression of genes such as *CD30* and *Fprl1* regulating cell survival in *Ezr*-KO^m^ MΦs (Fig. 4A, B). 

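CD30 is encoded by *Tnfrsf8* (ENSMUSG00000028602, chromosome 4 of GRCm39, 144993707 to 145041734), which lies in the stretch of chromosome 4 in which changes shared by the 3 populations cluster. It was at 13.4 ± 4.58 CPM in *Ezr*-KO m and 8.04 ± 1.5 CPM in WT moMs, and at 11.6 ± 4.25 CPM in *Ezr*-KO m and 7.16 ± 1.34 CPM in WT tnsIMs (SD, n = 3 each). *Tnfrsf8* changed on the log2 scale by 0.74 in moMs (standard error 0.27, unadjusted p = 0.0137, edgeR's two-sided test) and 0.68 in tnsIMs (unadjusted p = 0.0212), just under the study's limit on fold change. It met the rule in moMs without WT replicate 1 (0.87) or 3 (0.75) or *Ezr*-KO m replicate 2 (0.79) or 3 (0.94), and in tnsIMs without WT replicate 3 (0.85) or *Ezr*-KO m replicate 2 (0.82) or 3 (0.84). *Fprl1* corresponds to the mouse gene *Fpr2* (ENSMUSG00000052270, chromosome 17, 18108086 to 18114214), a member of a multigene family that lies in the stretch of chromosome 17 around *Ezr*. It was at 99.8 ± 12.2 CPM in *Ezr*-KO m and 65.4 ± 12.0 CPM in WT moMs, and at 99.5 ± 14.3 CPM in *Ezr*-KO m and 68.1 ± 17.7 CPM in WT tnsIMs (SD, n = 3 each). *Fpr2* changed on the log2 scale by 0.61 in moMs (standard error 0.20, unadjusted p = 0.00767, edgeR's two-sided test) and 0.55 in tnsIMs (unadjusted p = 0.0152). Neither gene had an adjusted p under 0.05 in edgeR's test with Benjamini-Hochberg adjustment.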

Consistent with reduced cell survival and the role of ezrin in facilitating PI3K signaling, we observed a significant reduction in the phosphorylation of AKT in *Ezr*-KO^m^ Ly6C^+^ monocytes compared with WT monocytes (Fig. 7C). Inhibition of AKT with LY294002 (Supplementary Fig. S9D) [33] in WT monocytes was sufficient to reproduce deficiency in cell adhesion (Supplementary Fig. S9E) and cell survival (Supplementary Fig. S9F) on collagen. Conversely, restoring AKT signaling in *Ezr*-KO^m^ monocytes with the AKT activator SC79 (Supplementary Fig. S9D) [59] reduced caspase 3/7 activity (Supplementary Fig. S9I), thereby enhancing the survival of *Ezr*-KO^m^ monocytes compared to those treated with LPS alone. However, AKT activation alone was insufficient to fully restore adhesion (Supplementary Fig. S9H), emphasizing the predominant role of FAK in driving monocyte adhesion. In summary, our data demonstrated that the lack of ezrin in monocytes results in altered cell signaling, leading to defective FAK-mediated adhesion and reduced AKT-dependent cell survival upon activation and differentiation into MΦs.

## Discussion

Macrophage (MΦ) dysfunction plays a significant role in the pathogenesis of several lung diseases including CF, chronic obstructive pulmonary disease (COPD), idiopathic pulmonary fibrosis and asthma [60, 61]. In the context of CF [17, 62], dysfunctional MΦs contribute to non-resolving lung inflammation, impaired bacterial clearance, and promote lung tissue remodeling [19]. Our previous studies unveiled that during MΦ activation, ezrin is induced and phosphorylated downstream of the TLR4 signaling pathway, localizing to the PM and filopodia cell regions [14]. Importantly, our studies also revealed lower levels and impaired PM localization of the ezrin in LPS treated MΦs from pwCF, resulting in reduced activation of anti-inflammatory pathways and compromised host defense against *P. aeruginosa* [14]. These findings prompted us to further explore the role of ezrin in MΦs. In this study, we advance the field by introducing a novel mouse model that enabled us to investigate the in vivo role of ezrin in monocyte/MΦs, specifically in their recruitment to the lungs in response to inflammatory triggers and adaptation to the lung ECM. In response to bacteria and bacterial mediators such as LPS, the lungs are rapidly populated by waves of Ly6C^+^ circulating monocytes. Once within the tissue, moMs gradually acquire tissue-resident MΦs phenotypes based on the specific signals from the lung microenvironment [63]. Interestingly, the absence of ezrin did not impact the emigration of monocytes from the bone marrow to the bloodstream or from the blood into the lung tissues in response to LPS. However, our study asserts the key role of ezrin in monocytes once they populate the lungs, facilitating their adhesion to the lung ECM, which is essential for their survival, proliferation, and differentiation into lung resident IMs. The monocytes/MΦs interaction with the ECM modulates their phenotype [45, 64] by inducing the expression of cell adhesion genes related to integrins, adhesion kinases and MMPs [65, 66]. Our results showed that loss of ezrin in monocytes/MΦs exhibited dramatic redistribution of F-actin and changes in gene expression during LPS activation. This resulted in reduced cellular spreading, reflecting physiological alterations related to ECM adhesion [67, 68] and reduced cell survival in response to LPS. In addition, it identified the impaired activation of FAK and PI3K/AKT signaling as a major driver of these dysfunctions. These findings emphasize the pivotal role of ezrin in monocytes/MΦs adaptation towards the ECM in response to inflammatory stimuli.

Prior studies have highlighted distinct subsets of IMs based on the relative surface expression of multiple markers including *CD11c*, *CD206*, *Lyve-1* and *MHCII* and their localization in lung parenchyma [24, 36]. Our study also revealed the existence of a unique transient population (tnsIMs), which exhibited an intermediate phenotype expressing both Ly6C^+^ and MHCII^+^ markers during the differentiation of moMs to matIMs (Fig. 2B, C). Intriguingly, this subpopulation was detectable exclusively in response to LPS stimulation and was not observed under steady-state conditions (Fig. 2B, C). Our findings align with recent lineage tracing studies that have demonstrated the existence of such a transient population in the lung during the differentiation of classical monocytes to tissue-resident IMs, in a sterile inflammatory model [23]. A similar “transitional” population, expressing both Ly6C^+^ and MHCII^+^ markers, was also observed during the monocyte recruitment into the inflamed colon of mice treated with 2% dextran sodium sulfate [35]. Mechanistically, activation of *Csf1* receptor (*Csf1r*) through its interaction with its ligand *Csf1* is crucial for regulating local MΦ proliferation [69] and maintaining tissue-resident IMs [23]. Our RNA-seq data demonstrated increased *Csf1* expression in tnsIMs compared to moMs and matIMs in LPS-induced WT mice (Fig. 3B, C). 

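*Csf1* changed on the log2 scale by 1.66 between WT tnsIMs and WT moMs (standard error 0.22, adjusted p = 3.16e-05) and -1.60 between WT matIMs and WT tnsIMs (adjusted p = 2.88e-05), from edgeR with Benjamini-Hochberg adjustment. Without 1 library these changes lay between 1.5 and 1.81 and between -1.75 and -1.49.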

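Between *Ezr*-KO m and WT cells *Csf1* changed by 0.05 in moMs and -0.03 in matIMs on the log2 scale, at levels of 62.5 ± 17.4 and 62.0 ± 11.0 CPM in *Ezr*-KO m (SD, n = 3 each). Whether its change in tnsIMs differs from that in the other populations was tested with interaction terms, which were -0.50 against moMs (unadjusted p = 0.115) and 0.42 for matIMs against tnsIMs (unadjusted p = 0.177) in edgeR's two-sided test. The sign of the small changes turned without WT replicate 3 (-0.12) or *Ezr*-KO m replicate 1 (-0.21) in moMs, and without WT replicate 3 (0.01), *Ezr*-KO m replicate 1 (0.05) or *Ezr*-KO m replicate 3 (0.03) in matIMs. *Csf1r* (ENSMUSG00000024621, chromosome 18 of GRCm39, 61233670 to 61265221), the gene of its receptor, was at 2621 ± 74.7 CPM in *Ezr*-KO m and 2571 ± 336 CPM in WT moMs (SD, n = 3 each). It was at 2287 ± 191 CPM in *Ezr*-KO m and 2354 ± 57.7 CPM in WT tnsIMs, and 1359 ± 36.7 CPM in *Ezr*-KO m and 1473 ± 138 CPM in WT matIMs (SD, n = 3 each). Its log2 fold changes were 0.03, -0.04 and -0.12, none of them past the study's rule or an adjusted p under 0.05 (edgeR). The sign in moMs turned without WT replicate 1 (-0.07) or *Ezr*-KO m replicate 3 (-0.0011), and that in tnsIMs without *Ezr*-KO m replicate 1 (0.0037).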

Notably, loss of ezrin reduced *Csf1* levels distinctly in tnsIMs (Fig. 3B), as well as proliferation efficiency in LPS-induced tnsIMs and matIMs (Fig. 4B, C), suggested the requirement of ezrin during *Csf1*-mediated cell proliferation and differentiation processes, although the *Csf1r* expression was not affected by loss of ezrin. A scRNA-seq study in mice in which tissue resident IMs were depleted with diphtheria, identified *MafB* as the transcription factor restricting monocyte proliferation and promoting their differentiation toward tissue-resident IMs [23]. In our models in which IM differentiation is driven by LPS, elevated *MafB* levels are observed in moMs compared to tnsIMs and matIMs, suggesting that tnsIMs and matIMs are more prone to acquire a proliferative status in response to infections downregulating *MafB* expression. Nevertheless, the expression of *MafB* is not affected by the loss of ezrin.

During proliferation, cells undergo several rounds of cell division exhibiting cell cycle phases (G0, G1, S, G2 and M) and cell growth. These processes are regulated by specific DNA checkpoints and transcription factors [70]. In a transgenic mouse model of diphtheria-induced lung IM depletion, lung recruited classical monocytes acquired transitional phenotype expressing high levels of S and G2/M cell cycle phase related genes, prior differentiating into IMs. 

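Of the cell cycle genes that the study names in Fig. 4B, C, *Nuf2* had a log2 fold change of -1.95 (unadjusted p = 0.0647, edgeR's two-sided test) and *Cenpe* of 1.58 (unadjusted p = 0.00548) in *Ezr*-KO m tnsIMs, and *Cenpe* met the study's rule. *Ttk* had 1 to 3 counts in the *Ezr*-KO m tnsIM libraries and 2 to 7 in the WT ones, so it was at least 1.6-fold lower. Its fitted values met the rule (unadjusted p = 0.0383, edgeR), but this bound is under the rule's limit on the fold change. *Plk1* changed by 1.01 (unadjusted p = 0.0589), *Bub1b* by 0.50 (unadjusted p = 0.031) and *Mcm6* by -0.41 (unadjusted p = 0.0221) in edgeR's test, so that genes of these pathways moved in both directions, as the figure lists them. Between *Ezr*-KO m and WT matIMs *Pkmyt1* (-0.85, unadjusted p = 0.00644), in the stretch of chromosome 17 around *Ezr*, and *Mybl2* (-0.78, unadjusted p = 0.0493) met the rule (edgeR). *Aurkb* (-0.72, unadjusted p = 0.00678), *Cdc45* (-0.59, unadjusted p = 0.027) and *Clspn* (-1.51, unadjusted p = 0.0627) did not (edgeR). None of these genes had an adjusted p under 0.05 over all genes tested in edgeR's test with Benjamini-Hochberg adjustment. Between *Ezr*-KO m and WT moMs, 16 of the 43 S phase genes were higher in *Ezr*-KO m, with a median log2 fold change of -0.13 (adjusted p = 0.0598, limma's camera, Benjamini-Hochberg), and the G2/M phase list had a median of -0.10, or -0.08 with the 2 genes at or under 3 counts in a group set to their bound (adjusted p = 0.559, limma's camera, Benjamini-Hochberg).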

Here, we showed that loss of ezrin disrupts the induction of these cell cycle phases and DNA damage checkpoint genes, specifically in tnsIMs and matIMs, resulting in impaired proliferation. Altogether, impairment in proliferation, in conjunction with cell adhesion deficiency and reduced cell survival drive the loss of tnsIMs number in LPS-treated *Ezr*-KO^m^ mice.

Our study suggested that ezrin has a distinct role in monocytes/MΦs activation as compared with the other ERM family proteins. Indeed, relative to radixin and moesin, ezrin exclusively interacts with specific protein partners [9], such as PI3K-p85 [2, 9] and protein kinase C alpha (PKCα) [71], which is primarily attributed to its conserved NH_2_ terminal domain [6]. Notably, ezrin is also essential for death receptor Fas/CD95-mediated apoptosis [6, 72] and is susceptible to proteolytic degradation by calpain, a calcium-dependent cysteine protease [73, 74]. Moesin is the most abundant ERM expressed protein in monocyte/MΦs, while radixin is expressed at very low levels (Supplementary Fig. S2E and Fig. 3B). 

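In WT moMs, tnsIMs and matIMs *Msn* was at 2555 ± 69.4, 2275 ± 158 and 2373 ± 104 CPM and *Rdx* at 69.5 ± 3.37, 74.1 ± 11.3 and 77.1 ± 9.03 CPM (SD, n = 3 each). In *Ezr*-KO m moMs, tnsIMs and matIMs *Msn* was at 2622 ± 226, 2335 ± 503 and 2278 ± 99.0 CPM and *Rdx* at 73.2 ± 7.86, 77.2 ± 14.3 and 83.6 ± 13.5 CPM (SD, n = 3 each). CPM values are not scaled by transcript length, so they compare a gene between groups more directly than 2 genes with each other.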

Although moesin participates in Toll-like receptor 4 (TLR4) signaling in THP1 cells in response to LPS [75], our data demonstrated that in contrast to ezrin (Fig. 1A-D and Supplementary Fig S2A, E), moesin mRNA and protein levels of in BMD-MΦs, BM-monocytes and primary lung-derived monocytes/ MΦs did not increase in response to LPS and do not compensate for the lack of ezrin (Supplementary Fig. S2A, E). Therefore, the unique molecular interactions and regulatory features of ezrin and its induction in response to activation indicates that its role extends beyond structural support, influencing diverse cellular processes and signaling pathways in response to infections.

In conclusion, this study represents a significant advancement in the field, elucidating the essential role of ezrin in orchestrating the survival, adaptation, and differentiation processes of monocytes as they migrate from the bloodstream to the pulmonary extracellular matrix in response to infectious stimuli. Future studies should investigate the role of ezrin in the context of chronic lung inflammatory models, such as cystic fibrosis and pulmonary fibrosis, since our finding on the profound impact of loss of ezrin on IMs and TGF-β signaling pathway.

### Limitation of the study

The *CX3CR1* promoter is not entirely specific of monocyte/macrophages, as certain cells such as cDCs, eosinophils, and NK cells also express GFP in the *CX3CR1*-GFP mice (see Supplementary Fig. S1B). However, the design of our study specifically enabled us to investigate the impact of ezrin loss within the monocyte/macrophage compartments.

## Materials and methods

### Study design

The aim of this study was to investigate the impact of ezrin on the diversity of lung monocyte/MΦ populations in response to acute inflammation through the analysis of mouse models. Induction of acute lung inflammation was accomplished by administering LPS. The determination of the sample size relied on prior experience and preliminary data. The figure legends specify the number of animals or samples and the repetitions of experiments. All evaluated data points are presented unless otherwise specified.

### Mouse models

A myeloid (monocyte/macrophages)-specific ezrin knocked-out (B6.*Ez*^fl/fl^ mouse [26, 27] crossed with B6.*Cx3cr1* ^tm1.1(cre)Jung/J^; hereafter *Ezr*-KO^m^) mouse model was developed in collaboration with Dr. Gupta from Cleveland clinic. The WT control mice (B6.*Cx3cr1*^tm1.1(cre)Jung/J^) [28, 76], *CCR2* knockout mice (B6.129S4-*Ccr2*^tm1Ifc/J^; hereafter *Ccr2*^−/−^) [77] and *Cx3cr1-*GFP mice (B6.129P2(Cg)-*Cx3cr1*^tm1Litt/J^; hereafter *Cx3cr1*^GFP^) [29] utilized in this study were originally acquired from Jackson Laboratory. All mice were on a C57BL/6 background and bred at the Yale University Animal Facility. Experimental groups were co-housed to control variations due to microbiome effects. For both in vivo and in vitro studies mice aged between 3–5 months were used, ensuring an equal distribution of 50% female and 50% male. All procedures adhered to applicable laws and institutional guidelines and were approved by the Yale University Institutional Animal Care and Use Committee.

### Isolation and culture of murine bone marrow-derived macrophages (BMD-Mφs)

Murine bone marrow cells (BMCs) were collected from 6 to 8-week-old mice using a modified protocol, as described previously [31]. Soft tissue cleared bilateral tibia, femur and pelvic bones were crushed with a mortar and pester to release BM into PBS + 1% FBS + EDTA and the BM suspension was passed through a 100 μm cell strainer and pelleted by centrifugation of 1500 RPM for 5 min. Red blood cells were removed using BD Pharm Lyse^TM^ RBC lysing buffer (BD Bioscience, NJ). BMCs were resuspended in Dulbecco’s Modified Eagle’s high glucose medium (DMEM; Corning, NY) media (DMEM supplemented with 10% FBS, 1% l-glutamine and 1% pen-strep). After overnight culture, at 37 °C with 5% CO_2_, non-adherent BMCs were differentiated to BMD-Mφs for 7 days in 20 ng/ml recombinant murine-CSF (ConnStem Inc., CT, USA). After 7 days, cells were detached using trypsin and characterized by flow cytometry (F4/80^+^/MAC-1^+^ population). The day before the experiments, cells were plated at the density of 1 × 10^6^ cells/well (6 well plates) and treated with PA-LPS (1 μg/mL; L9143 Millipore Sigma) for 6 h and 24 h with continued incubation at 37 °C with 5% CO_2_. In a set of experiments, BMD-Mφs were plated at the density of 200,000 cells/well (96 well plates) and treated with FAK inhibitor (PND 1186—1 μM, Tocris) or AKT inhibitor (LY 294002—10 μM, Tocris) for 24 h with continued incubation at 37 °C with 5% CO_2_.

### Isolation and treatment of murine bone marrow Ly6C^+^ monocytes (BM-monocytes)

BM cells were isolated from mouse bone marrow as described in the previous section. Ly6C^+^ monocytes were isolated using mouse monocyte isolation kit (BM), (Miltenyi Biotec) as per manufacturer’s instructions. Monocytes were cultured on type I collagen-coated 12-mm round coverslips at 70–80% confluence in DMEM media containing 5 ng/ml recombinant murine-CSF (ConnStem Inc., CT, USA). After 1 h of incubation at 37 °C with 5% CO_2_, cells were stimulated with FAK inhibitor (PND 1186—1 μM, Tocris) or AKT inhibitor (LY 294002—10 μM, Tocris) or FAK activator (Zn27—100 nM, MedChem Express) or AKT activator (Sc79—2 μM, MedChem Express) and/or with PA-LPS (1 μg/mL; L9143 Millipore Sigma) for up to 6 h or 24 h with continued incubation at 37 °C with 5% CO_2_.

### Acute LPS model and in vivo studies

The acute LPS model was adapted from our previous work [78]. Mice were nebulized with 12.5 mg of *Pseudomonas aeruginosa* (PA)-LPS dissolved in 5 ml of PBS (L9143 Millipore Sigma) for 15 min using a nebulizer (Pulmo-Aide Compressor; Natallergy, Duluth, GA). 24 h post-nebulization, mice were euthanized via intraperitoneal administration of 8% urethane in PBS. Blood, bronchoalveolar lavage fluid (BALF) and lung tissues were then collected post 24 h [19, 79]. For the in vivo proliferation studies, mice received intraperitoneal injection with BrdU (4 mg/mL) 24 h before LPS nebulization. To maintain the BrdU levels, BrdU power (0.8 mg/mL; B5002; Sigma-Aldrich) was administrated in combination with sucrose (0.5%; S0389; Sigma-Aldrich) in the drinking water throughout the experiment.

### Blood, bronchoalveolar lavage fluid (BALF) and lung tissue collection

#### Blood

Mice were anesthetized and up to 500 μl of blood was recovered by retro-orbital puncture (terminal procedure). 50 μl of blood was used to analyze complete blood counts (CBCs) by Hemavet 950 (Drew Scientific). 150 μl of blood was treated with 1 mL of RBC lysis buffer (eBio-science) for 45 min, then centrifuged at 2800RPM for 7 min. Cell pellet was resuspended in 1 mL RBC lysis buffer for 15 min, then centrifuged at 2800 RPM for 7 min and cleared cell suspension was collected in 400 μl of PBS and used for flow cytometry.

#### BALF

BALF was collected using standard methods with 2 mL BAL solution (PBS with 5 mM EDTA and cOmplete Mini EDTA-free protease inhibitor cocktail, Roche; 1 tablet per 25 mL). BALF was centrifuged at 1500 rpm for 5 min and supernatants were collected and stored at −80 °C until analysis. Cell pellets were resuspended in RBC lysis buffer for 1 min, centrifuged at 1500 rpm for 5 min and cell suspension was collected in 200 μl of PBS, counted, and used for flow cytometry for differential cell counting

#### Lung tissues

For lung collection, mice underwent a midline incision from sternum to diaphragm, and blood was removed from the pulmonary circulation through transcardial perfusion of PBS supplemented with heparin (1:1000). The right lobes were tied off and the left lung lobes were inflated via intratracheal catheter with 0.5% UltraPure Low Melting Point agarose (Invitrogen) in PBS at a constant pressure. Subsequentially, left lobes were harvested, fixed overnight in 10% neutral buffered formalin, embedded in paraffin in longitudinal orientation and used for immunohistochemistry. The right inferior lobes were collected in PBS for flow cytometry analysis and RNA later solution for mRNA expression.

### Immunohistochemistry

The mouse lung tissue immunohistochemistry procedure was performed as described previously. Mouse lung tissue’s left lobe was inflated with 0.5% Agarose solution and subsequently fixed with formalin overnight. Fixed tissues were paraffin-embedded and sectioned by Yale Pathology Tissue Services following standard procedures. Formalin-fixed and paraffin-embedded sections were deparaffinized with xylene and gradually rehydrated using a series of graded ethanol solutions. Sections were then washed with deionized water. After antigen retrieval and blocking, sections were incubated with rat monoclonal anti-CD68 antibody (1:100, Bio-Rad) at 4 °C overnight. Sections were washed in PBS and then incubated with a fluorescent-labeled anti-rat (Alexa 564) antibody at a dilution of 1:400 for 2 h at room temperature. DAPI was used for nuclei counterstaining. Slides were then washed with PBS and mounted with Prolong Gold (Invitrogen). Images were captured using a Leica THUNDER Imager Live cell and 3D Microscope. CD68 positive cells across whole lung specimens were counted using ImageJ. Upon setting background fluorescence as threshold, cells expressing intensity above threshold were counted as CD68 positive cells. Data are represented as mean ± SEM from three biological replicates per genotype.

### Immunofluorescence

BMD-Mφs and Ly6C^+^ monocytes with or without LPS treatment were fixed using 4% paraformaldehyde for 15 min at room temperature. Cells were blocked and permeabilized for 60 min in PBS/20% donkey serum/0.1% saponin, and stained, as indicated. Rabbit monoclonal anti-phospho-ezrin (1:100, SAB) and rabbit polyclonal anti-Ezrin (1:250, Abcam) antibodies were used; directly conjugated fluorescent secondary antibody (ThermoFisher) was used at 1:300 dilutions, 1 h at room temperature. Cells were washed with PBS and incubated with Phalloidin (1 drop/mL) for 30 mins at room temperature. Cells were washed with PBS and incubated with DAPI 1:1000 for 5 min and mounted with Prolong Gold. Images were captured with a Leica THUNDER Imager Live cell and 3D Microscope using a 63× objective lens. For each experiment, at least six different fields were acquired.

### FACS and flow cytometry staining

Lung inferior lobes (or whole lungs for sorting) were processed to prepare single-cell suspensions using C tubes, a lung dissociation kit (Miltenyi, CA), and a GentleMACS dissociator (Miltenyi, CA) as per the manufacturer’s instructions. Homogenized lung tissues were then filtered through a 100 μm cell strainer to achieve a single-cell suspension followed by RBC lysis using BD Pharm Lyse (BD Biosciences, CA). After cell counting, 1 × 10^6^ cells were used for staining, while up to 1 × 10^7^ whole lung cells were used for sorting. Cells were initially stained with a LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (ThermoFisher Scientific), then incubated with FcBlock (BD Biosciences, CA), and subsequently stained with freshly prepared antibody cocktails for 30 min at 4 °C. For cell sorting, cells were washed and sorted using a FACSAria II (BD Biosciences). For flow cytometry, cells were washed and fixed with BD Cytofix/Cytoperm, (BD Biosciences, CA) and analyzed on a BD LSR II instrument using BD FACSDiva software. Data analysis was performed using FlowJo software (TreeStar, Ashland, OR). Total live cell counts were determined by multiplying the percentage of each assessed population among singlet/live cells by the total lung cell counts in the inferior lobes.

### Flow cytometry gating strategy

The gating strategy was adapted from Oz, H.H. et al 2022 [19] and is depicted in Supplementary Fig. S1D. Singlet events were gated followed by exclusion of dead cells stained with LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (ThermoFisher Scientific). Debris was excluded by the exclusion of FSC-H SSC-H small events, and subsequent gating was applied to isolate CD45^+^ cells. CD45^+^ cells were further gated for CD11c^+^ and CD11b^+^ cells. Alveolar macrophages (AMs) were distinguished by selecting CD11c^+^ cells. Within this population, dendritic cells (DCs) were discerned from AMs by their expression levels of CD64/CD24, with DCs identified as CD24^high^ CD64^neg^. From the CD11c^−^ fraction, myeloid cells were gated based on CD11b expression. Granulocytes were further delineated from CD11b^+^ cells by their expression of CD24 and MHC-II, with subsequent subdivision into neutrophils (Ly6G^+^ SiglecF^−^) and eosinophils (Ly6G^−^ SiglecF^+^). The non-granulocytic fraction was segregated into Ly6C^−^ moMs, moMs (Ly6C^+^ MHC-II^−^), tnsIMs (Ly6C^+^ MHC-II^+^) and matIMs (Ly6C^+^ MHC-II^-^).

### RNA sequencing and data analysis

FACS-sorted moMs, tnsIMs and matIMs were subjected to extract the RNA using miRNEasy Micro kit (Qiagen, MD). The RNA integrity (RIN) and quantity was determined on the Agilent 2100 Bioanalyzer (Agilent, CA) with Agilent RNA 6000 Pico Kit (Agilent, CA). Samples with RIN ≥ 8.0 were used for library preparation. Reverse transcription and cDNA preamplification were performed using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Bio USA, MI), and sequencing libraries were prepared using Nextera XT DNA Sample Preparation kit (Illumina, CA, USA), according to manufacturers’ instructions. Libraries were pooled and sequenced on Illumina NovaSeq 6000 (Illumina, CA,) using 150 paired-end sequencing. After quality control (FastQC), reads generated from each sample were aligned to the mouse genome (GRCm39) with STAR (version 2.7.9a, –quantMode GeneCounts), using the Gencode M29 transcript annotation as transcriptome guide. Normalization with the TMM method and identification of differentially expressed genes were performed with the edgeR package in Bioconductor (https://bioconductor.org). Differentially expressed genes were identified with the glmQLFTest function using a double threshold on gene expression changes and associated statistical significance (absolute log2 fold change > 0.75, *p*-value < 0.05). Functional annotation and enrichment analysis were performed with the enrichR package (https://maayanlab.cloud/Enrichr) and MetaCore (https://portal.genego.com/). Sequencing data was generated from 3 samples per genotype.

### Cell morphology using 3D collagen hydrogels

3 mg/ml collagen hydrogels were polymerized for 1 h at 37 °C from a 9.48 mg/ml stock solution (Corning) onto dopamine hydrochloride (Sigma) coated plates. During the polymerization process, cells were seeded, and the gels were flipped frequently to achieve 3D embedding of cells. Subsequently, treatment was initiated, and at indicated time points, hydrogels were fixed with 4% paraformaldehyde (Santa Cruz). Samples were washed three times with PBS (Invitrogen), permeabilized with 0.3% Triton-X, and blocked with 2% BSA for 2 h at room temperature. Cells were stained with phalloidin (Invitrogen) for 2 h, washed and counterstained with Hoechst. For 3D analysis, confocal image stacks were taken on Leica SP8 laser scanning confocal microscope and deconvolved using Huygens (Scientific Volume Imaging). Volumes were assessed using Imaris (Oxford Instruments) where the cytoplasm was identified using actin and the nuclei segmented using Hoechst. A macro was designed with a set threshold for each channel and was run for all the images for the two time points.

As a secondary analysis, collagen sheets were fabricated between polydopamine treated coverslips and BSA treated coverslips, where after polymerization, the BSA coverslips were removed using PBS. After washing three times with PBS, cells were seeded onto the collagen sheets and allowed to attach for 10 min. Treatments were initiated and samples were fixed at the indicated time points using 4% paraformaldehyde. Samples were washed before dehydrating using a series of ethanol and hexamethyldisilazane solutions, coated with iridium, and imaged on a SU-70 scanning electron microscope (Hitachi). Cell morphology was assessed using ImageJ for 2D SEM image analysis where significance was determined by two-way ANOVA using a Tukey post hoc test.

### Scanning electron microscopy

Cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences) in 0.1 M phosphate buffer for 20 min at 4 °C and 2.5% glutaraldehyde (Electron Microscopy Sciences) in 0.1 M phosphate buffer for 1 h at room temperature. The samples were washed three times for 5 min each in 0.1 M phosphate buffer, postfixed with 1% osmium tetroxide (Electron Microscopy Sciences) in 0.1 M phosphate buffer for 45 min, and washed three times for 7 min each in ice-cold distilled water. Cells were dehydrated with a graded series of ethanol concentrations (50, 70, 85, 95, and 100% ×3 for 7 min each) and then were critical-point dried with a Tousimis Autosamdri 810 critical point dryer (Tousimis). Samples were then coated with 2 nm of platinum (Pelco) with a high-energy ion-beam sputtering system (Bal-Tec SCD 005 sputter coaters). Cells were imaged with a Zeiss Crossbeam 550 FIB-scanning electron microscope (https://medicine.yale.edu/ccmi/em/).

### In-vivo proliferation assay

The BrdU and Ki67 proliferation assay was performed as previously described in Hogan et al. [80]. WT and *Ezr*-KO^m^ mice were administered BrdU (4 mg/mouse) (Catalogue # 55961, BD Biosciences) via intraperitoneal injection, 24 h before LPS nebulization. BrdU concentration was maintained in their drinking water (0.8 mg/mL in combination with % 0.5 sucrose). LPS nebulization and preparation of single-cell suspensions from lung inferior lobes, followed by extracellular FACS staining were performed as described above. Further, cells were intracellularly co-stained with anti-BrdU conjugated with FITC (1:50) (Catalogue # 55961, BD Biosciences) and anti-Ki67 conjugated with PE (1:200) (Catalogue # 50-5698, Thermo Fisher Scientific, eBioscience^TM^) antibodies [80]. Subsequently, BrdU^+^ and Ki67^+^ populations were analyzed using flow cytometry.

### Cell death assay

The rate of cell death between LPS-stimulated WT and *Ezr*-KO^m^ *Ly6C*^*+*^ monocytes was quantified by measuring caspase 3/7 activity. 96-well microplates with black walls and a clear bottom were coated with type-I collagen at 37 °C for overnight. After coating, the plates were washed with washing buffer (0.1% BSA in DMEM media) and blocked with 0.5% BSA in DMEM media at 37 °C for 1 h in a CO_2_ incubator. 200,000 cells per well were plated in triplicates in DMEM media with recombinant m-CSF (5 ng/mL or 20 ng/mL; Conn Stem). Subsequently, cells were treated with PND 1186 (1 μM, Tocris) or LY 294002 (20 μM, Tocris) or Zn27 (10 nM, Medchem Express) or Sc79 (2 μM, Medchem Express) and/or with PA-LPS (1 μg/mL; L9143 Millipore Sigma) for up to 6 h or 24 h with continued incubation at 37 °C with 5% CO_2_. During this incubation period, caspase 3/7 activity was detected using Immunochemistry Technologies (ICT) Magic Red® Caspase-3/7 Assay Kit, according to the manufacturer’s instructions (Catalog #936; Dusseldorf, Germany). Fluorescence intensity was measured using a Molecular Devices Gemini XS fluorometric plate reader set at 590 nm excitation, 640 nm, emission, with a 630 nm cut-off filter.

### Cell adhesion assay

96 well plates were coated with type-I collagen as mentioned in the previous method. 100,000 cells per well were plated in triplicates in DMEM media with recombinant m-CSF (5 ng/mL or 20 ng/mL; Conn Stem). Subsequently, cells were treated with PND 1186 (1 μM, Tocris) or LY 294002 (20 μM, Tocris) or Zn27 (10 nM, Medchem Express) or Sc79 (2 μM, Medchem Express) and/or with PA-LPS (1 μg/mL; L9143 Millipore Sigma) for 6 h or 24 h with continued incubation at 37 °C with 5% CO_2_. After incubation, the plates were shaken at 2000 rpm for 10–15 seconds and washed 2–3 times with washing buffer. The cells were fixed with 4% paraformaldehyde and incubated at room temperature for 10–15 min before another wash with washing buffer. Next, the plates were stained with Crystal Violet (5 mg/ml in 2% ethanol) for 10 min, followed by washing with water. Once dried, 50 μl of 1% SDS (in water) was added to each well and the plates were incubated at room temperature for 30 min and recorded the absorbance at 550 nm (OD_550_).

### Live cell imaging

Time-lapse imaging was performed on LPS treated/untreated Ly6C^+^ monocytes using Leica THUNDER Imager Live cell and 3D Microscope with brightfield and FITC channels (*λ*_ex/em_ = 488/520). Cells were imaged every one hour, with continued incubation of cells at 37 °C for up to 6 h. The exposure time was set to 30 ms for the FITC channel. The imaging fields were chosen randomly at multiple spaces and monitored them throughout the imaging. Morphological changes were identified and quantified the counts using ImageJ. Based on the morphological changes such as membrane blebbing/cell disruption and spillover of DAPI/FITC intensity throughout the cell, the cells were masked and counted referring to as dead cells at each time point.

### Quantitative RT-PCR analysis

LPS treated/untreated BMD-Mφs, Ly6C^+^ monocytes, lung-sorted cells and lung tissues were lysed in TRIzol and the total RNA was isolated using an RNeasy Mini Kit (Catalogue #74104; Qiagen). DNAse contamination was removed using an RNAse‐free DNA Set (Catalogue #79254; Qiagen) by following the manufacturer’s instructions. RNA concentration was measured by Nanodrop. cDNA was synthesized using *SuperScript*™ *III Reverse Transcriptase* kit (Catalogue #18080-093; Invitrogen) as per the manufacturers’ instructions. Real-time PCR analysis was performed with a Bio-Rad iCycler using TaqMan technology with primers and probes purchased from Applied Biosystems (Life Technology). The levels of respective genes relative to the Stx5a rRNA were analyzed, and relative expression or fold change compared to control was calculated by the ∆∆C_T_ method.

### Bradford protein assay

BALF supernatant total protein concentrations were determined using the Bradford assay. Bovine serum albumin (BSA) was used as the standard, with a range of 0–5 mg/mL prepared in phosphate-buffered saline (PBS). LPS-treated/untreated WT and *Ezr*-KO^m^ mice BALF supernatant samples were appropriately diluted with PBS in a 1:5 ratio. For each standard and sample, 10 µL was pipetted into a 96-well microplate, followed by the addition of 200 µL of Bradford reagent. After gentle mixing, the plate was incubated at room temperature for 5 min. Absorbance was measured at 595 nm using a microplate reader. A standard curve was generated from the BSA standards, and protein concentrations were interpolated from the curve based on sample absorbance. All measurements were performed in triplicate.

### Western blot (WB)

Cells were lysed using RIPA lysis buffer (Cell Signaling) containing 1 mM phenylmethane sulfonyl fluoride (PMSF), protease and phosphatase inhibitor cocktails (Roche Diagnostics) with incubation on ice for 30 min. Further, lysates were centrifuged at 12,000*g* for 15 min, recovered supernatant and quantified total protein concentration using Bradford assay (BioRad Laboratories, CA), following manufacturer’s protocol. An equal amount of protein was separated by SDS-PAGE on 4–15% Mini PROTEAN Gels (Bio-Rad Laboratories, CA), transferred to PVDF membrane (Bio-Rad Laboratories, CA) and incubated with primary antibodies overnight at 4 °C. HRP conjugated to IgG secondary antibodies (1:2000; Santa Cruz Biotechnology) and Clarity ECL western blotting substrate (Bio-Rad Laboratories, CA) were used for detection. The following primary antibodies were used: rabbit mAb anti-pezrin (1:1000, SAB), rabbit polyclonal anti-ezrin (1:1000, Abcam), rabbit polyclonal anti-moesin (1:1000, Cell signaling technology), rabbit polyclonal anti-pFAK and anti-FAK (1:1000, Cell signaling technology), rabbit polyclonal anti-pAKT and anti-AKT (1:1000, Cell signaling technology) and rabbit-HRP anti-actin (1:5000, Santa Cruz). The chemiluminescence imaging system ChemiDoc (BioRad) and the Image lab software (BioRad) were used for image acquisition. Blot signal intensities were quantified using FIJI (ImageJ). Densitometric analysis was performed by normalizing the respective bands to loading control (β-actin).

### Quantification and statistical analysis

The data, represented as mean ± SEM, were visualized using GraphPad Prism software (GraphPad, CA, USA). Statistical significance was determined using one-way ANOVA and Tukey’s test for multiple comparisons or Student’s t-test, with a significance threshold set at *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001. In vitro experiments for Figs. 1, 6 and 7 were conducted independently at least three times. In vivo experiments for Fig. 2 were conducted independently at least three times with three or more samples per group each. The datasets used in Fig. 5 are derived from one experiment with six mice per group. The dataset used in Supplementary Fig. S5D data represents technical replicates of lung-sorted cells pooled from three mice per group.

## Supplementary information

Supplementary Information

Uncropped western blots

Dataset Fig. 1 to 7 and Supplementary Fig. S1 to S9

Video 1

Video 2

## Data Availability

The bulk RNA-seq files are available in GEO (GSE267506) database. All data needed to obtain the conclusions in this work are present in the paper or the Supplementary Materials figures or tables. All mouse lines, reagents, and software used are listed in the paper or the Supplementary Materials. Any other information will be available upon request.

# Supplementary material for: Ezrin drives adaptation of monocytes to the inflamed lung microenvironment
**Source:** Cell Death Dis. 2024 Nov 29;15(11):864. doi: 10.1038/s41419-024-07255-8
**Supplement:** Supplementary file 1 — Supplementary Information

**SUPPLEMENTARY INFORMATION**

**Ezrin drives adaptation of monocytes to the inflamed lung microenvironment.**

Ravindra Gudneppanavar^1#^, Caterina Di Pietro^1#^, Hasan H Öz^1^, Ping-Xia Zhang^1,2,3^, Ee-Chun Cheng^1^, Pamela H Huang^1^, Toma Tebaldi^2,4,5^, Giulia Biancon^2,4^, Stephanie Halene^2,4^, Adam D Hoppe^6^, Catherine Kim^7^, Anjelica L Gonzalez^7^, Diane S Krause^2,3,8^, Marie E Egan^1,9^, Neetu Gupta^10^, Thomas S Murray^1^, Emanuela M Bruscia^1,2*^

*

*

^#^ These authors contributed equally to this work

**Conflict of interest:** The authors declare no conflict of interest.

**SUPPLEMENTARY FIGURES:**

**Supplementary Fig. S1.** Validation of the monocyte/macrophages (MΦs)-specific ezrin knock-out (*Ezr*-KO^m^) mouse model.

**Supplementary Fig. S2.** Radixin and Moesin expression remain unaltered in monocytes and MΦs in response to LPS.

**Supplementary Fig. S3.** Loss of ezrin exhibits a decreased number of CD68^+^ MΦs in *Ezr*-KO^m^ lung tissue in response to LPS.

**Supplementary Fig. S4.** Characterization of lung and blood immune cells in WT and *Ezr*-KO^m^ mice at steady state and in response to LPS.

**Supplementary Fig. S5.** *Ezr*-KO^m^ mouse have a temporary increased lung inflammation in response to LPS compared to controls.

**Supplementary Fig. S6.** Characterization of lung macrophage gene expressions, differentially expressed genes (DEGs) and enrichment pathways in WT and *Ezr*-KO^m^ mice in response to LPS.

**Supplementary Fig. S7.** Monocyte/MΦs lacking ezrin exhibit proliferation defects in response to LPS.

**Supplementary Fig. S8.** Ezrin is required for efficient monocyte/MΦ filipodia formation and cell spreading during activation with LPS.

**Supplementary Fig. S9.** Loss of ezrin does not alter monocytes/MΦ integrin expressions but alters downstream FAK/AKT signaling pathways in Ly6C^+^ monocytes in response to LPS.

**
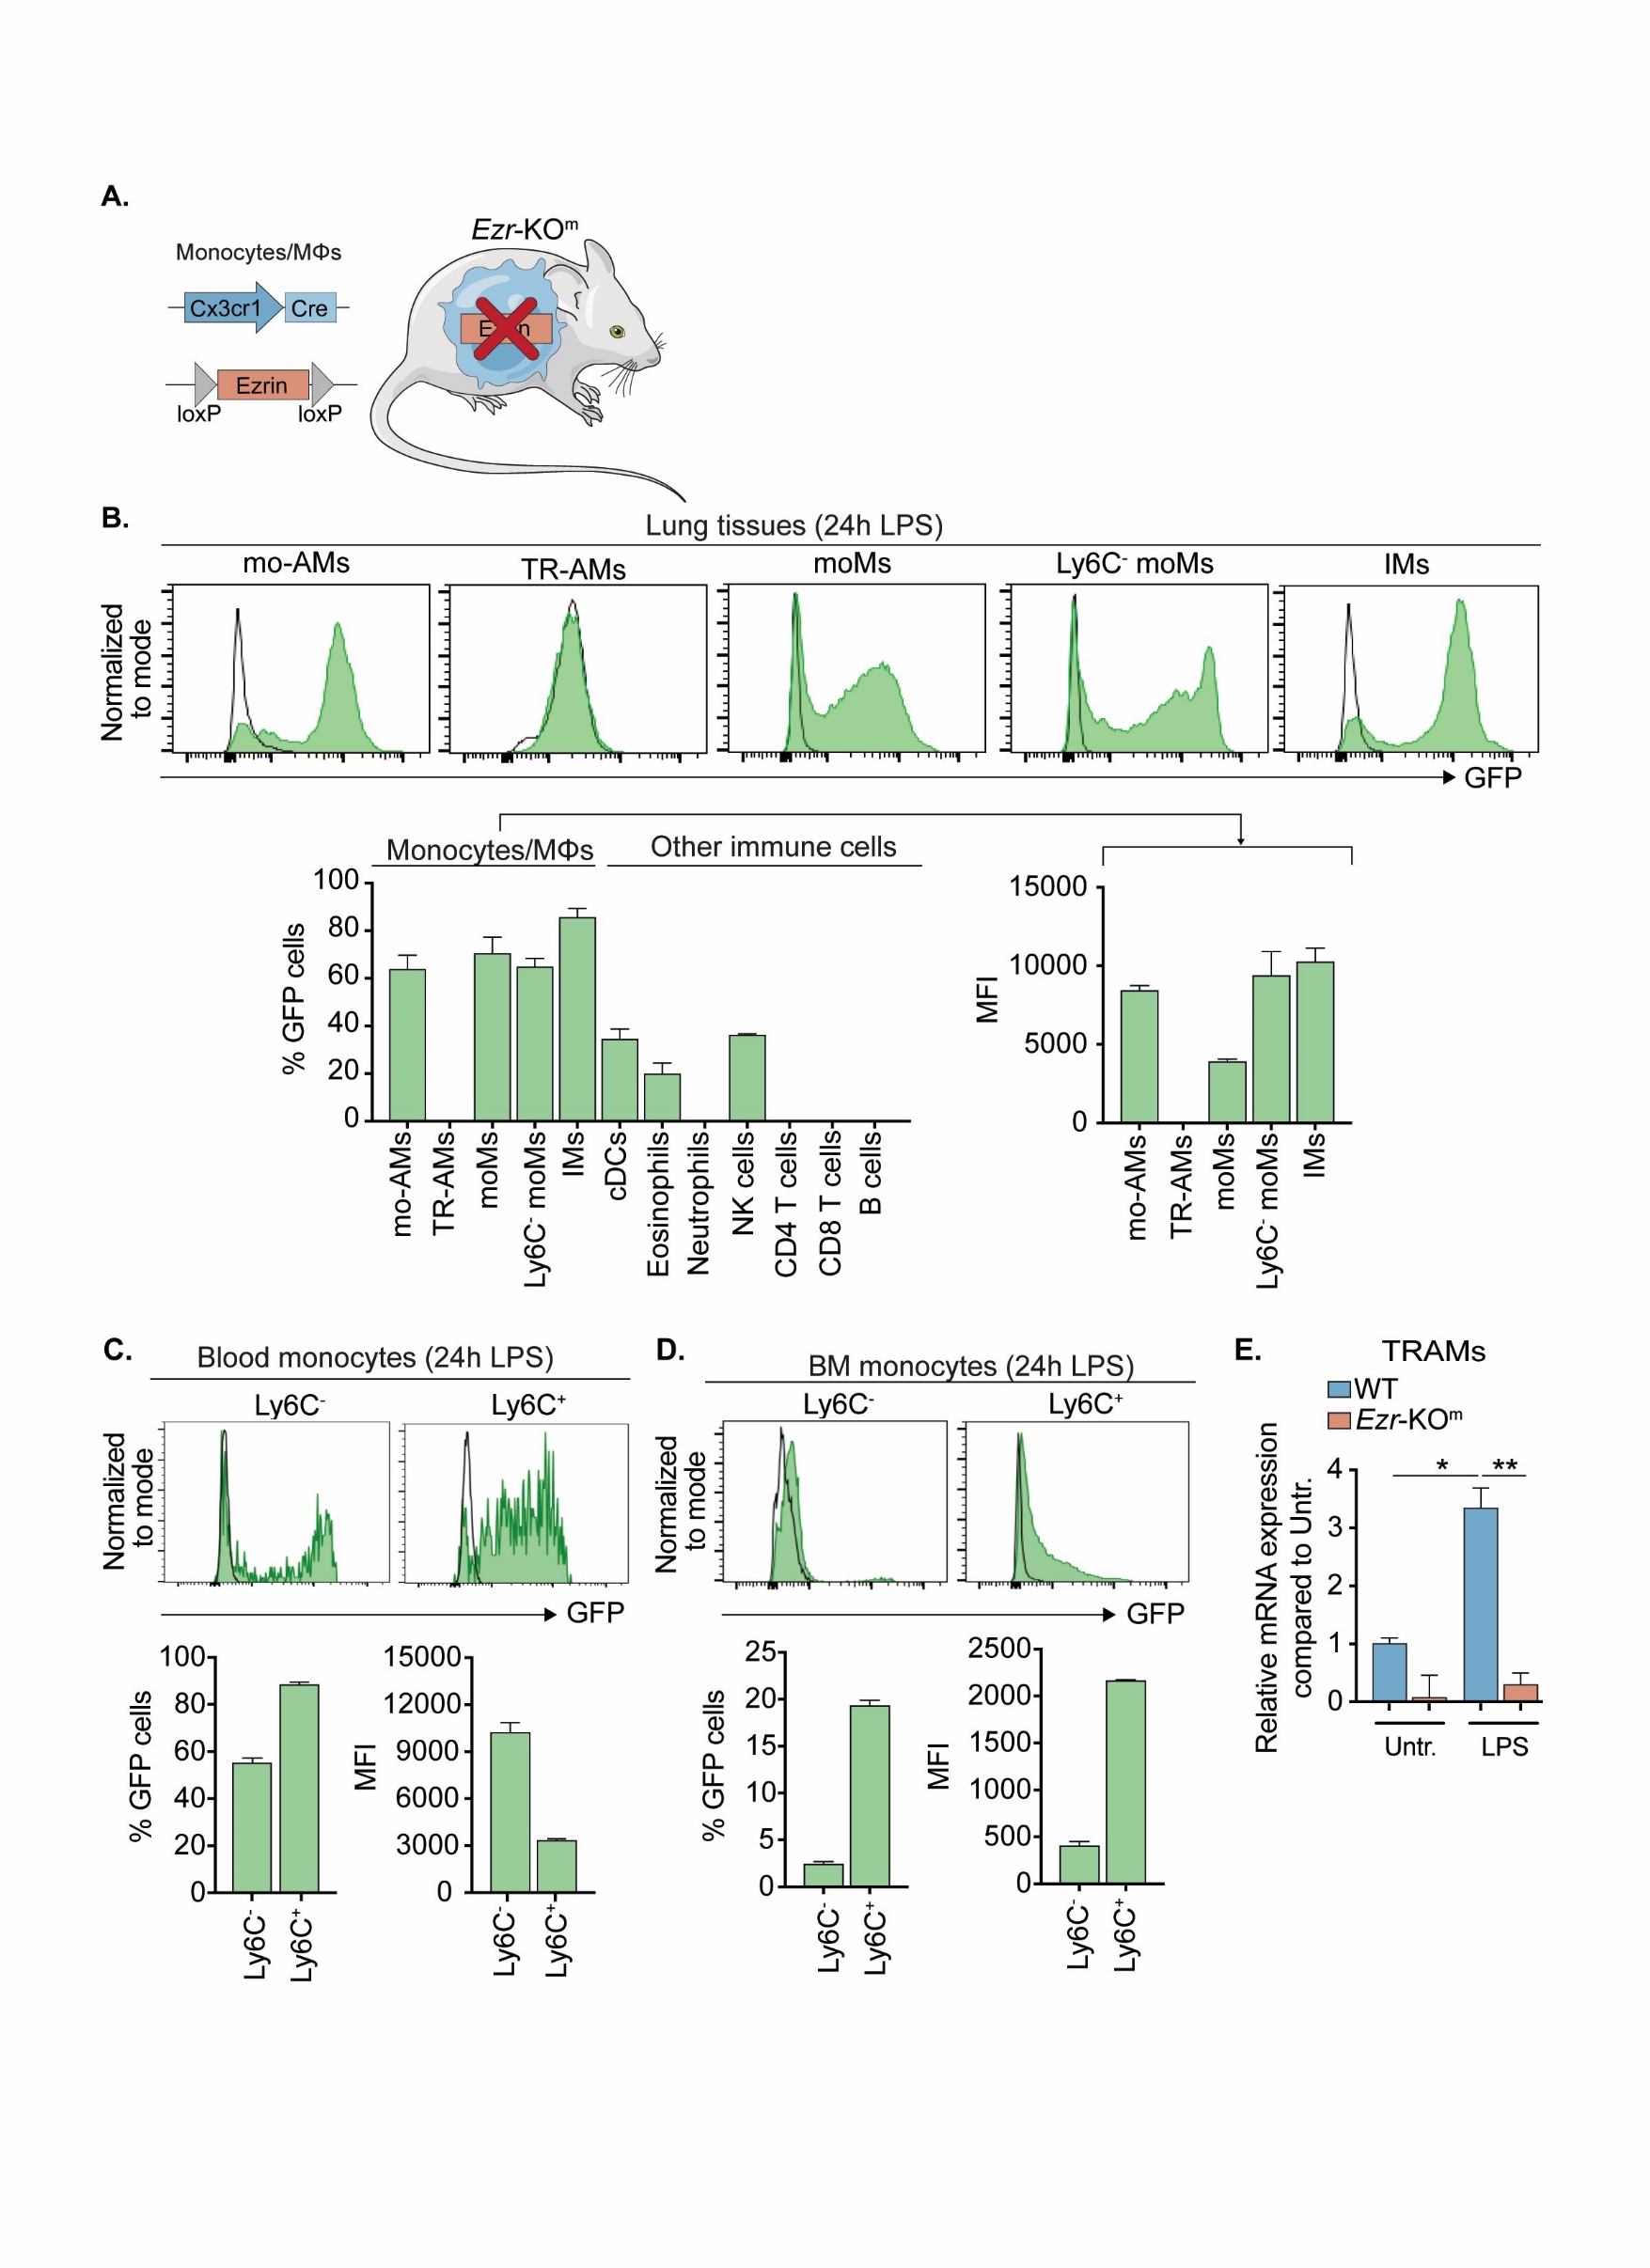
**

**Supplementary Fig. S1**

**Supplementary Fig. S1. Validation of the monocyte/macrophages (MΦs)-specific ezrin knock-out (*Ezr*-KO^m^) mouse model.**

(A) Cartoon representation of mouse model with ezrin knocked out (KO) in monocytes/MΦs (*Ezr*-KO^m^). The mouse model was obtained by crossing ezrin flox/flox mouse (B6.*Ez*^fl/fl^) with *Cx3cr1* Cre^+^ (B6.*Cx3cr1*^tm1.1(cre)Jung/J^) mouse. (B) Histograms showing the fluorescence intensity of *Cx3cr1*^GFP^ (B6.129P2(Cg)-*Cx3cr1*^tm1Litt/J^) staining in the lung MΦs such as monocyte derived alveolar MΦs (mo-AMs), tissue resident alveolar MΦs (TR-AMs), Ly6C^+^ monocyte derived MΦs (moMs), Ly6C^-^ moMs, interstitial macrophages (IMs). Bar graphs depicting the flow cytometry analysis of the percentage of GFP-positive cells among different monocyte-derived MΦs and other immune cells (bottom left) and their corresponding mean fluorescence intensities (MFI) (bottom right). (C-D) Flow analysis of GFP-positive cells in LPS-induced *Cx3cr1*^GFP^ reporter mouse model depicting as histograms (top), their percentages (bottom left) and MFIs (bottom right) in both blood (C) and bone marrow (BM) (D) Ly6C^+^ and Ly6C^-^ monocytes. (E) Quantitative PCR (qPCR) of ezrin in murine WT and *Ezr*-KO^m^ TRAMs, untreated or treated with LPS. The relative mRNA expression of ezrin was normalized to STX5a and the WT untreated (Untr.). Data were generated from three independent experiments. Histogramas are depicted as normalized to mode and the bar graphs are depicted as means ± SEM. Statistical significance was tested by One-way ANOVA and Tukey’s multiple comparisons test between genotypes for each time point separately (* p<0.05; ** p<0.01). Related to Fig. 1.

**
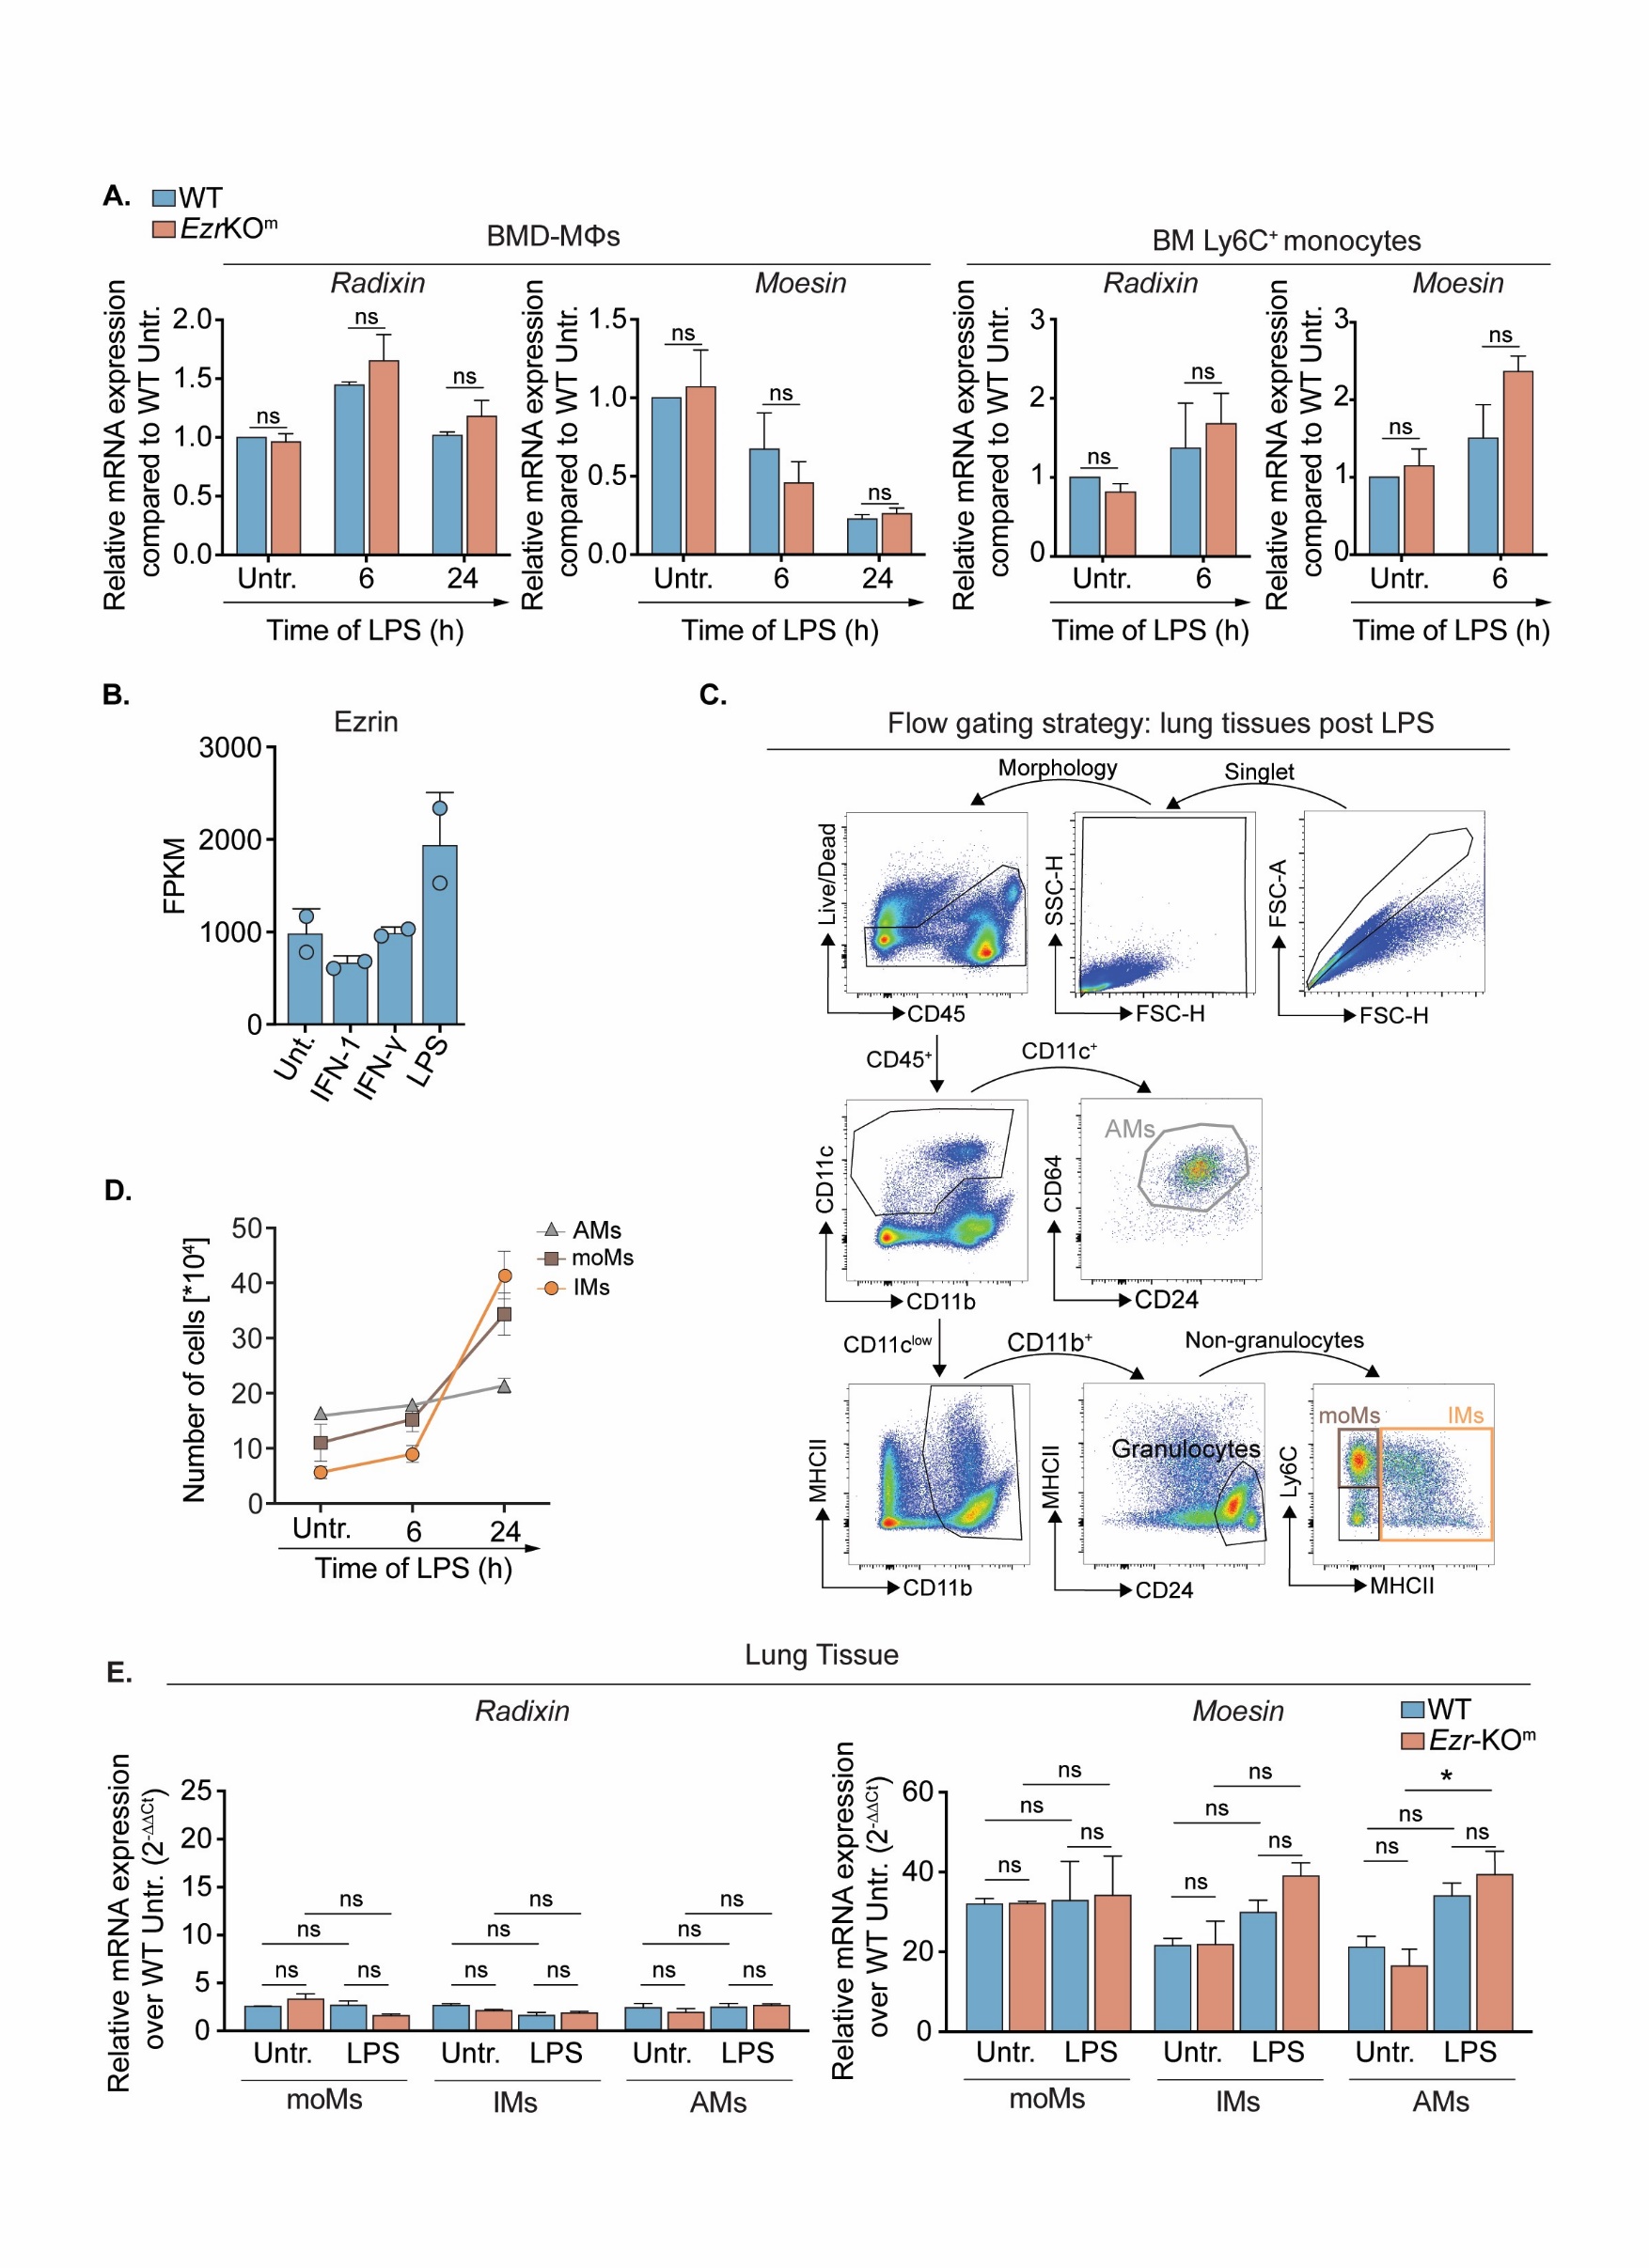
**

**Supplementary Fig. S2**

**Supplementary Fig. S2. Radixin and Moesin expression remain unaltered in monocytes and MΦs in response to LPS.**

(A) Quantitative PCR (qPCR) for radixin and moesin in WT and *Ezr*-KO^m^ mouse bone marrow-derived macrophages (BMD-MΦs) (A) and primary bone marrow (BM) Ly6C^+^ monocytes (B), untreated or treated with LPS for 6h and/or 24h. The relative mRNA expressions of radixin and moesin were normalized to STX5a and the WT untreated (Untr.). (B) Bulk RNA-Seq analyzed transcriptional expressions of ezrin in WT BMD- MΦs treated with interferon alpha1, interferon gamma and LPS. (C) Flow cytometry gating strategy on lung inferior lobe single cell suspension for assessing immune cells. The strategy was adapted from H. H. Oez et al 2022., see STAR methods for a detailed description. (D) Quantification of immune cell numbers (monocyte-derived MΦs (moMs), interstitial MΦs (IMs) and alveolar MΦs (AMs)) by fluorescence activated cell sorting (FACS) in the inferior lobe of LPS-induced WT mice in a time-dependent manner. (E) qPCR of radixin and moesin in murine WT and *Ezr*-KO^m^ moMs, IMs and AMs, untreated or treated with LPS. The relative radixin and moesin mRNA expression was normalized to STX5a and the WT Untr., distinctly for each phenotype. Data were generated from three independent experiments. Bars are depicted as means ± SEM, significance was tested by One-way ANOVA and Tukey’s multiple comparisons test between genotypes for each time point separately (ns – non significant). Related to Fig. 1.

**
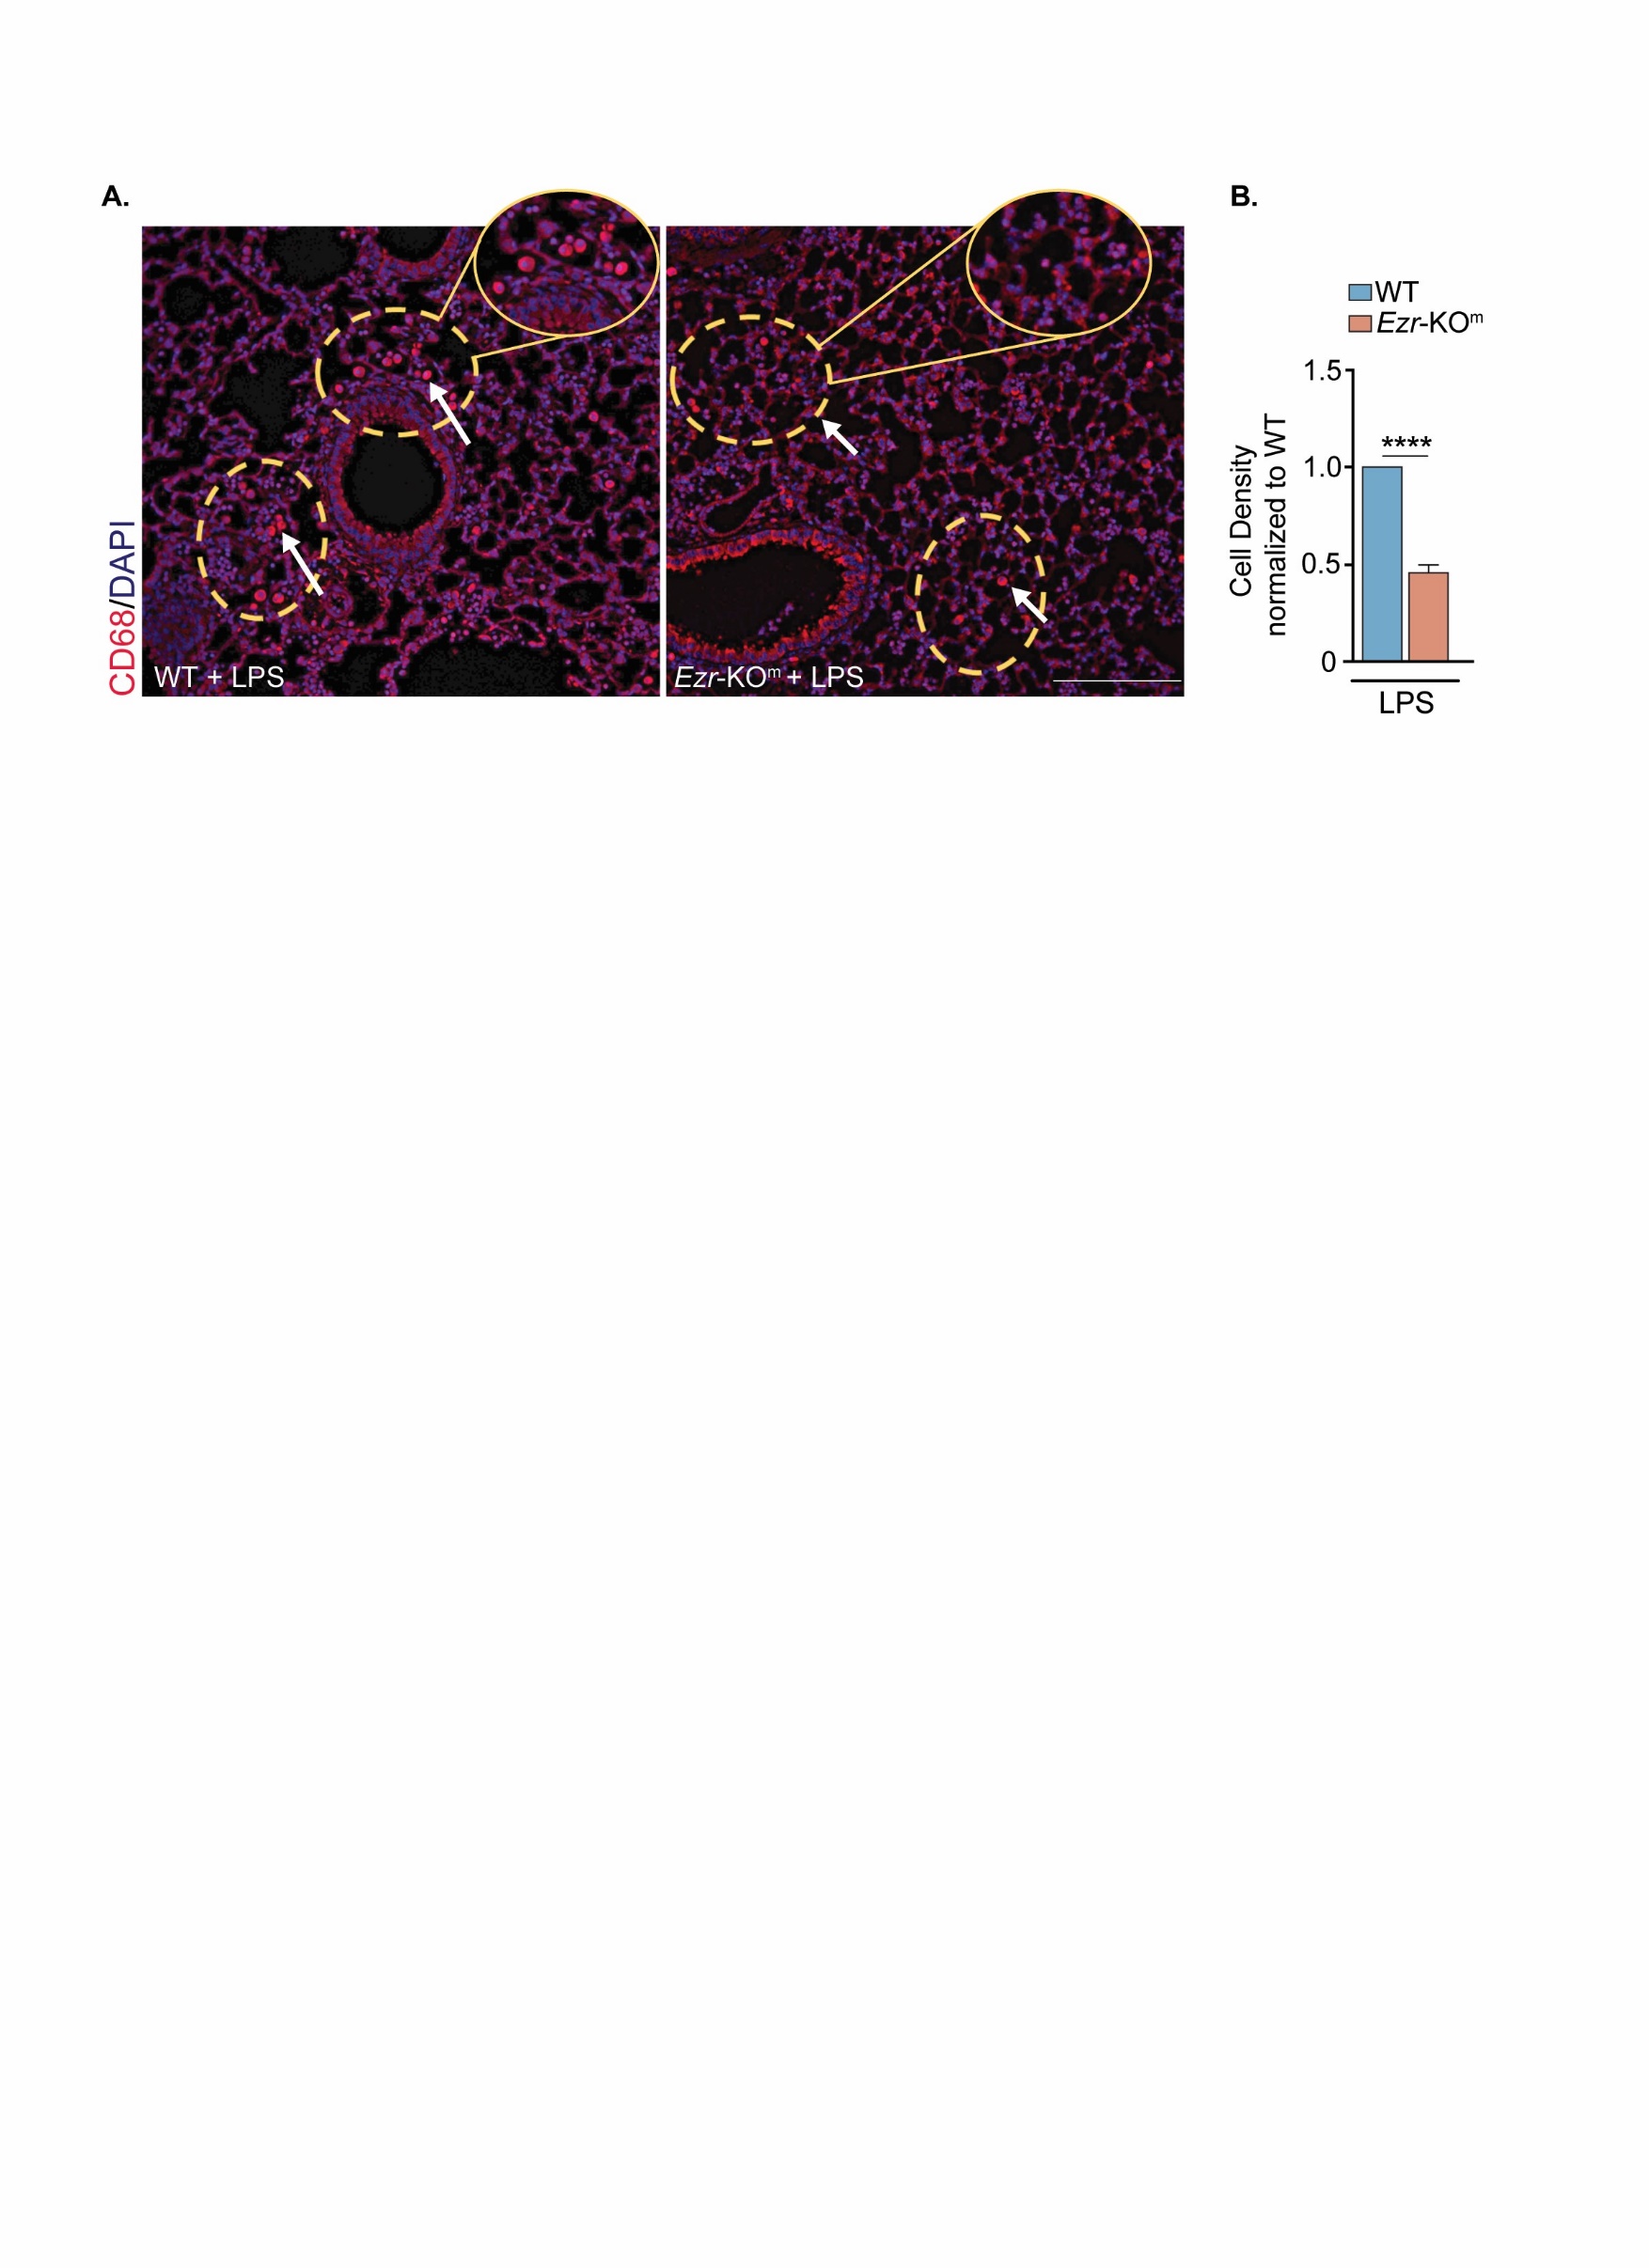
**

**Supplementary Fig. S3**

**Supplementary Fig. S3. Loss of ezrin exhibits a decreased number of CD68^+^ MΦs in *Ezr*-KO^m^ lung tissue in response to LPS.**

(A) Representative immunofluorescence staining for CD68 (red) and DAPI (blue) in lung tissues of LPS-treated WT and *Ezr*-KO^m^ mice. Scale bar = 166.7 μm. (B) Quantification of CD68^+^ events in lung tissues of WT and *Ezr*-KO^m^ mice. Events were counted from 10 randomly selected 1200 x 1200 pixel^2^ windows on the lung tissues of 3 mice. The bar graph depicts CD68^+^ cell density normalized to WT. Bars are depicted as means ± SEM, significance was tested by student’s t-test between genotypes (****p < 0.0001). Related to Fig. 2.

**
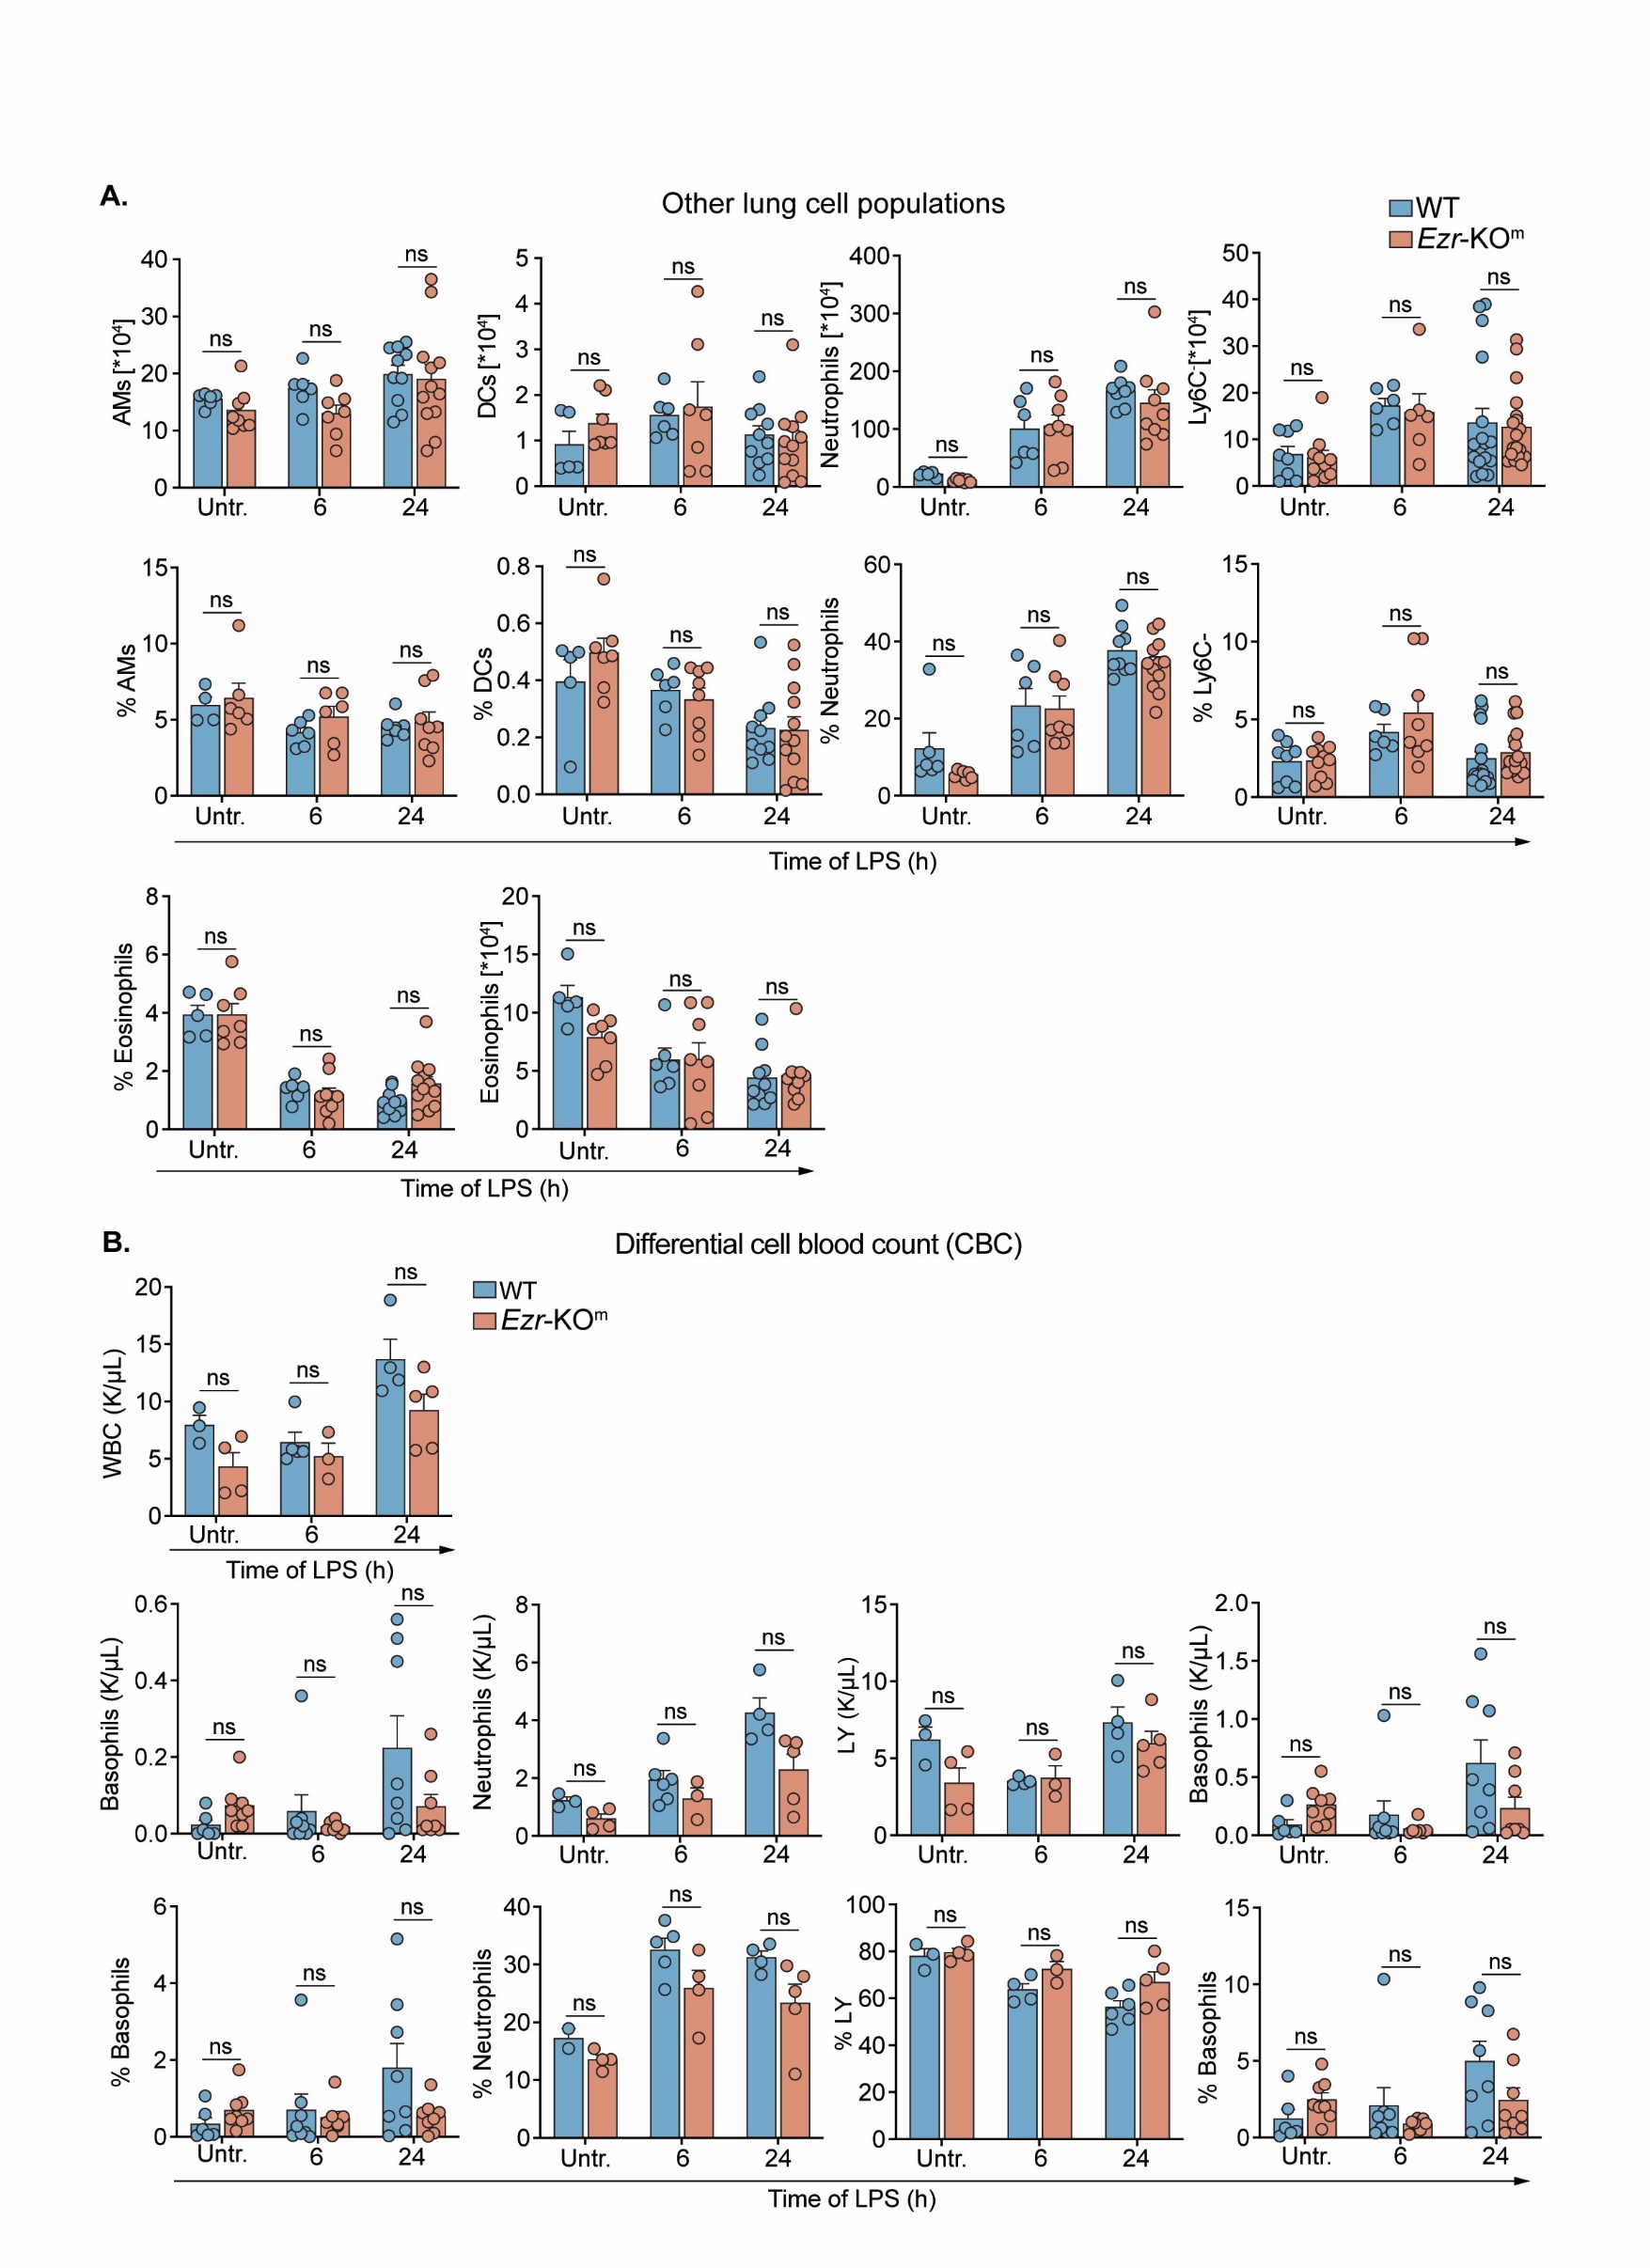
**

**Supplementary Fig. S4**

**Supplementary Fig. S4. Characterization of lung and blood immune cells in WT and *Ezr*-KO^m^ mice at steady state and in response to LPS.**

(A) Flow cytometry analysis showing the total cell numbers and percentages of alveolar macrophages (AMs), dendritic cells (DCs), neutrophils and Ly6C^-^ monocytes among CD45+ cells in the lung inferior lobe of untreated and LPS treated (6h and 24h post LPS nebulization) WT and *Ezr*-KO^m^ mice. Total cell numbers = % of viable cells multiplied by lung cell count in the inferior lung lobe. (B) Differential cell blood counts (CBC) of white blood cells (WBC), eosinophils, neutrophils, lymphocytes (LY), and basophils in untreated and LPS-treated (6h and 24h) WT and *Ezr*-KO^m^ mice. Data were generated from three independent experiments with n=3-6 mice per genotype and time point. Biological replicates are represented by a dot. Bars are depicted as means ± SEM, significance was tested by One-way ANOVA and Tukey’s multiple comparisons test between genotypes for each time point separately (ns - non significant). Related to Fig. 2.

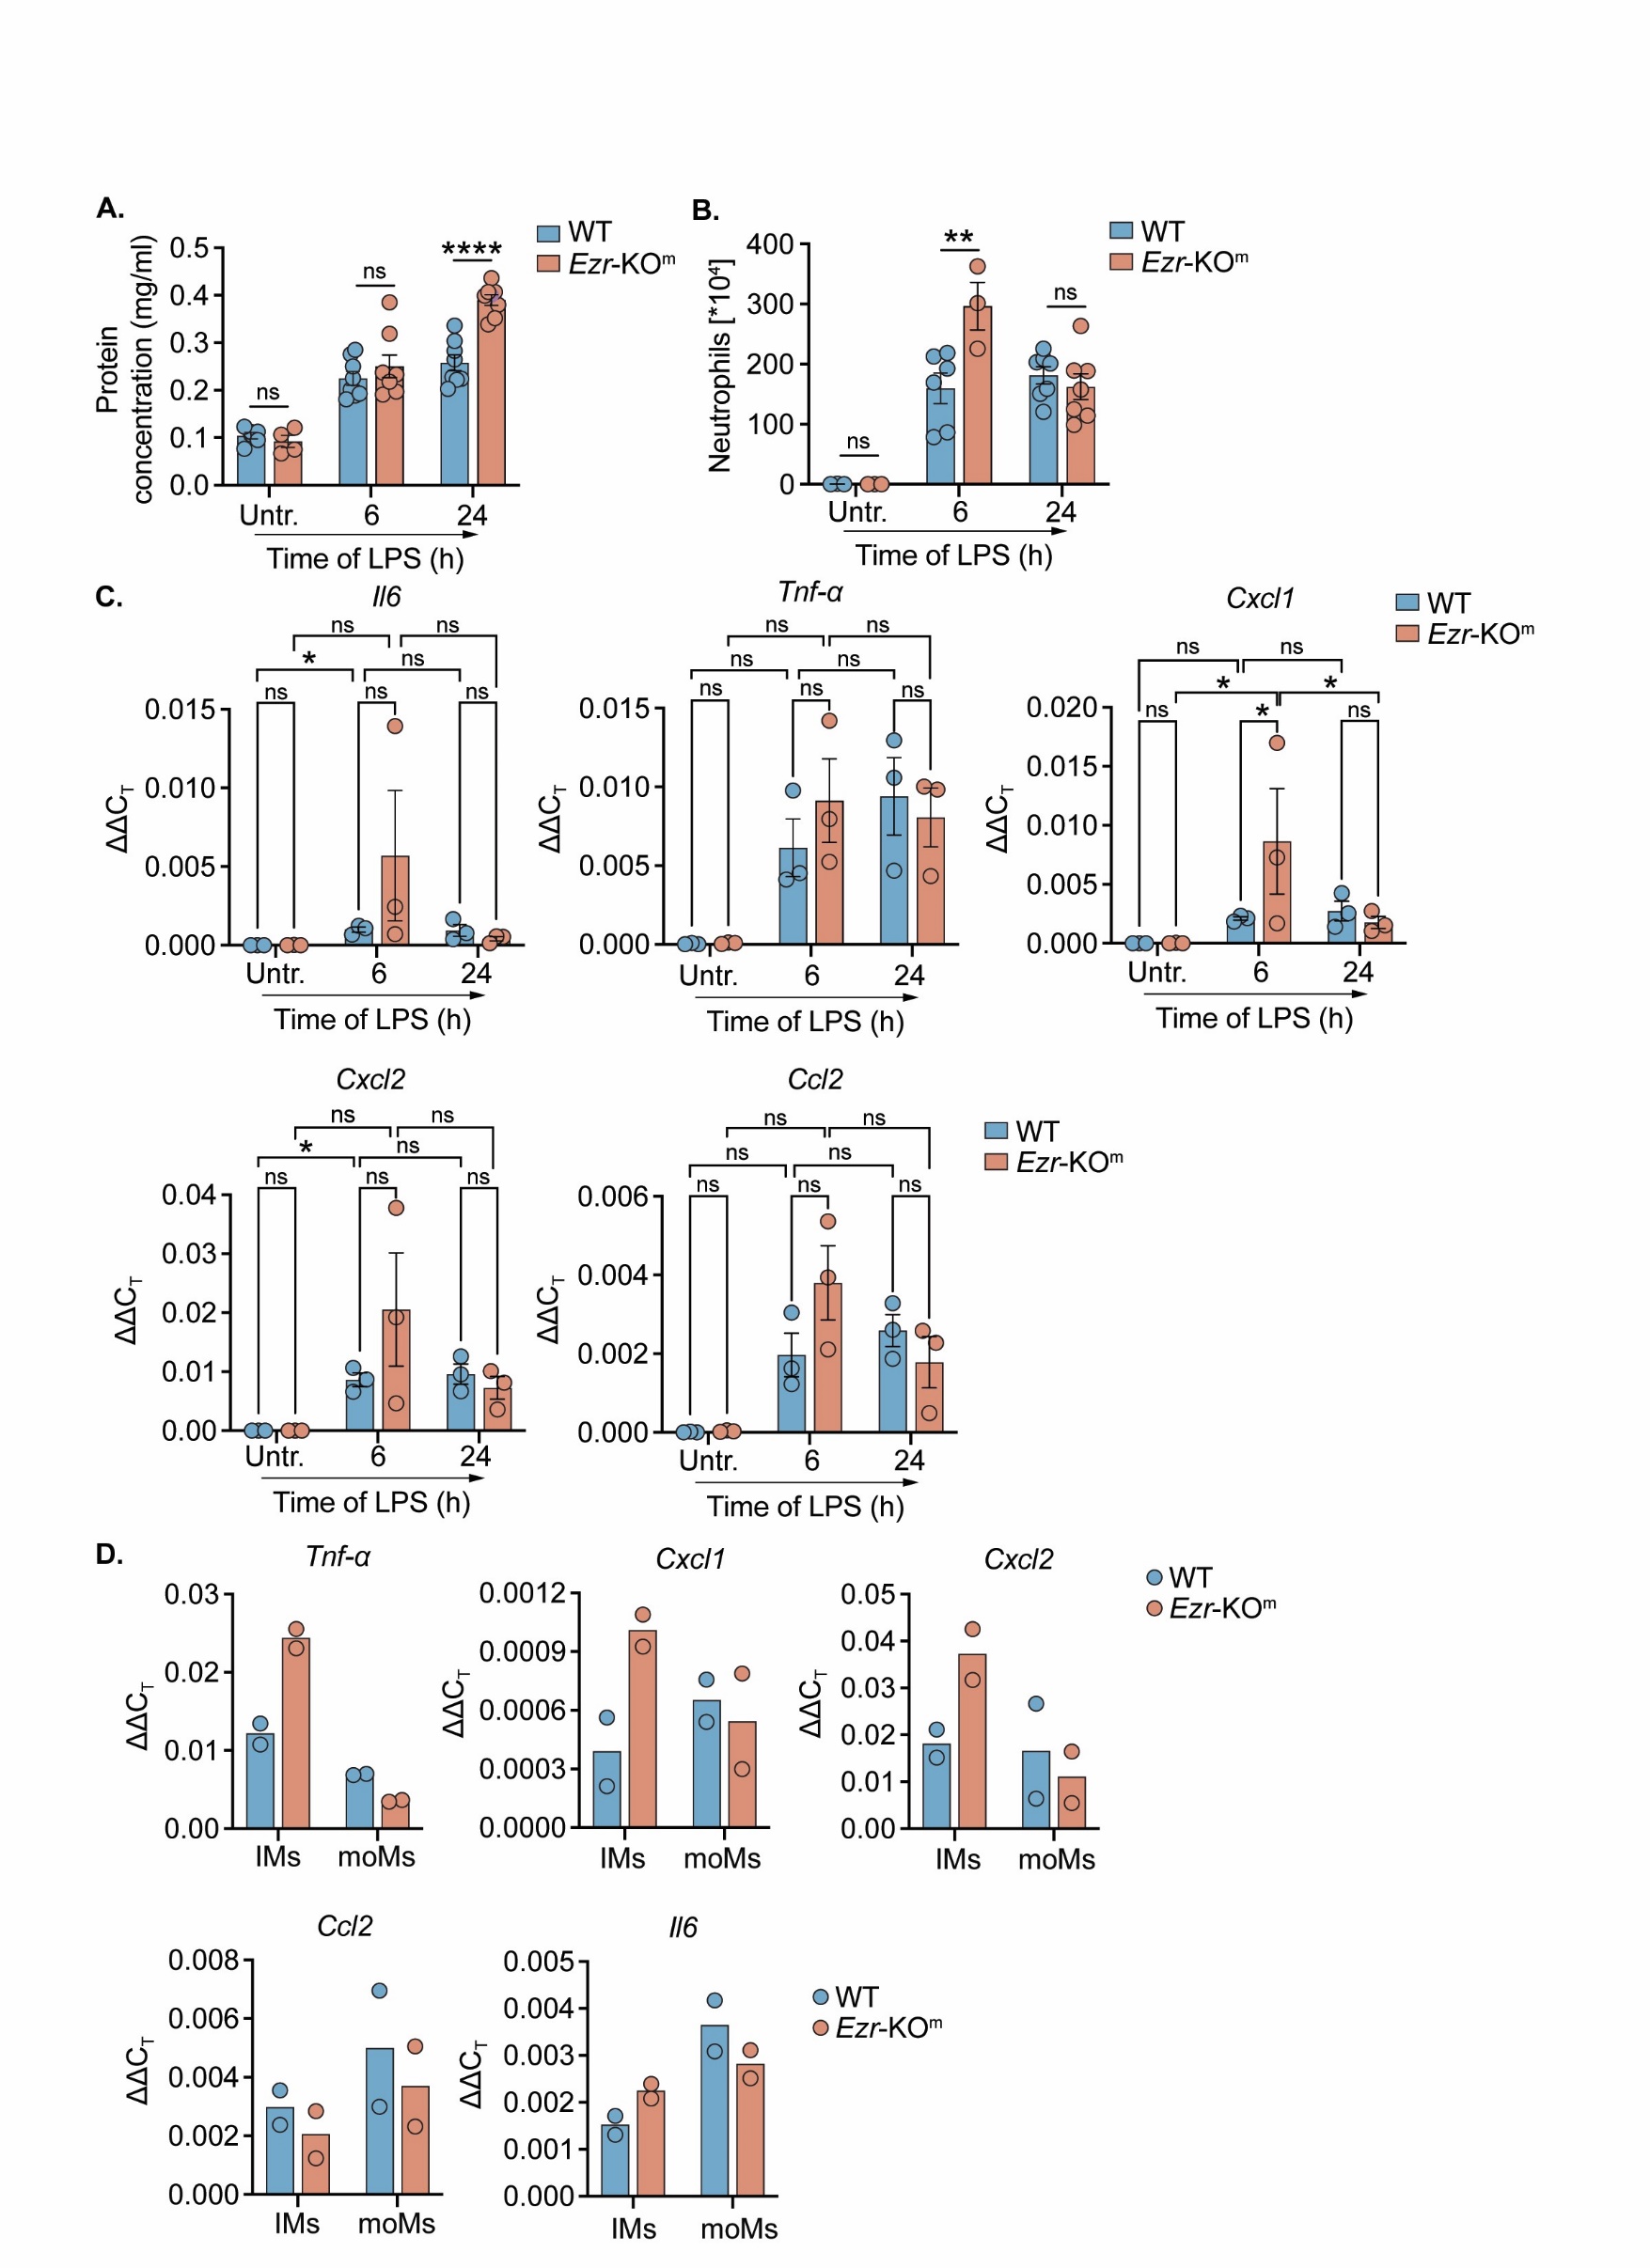

**Supplementary Fig. S5**

**Supplementary Fig. S5. *Ezr*-KO^m^ mouse have a temporary increased lung inflammation in response to LPS compared to controls.**

WT and *Ezr*-KO^m^ mice were treated/untreated (Untr.) with LPS, and the bronchoalveolar fluid (BALF) supernatants and lung tissues were collected at different time points (Untr., 6h and 24h) post-stimulation. (A) Bradford assay showing the total protein concentration in the BALF supernatants of WT and *Ezr*-KO^m^ mice. (B) Flow cytometry analysis showing neutrophil number in the BALF of WT and *Ezr*-KO^m^ mice at different time points post LPS stimulation. (C) Transcriptional expression levels of pro-inflammatory cytokines (*IL-6*, *TNFα) and chemokines* (*Cxcl1*, *Cxcl2* and *Ccl2*) in the lung tissues of WT and *Ezr*-KO^m^ mice at the time indicated. (D) Transcriptional expression levels of *TNFα*, *Cxcl1, Cxcl2, Ccl2* and *IL-6* in the lung-sorted interstitial macrophages (IMs) and monocyte-derived MΦs (moMs) of WT and *Ezr*-KO^m^ mice. Lung-sorted cells were pooled from 3 mice per genotype. Dots in each graph represent technical replicate values obtained from the pooled cells. Data were generated from three independent experiments. Only for (D), lung-sorted cells were pooled from 3 mice. Bars are depicted as means ± SEM, significance was tested by One-way ANOVA and Tukey’s multiple comparisons test between genotypes for each time point separately (* p<0.05; ** p<0.005, **** p<0.0001). Related to Fig. 2.

**
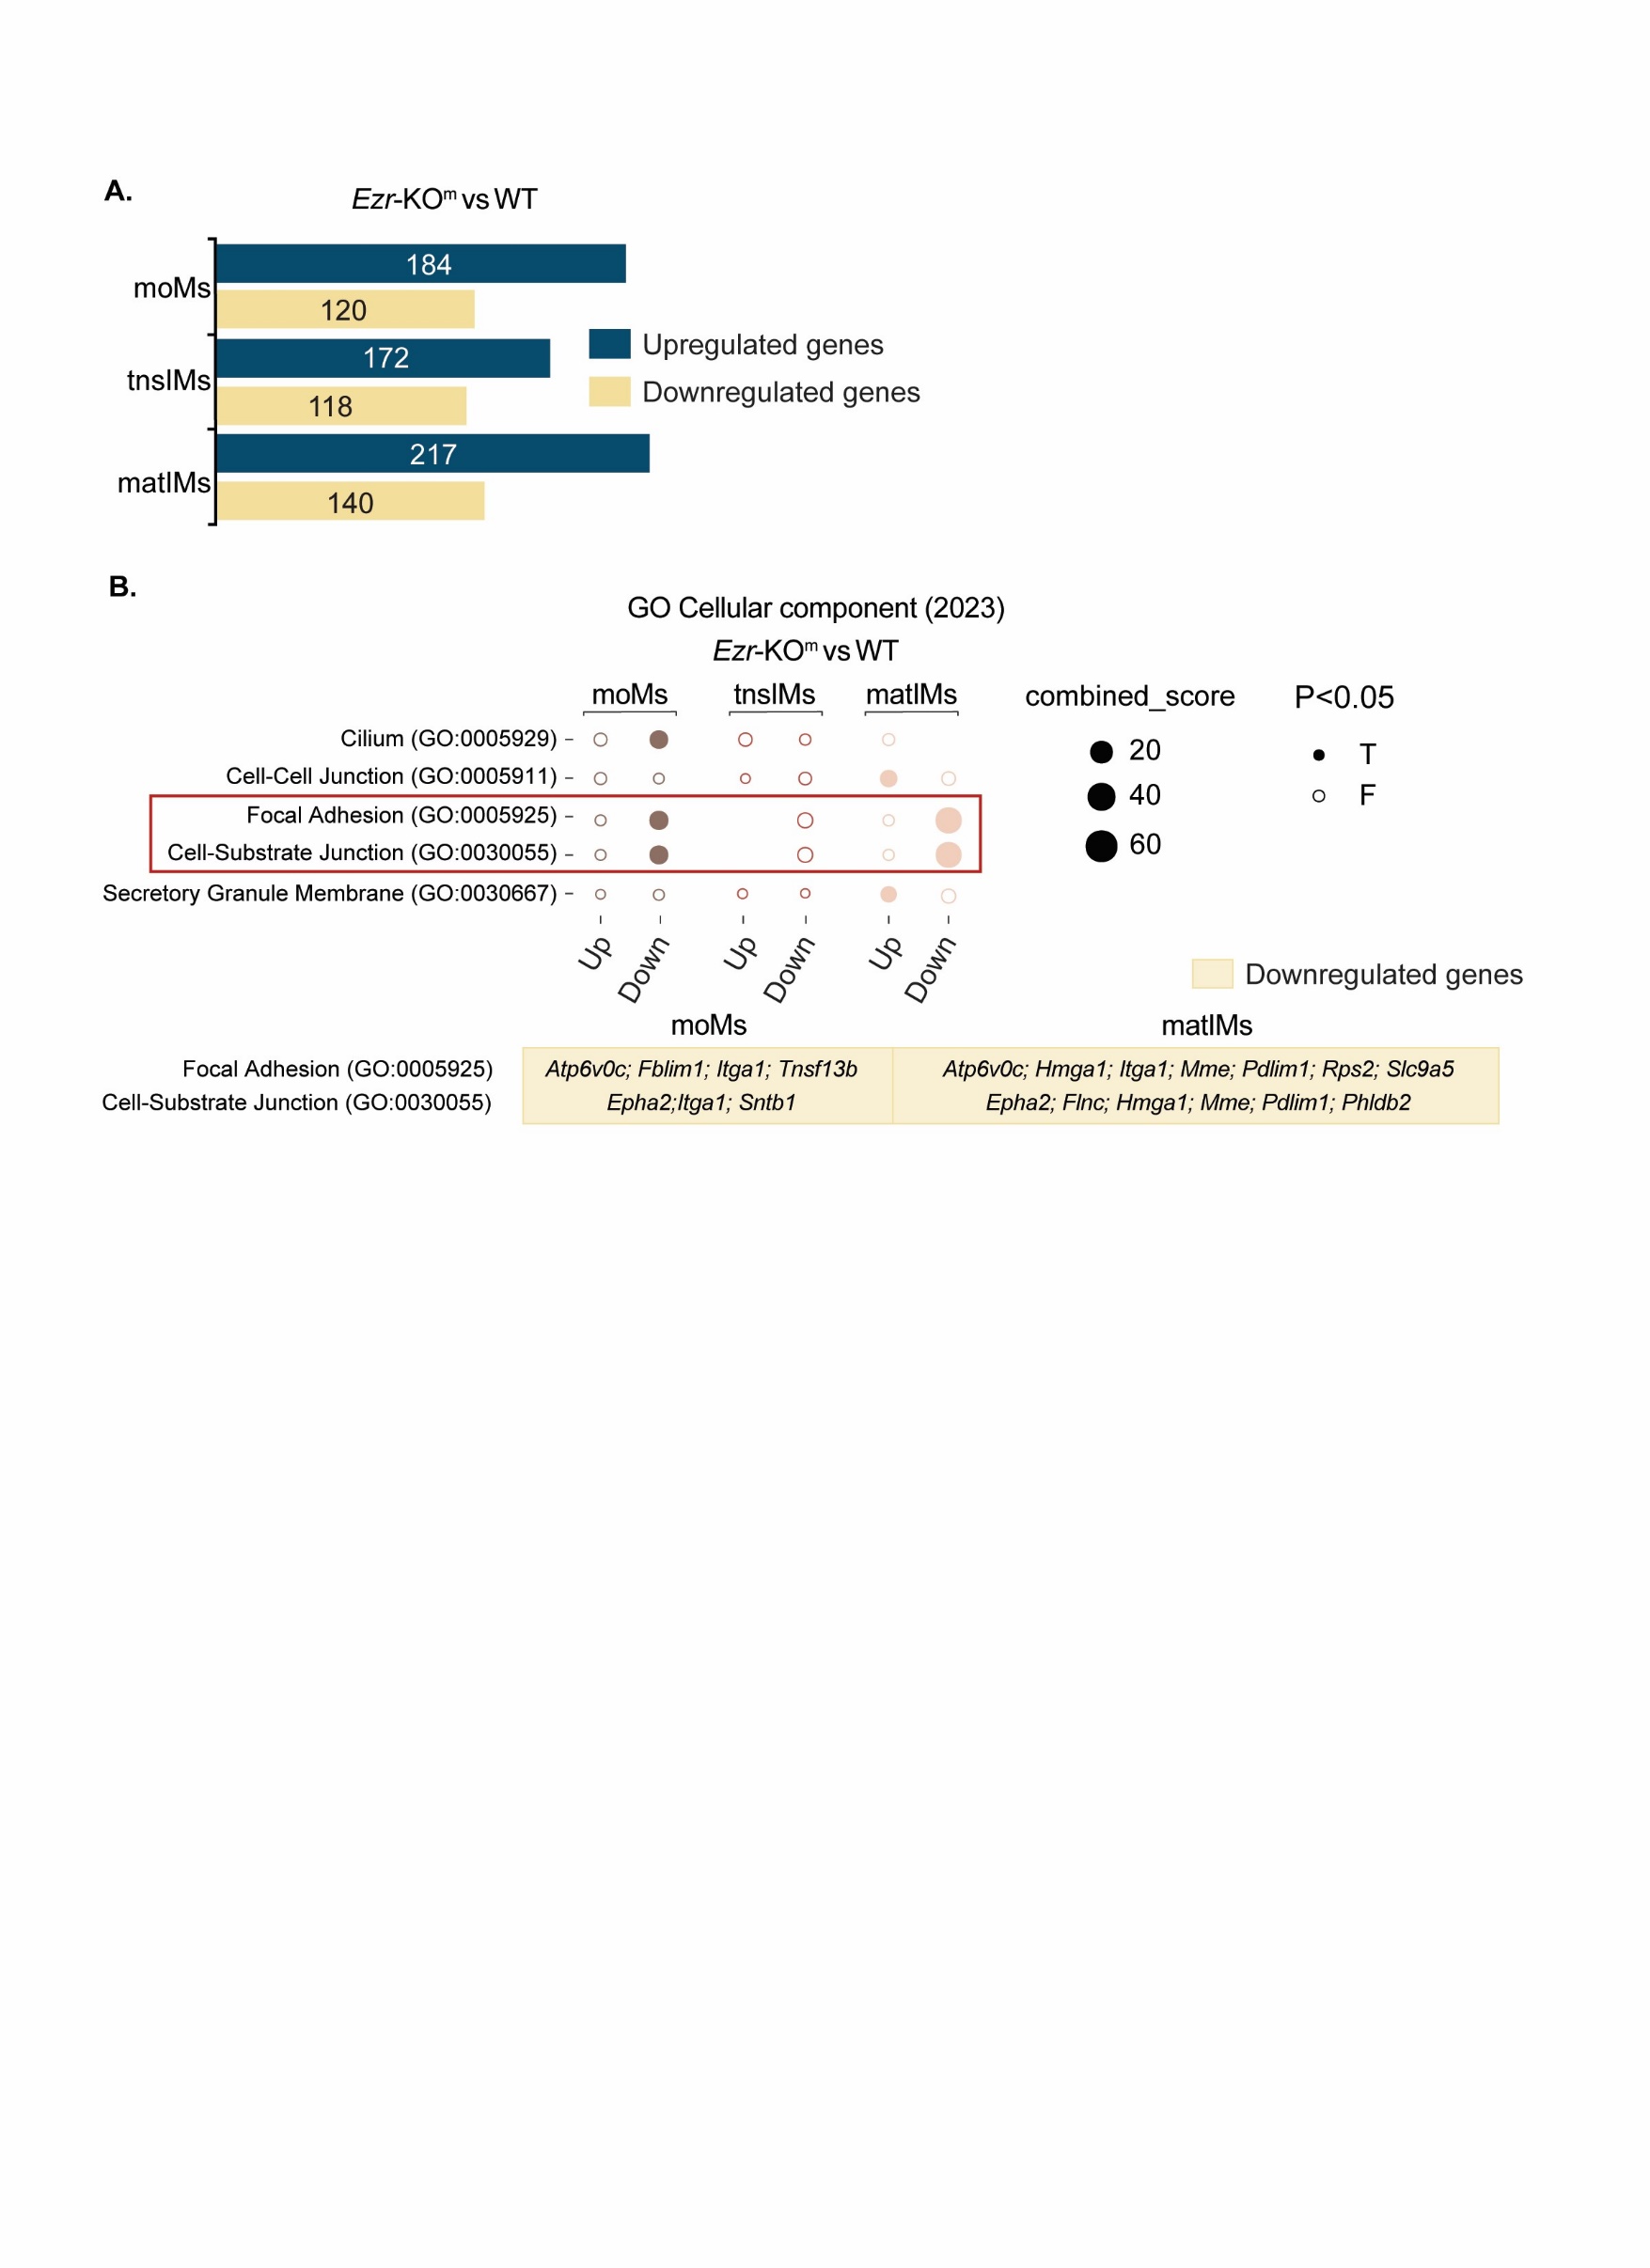
**

**Supplementary Fig. S6**

**Supplementary Fig. S6.** **Characterization of lung macrophage gene expressions, differentially expressed genes (DEGs) and enrichment pathways in WT and *Ezr*-KO^m^ mice in response to LPS.**

(A) Number of upregulated (blue) and downregulated (yellow) DEGs between *Ezr*-KO^m^ and WT monocyte derived macrophages (moMs), transitional interstitial macrophages (tnsIMs), and mature interstitial macrophages (matIMs) populations after LPS stimulation. (B) Gene Ontology (GO) cellular component enrichment analysis of differentially expressed pathways and genes in *Ezr*-KO^m^ vs WT moMs, tnsIMs and matIMs populations treated with LPS. Node size: odds ratio associated with enrichment; p-value for Fisher’s exact test. Data were generated from three mice per genotype. The significance for RNA-seq data was tested with edgeR, as detailed in the methods. Related to Fig. 4.

**
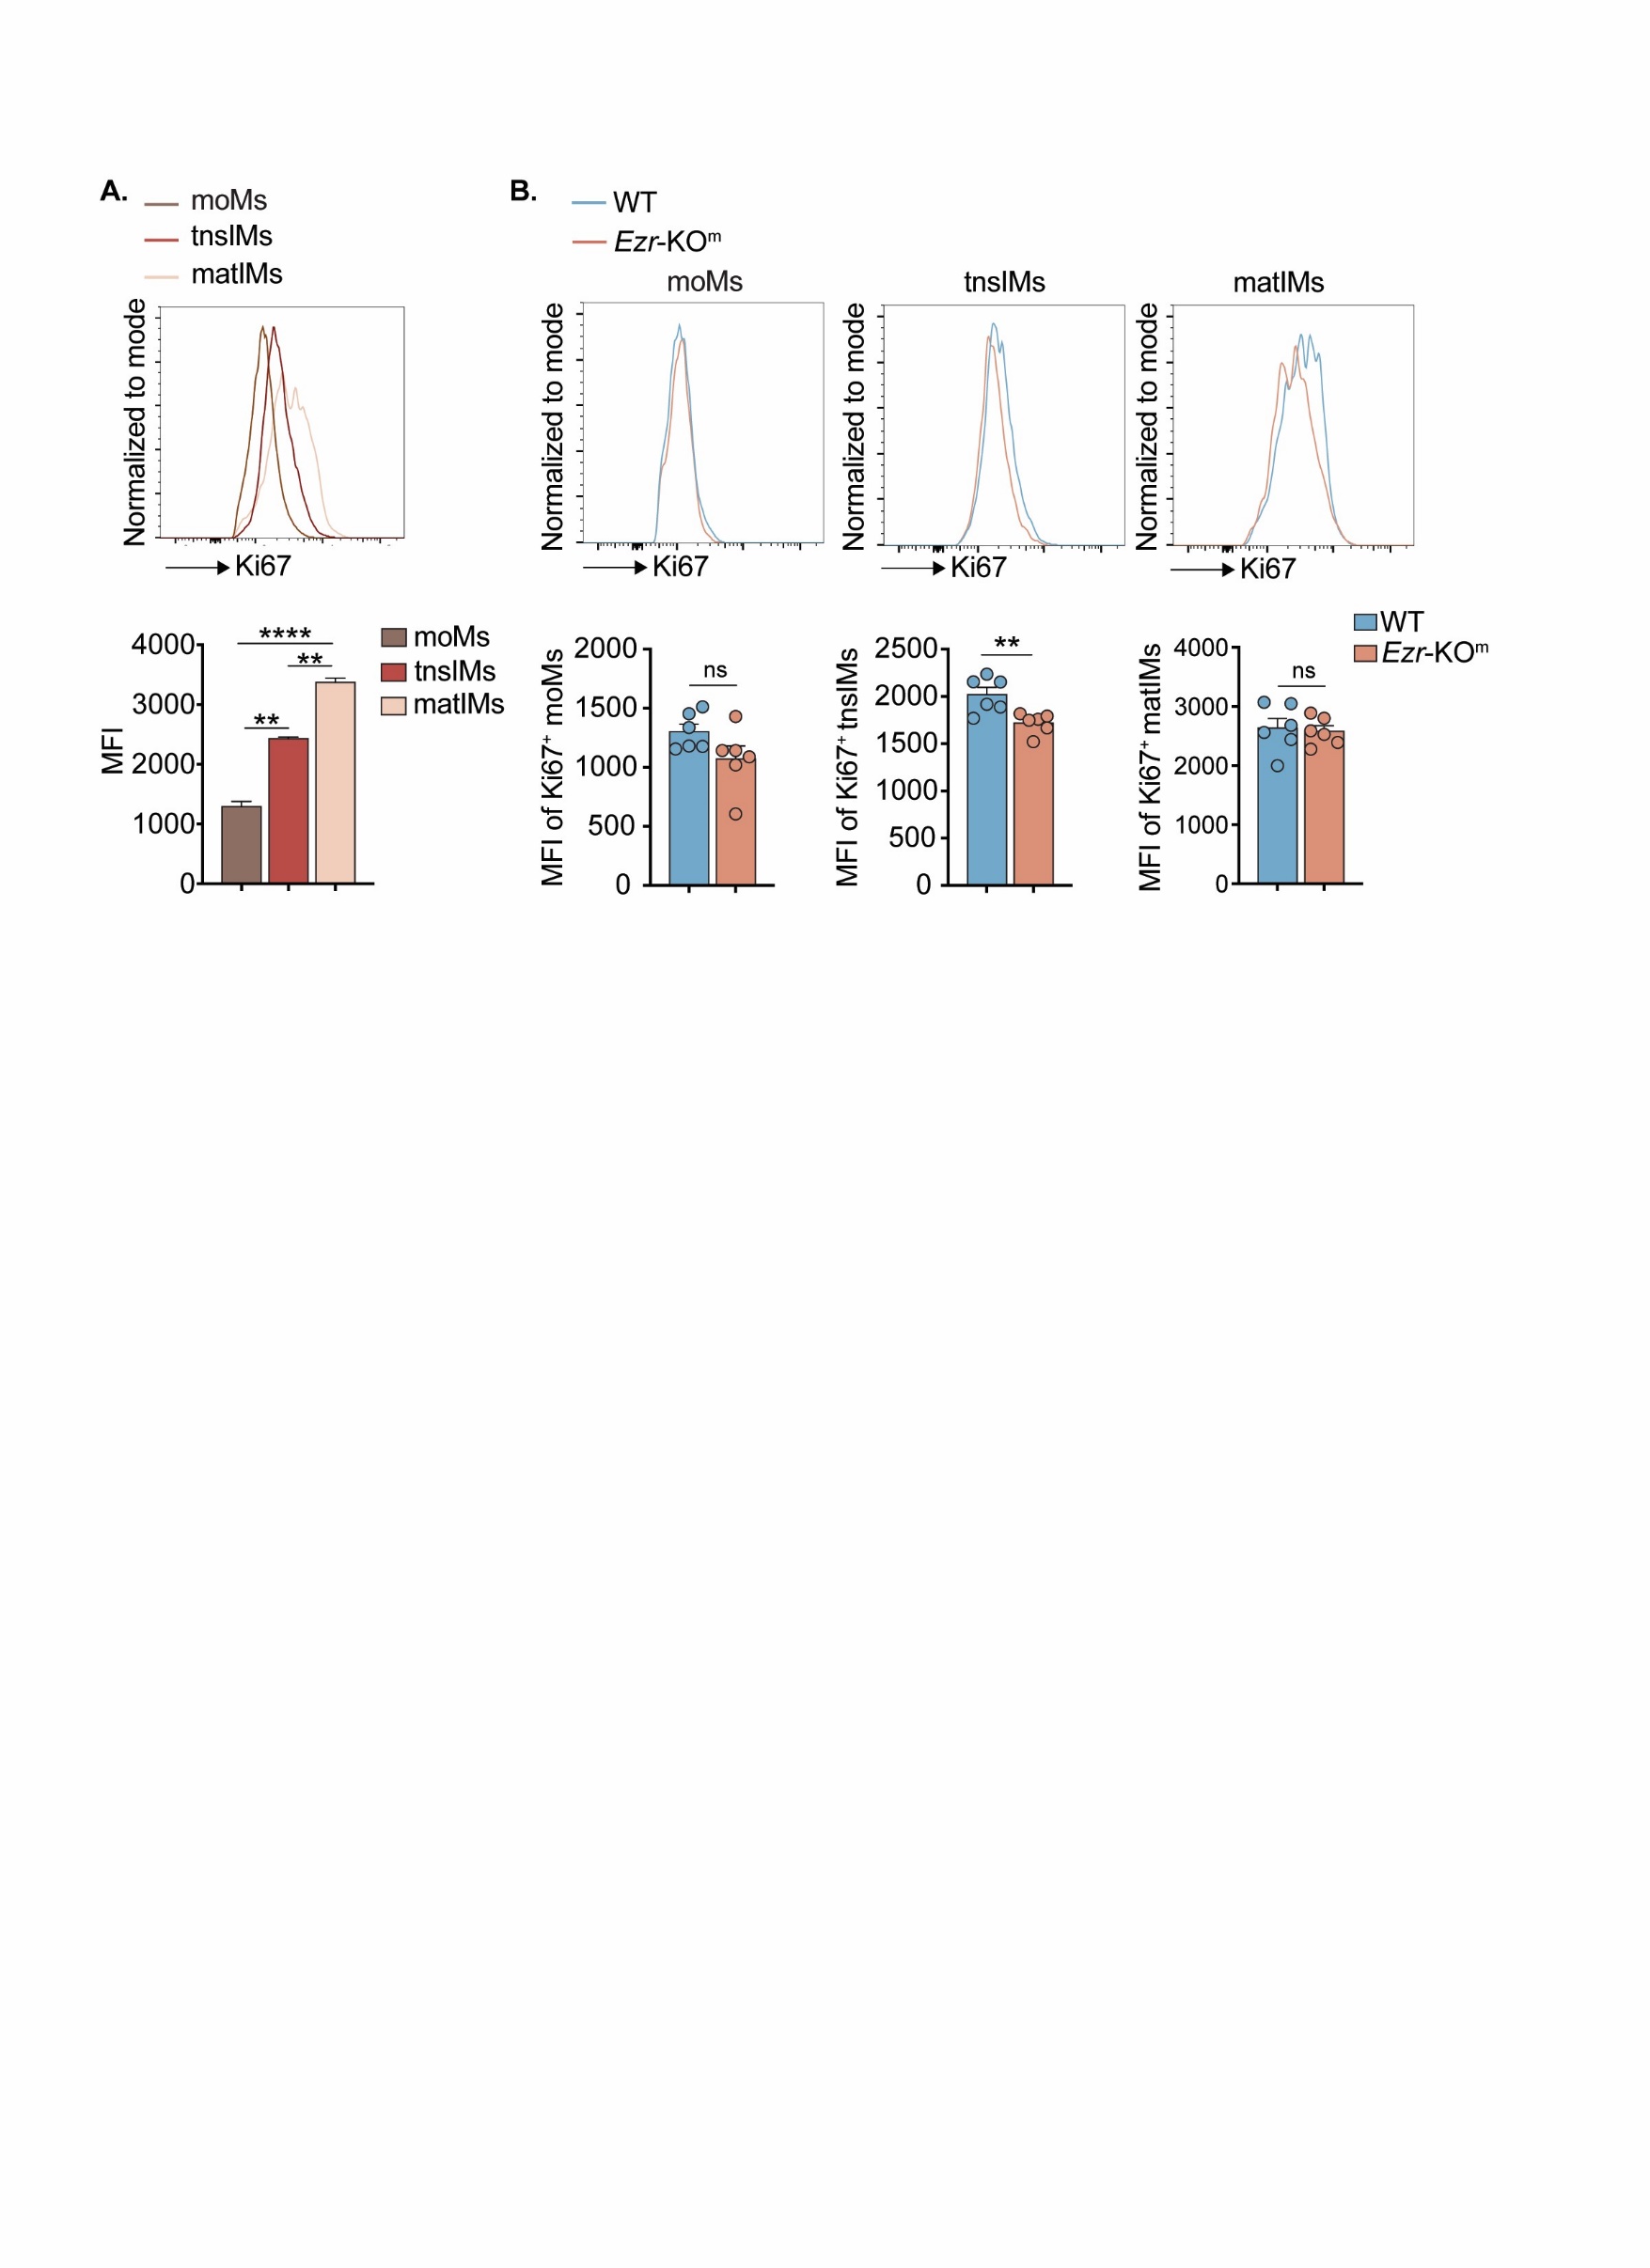
**

**Supplementary Fig. S7**

**Supplementary Fig. S7. Monocyte/MΦs lacking ezrin exhibit proliferation defects in response to LPS.**

(A) Flow cytometry analyzed histogram profiles depicting the upward shift of the Ki67 expression within BrdU^+^Ki67^+^ populations in monocyte derived macrophages (moMs), transitional interstitial macrophages (tnsIMs), and mature interstitial macrophages (matIMs) of LPS-treated WT mice, and the bar graph depicts their corresponding mean fluorescence intensities (MFI). (B) Histogram profiles depicting the downward shift of the Ki67 expression within BrdU^+^Ki67^+^ moMs, tnsIMs and matIMs in *Ezr*-KO^m^ compared to WT mice. Quantification of Ki67 MFIs within BrdU^+^Ki67^+^ moMs, tnsIMs and matIMs between *Ezr*-KO^m^ and WT mice. Data are represented as mean ± SEM from two independent experiments with three or more mice per genotype per experiment. Each dot represents a biological replicate. Statistical analysis was performed using one-way ANOVA or Tukey’s test for multiple comparisons between the genotype and treatment conditions. **p < 0.01, ****p < 0.0001 and ns – non-significant. Related to Fig. 5.

**
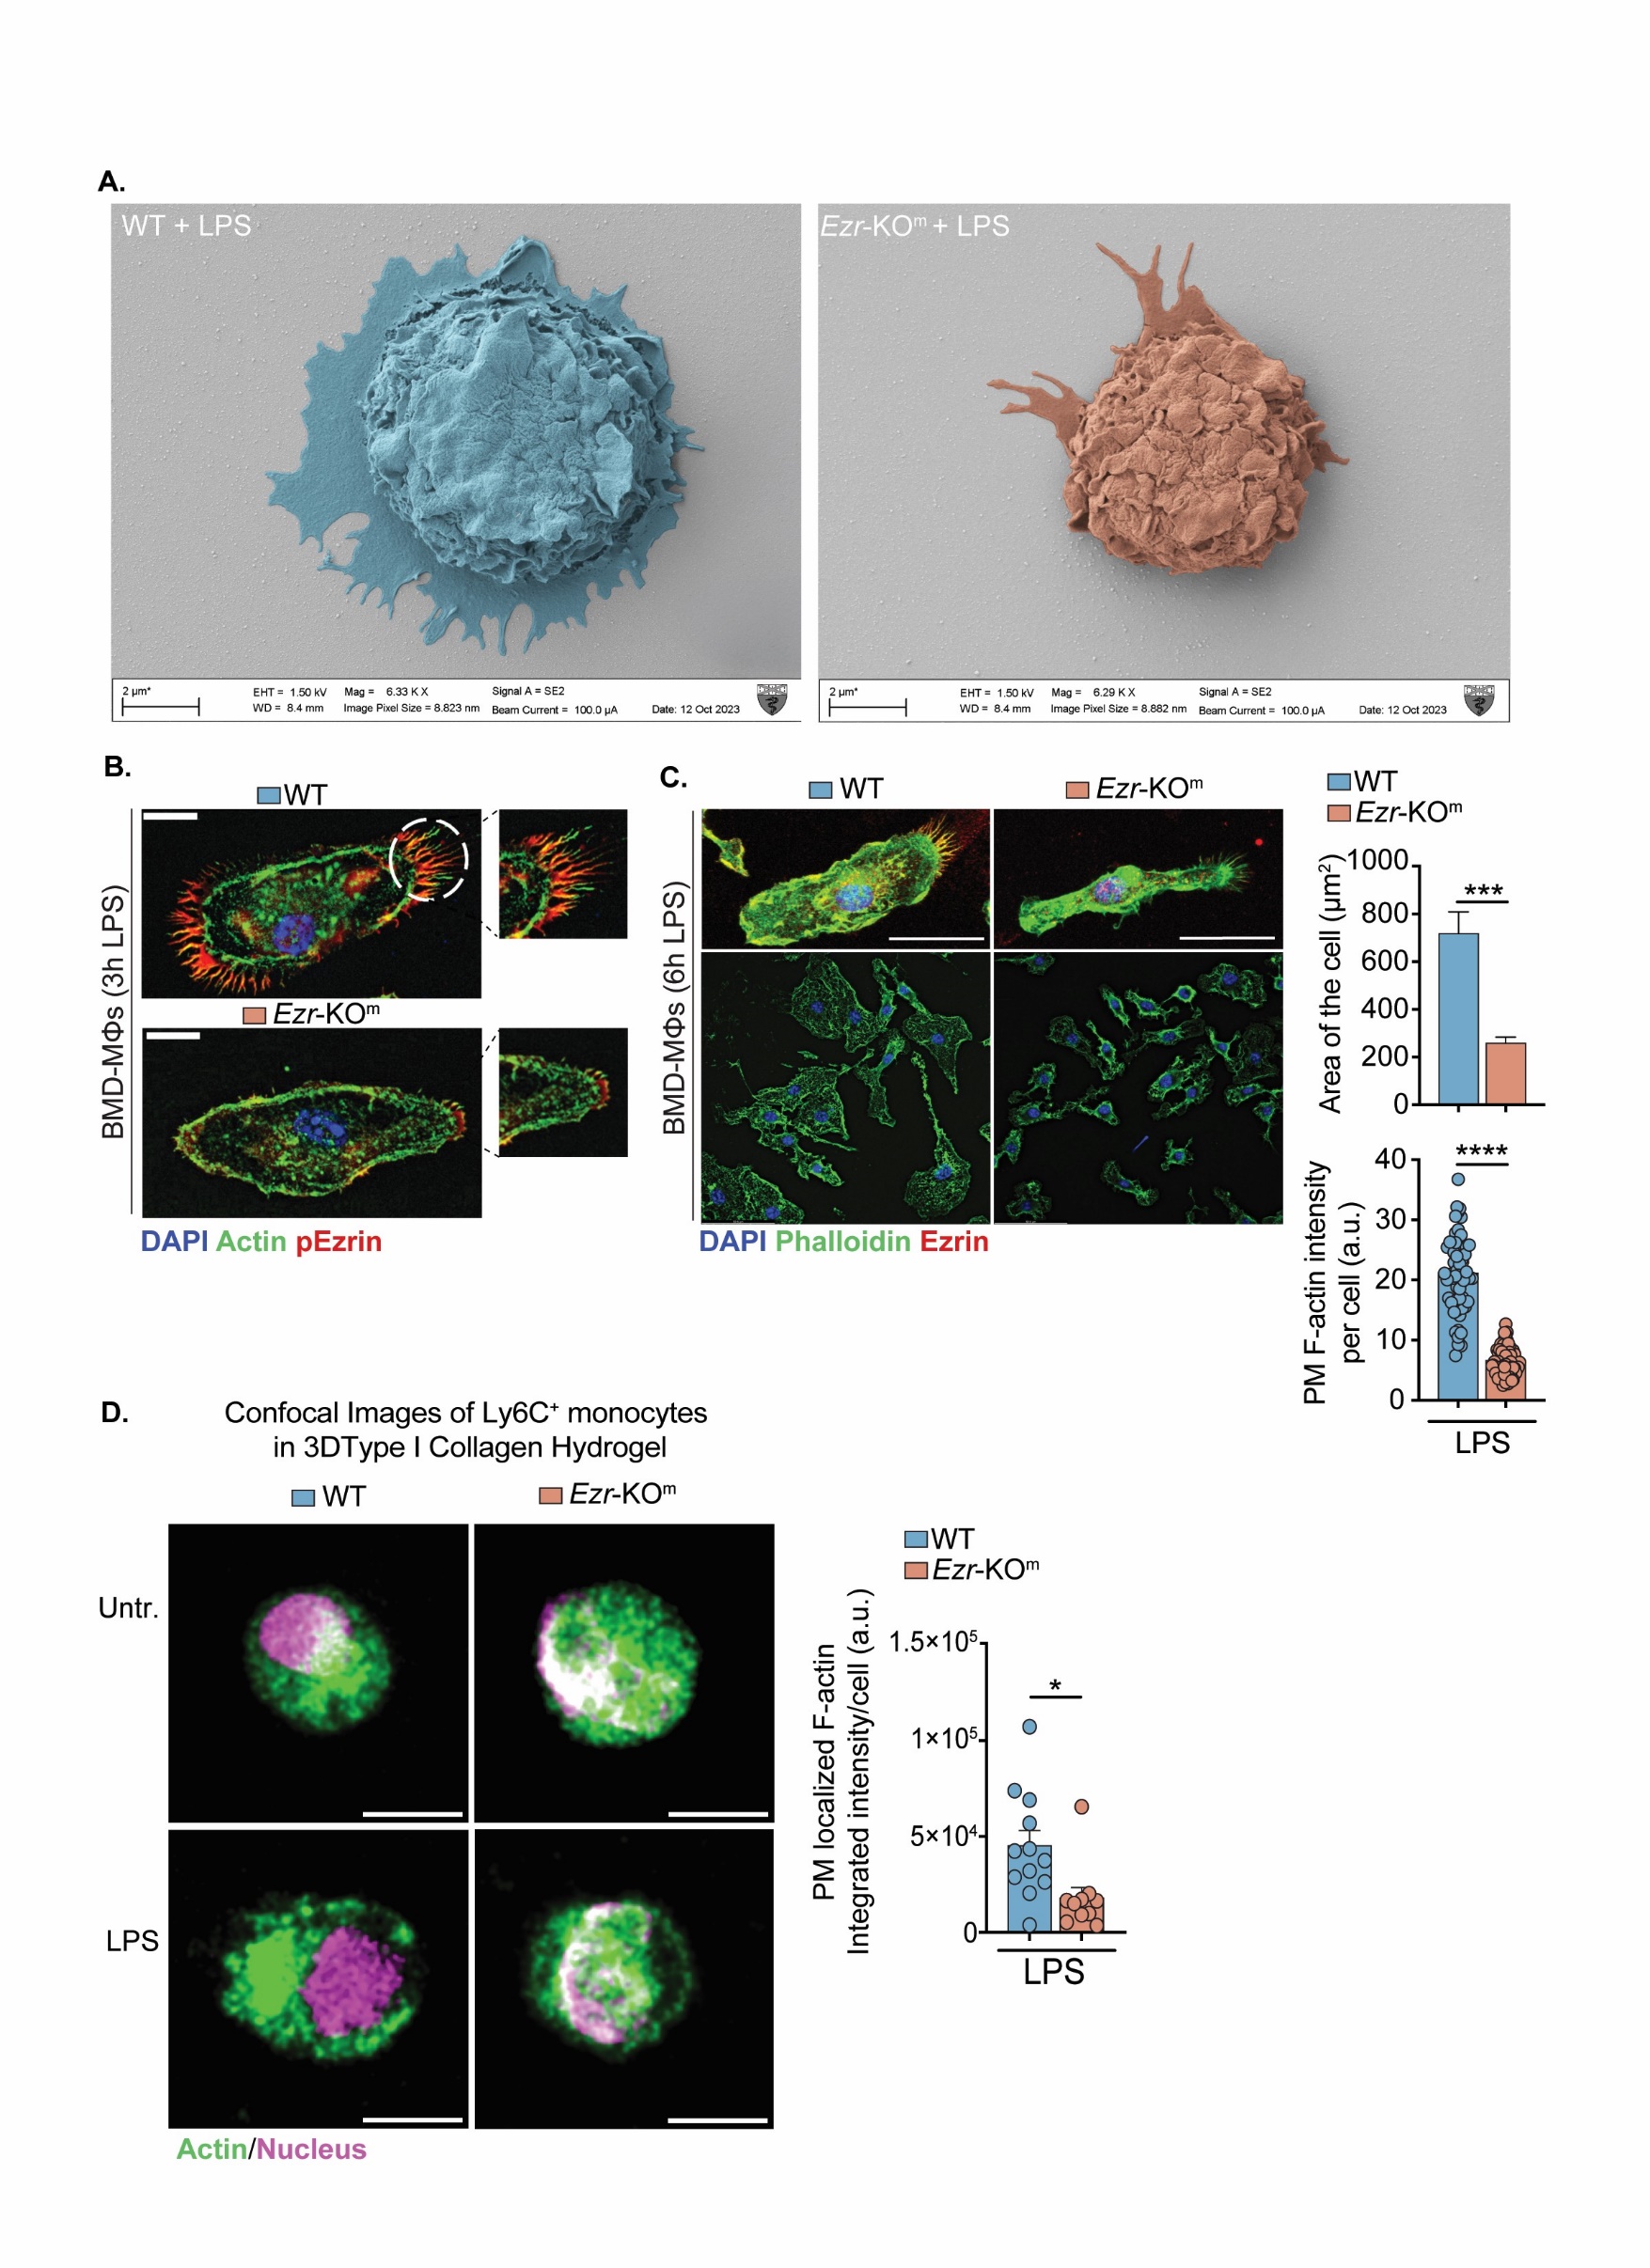
**

**Supplementary Fig. S8**

**Supplementary Fig. S8. Ezrin is required for efficient monocyte/MΦ filipodia formation and cell spreading during activation with LPS.**

(A) Representative scanning electron microscope (SEM) images of LPS-treated Ly6C^+^ monocytes showing altered filopodia formation and impaired cell spreading in *Ezr*-KO^m^ mice compared to WT mice. Cells were cultured on a type I collagen-coated surface. Scale bar = 2 μm. (B-C) Bone marrow derived (BMD)-MΦs were cultured from murine WT and *Ezr*-KO^m^ and treated with LPS for 3h (B) and 6h (C) on a collagen-coated surface. Representative immunofluorescence (IF) images showing murine WT and *Ezr*-KO^m^ BMD-MΦs treated with LPS for 3h (B) and 6h (C). (C) Quantification of the area of the cells showing the reduced cellular area in *Ezr*-KO^m^ BMD-MΦs (area: 258 ± 63 μm^2^) compared to WT BMD-MΦs (area: 756 ± 121 μm^2^) and plasma membrane (PM) filamentous (F)-actin intensity per cell, on the type I collagen surface in response to LPS. (D) Representative 3-dimensional (3D) confocal fluorescence microscope images of Ly6C^+^ monocytes in 3D type I collagen hydrogel from WT and *Ezr*-KO^m^ mice, untreated or treated with LPS, showing actin staining (green) and nucleus (pink). In addition, the graph depicts the quantification of PM localized F-actin intensity from WT and *Ezr*-KO^m^ monocytes. Scare bar = 5 μm. Data are represented as mean ± SEM from two independent experiments. Statistical analysis was performed using students’ t-test for multiple comparisons between the genotype and treatment conditions. (*p < 0.05 and ***p < 0.001). Related to Fig. 6.

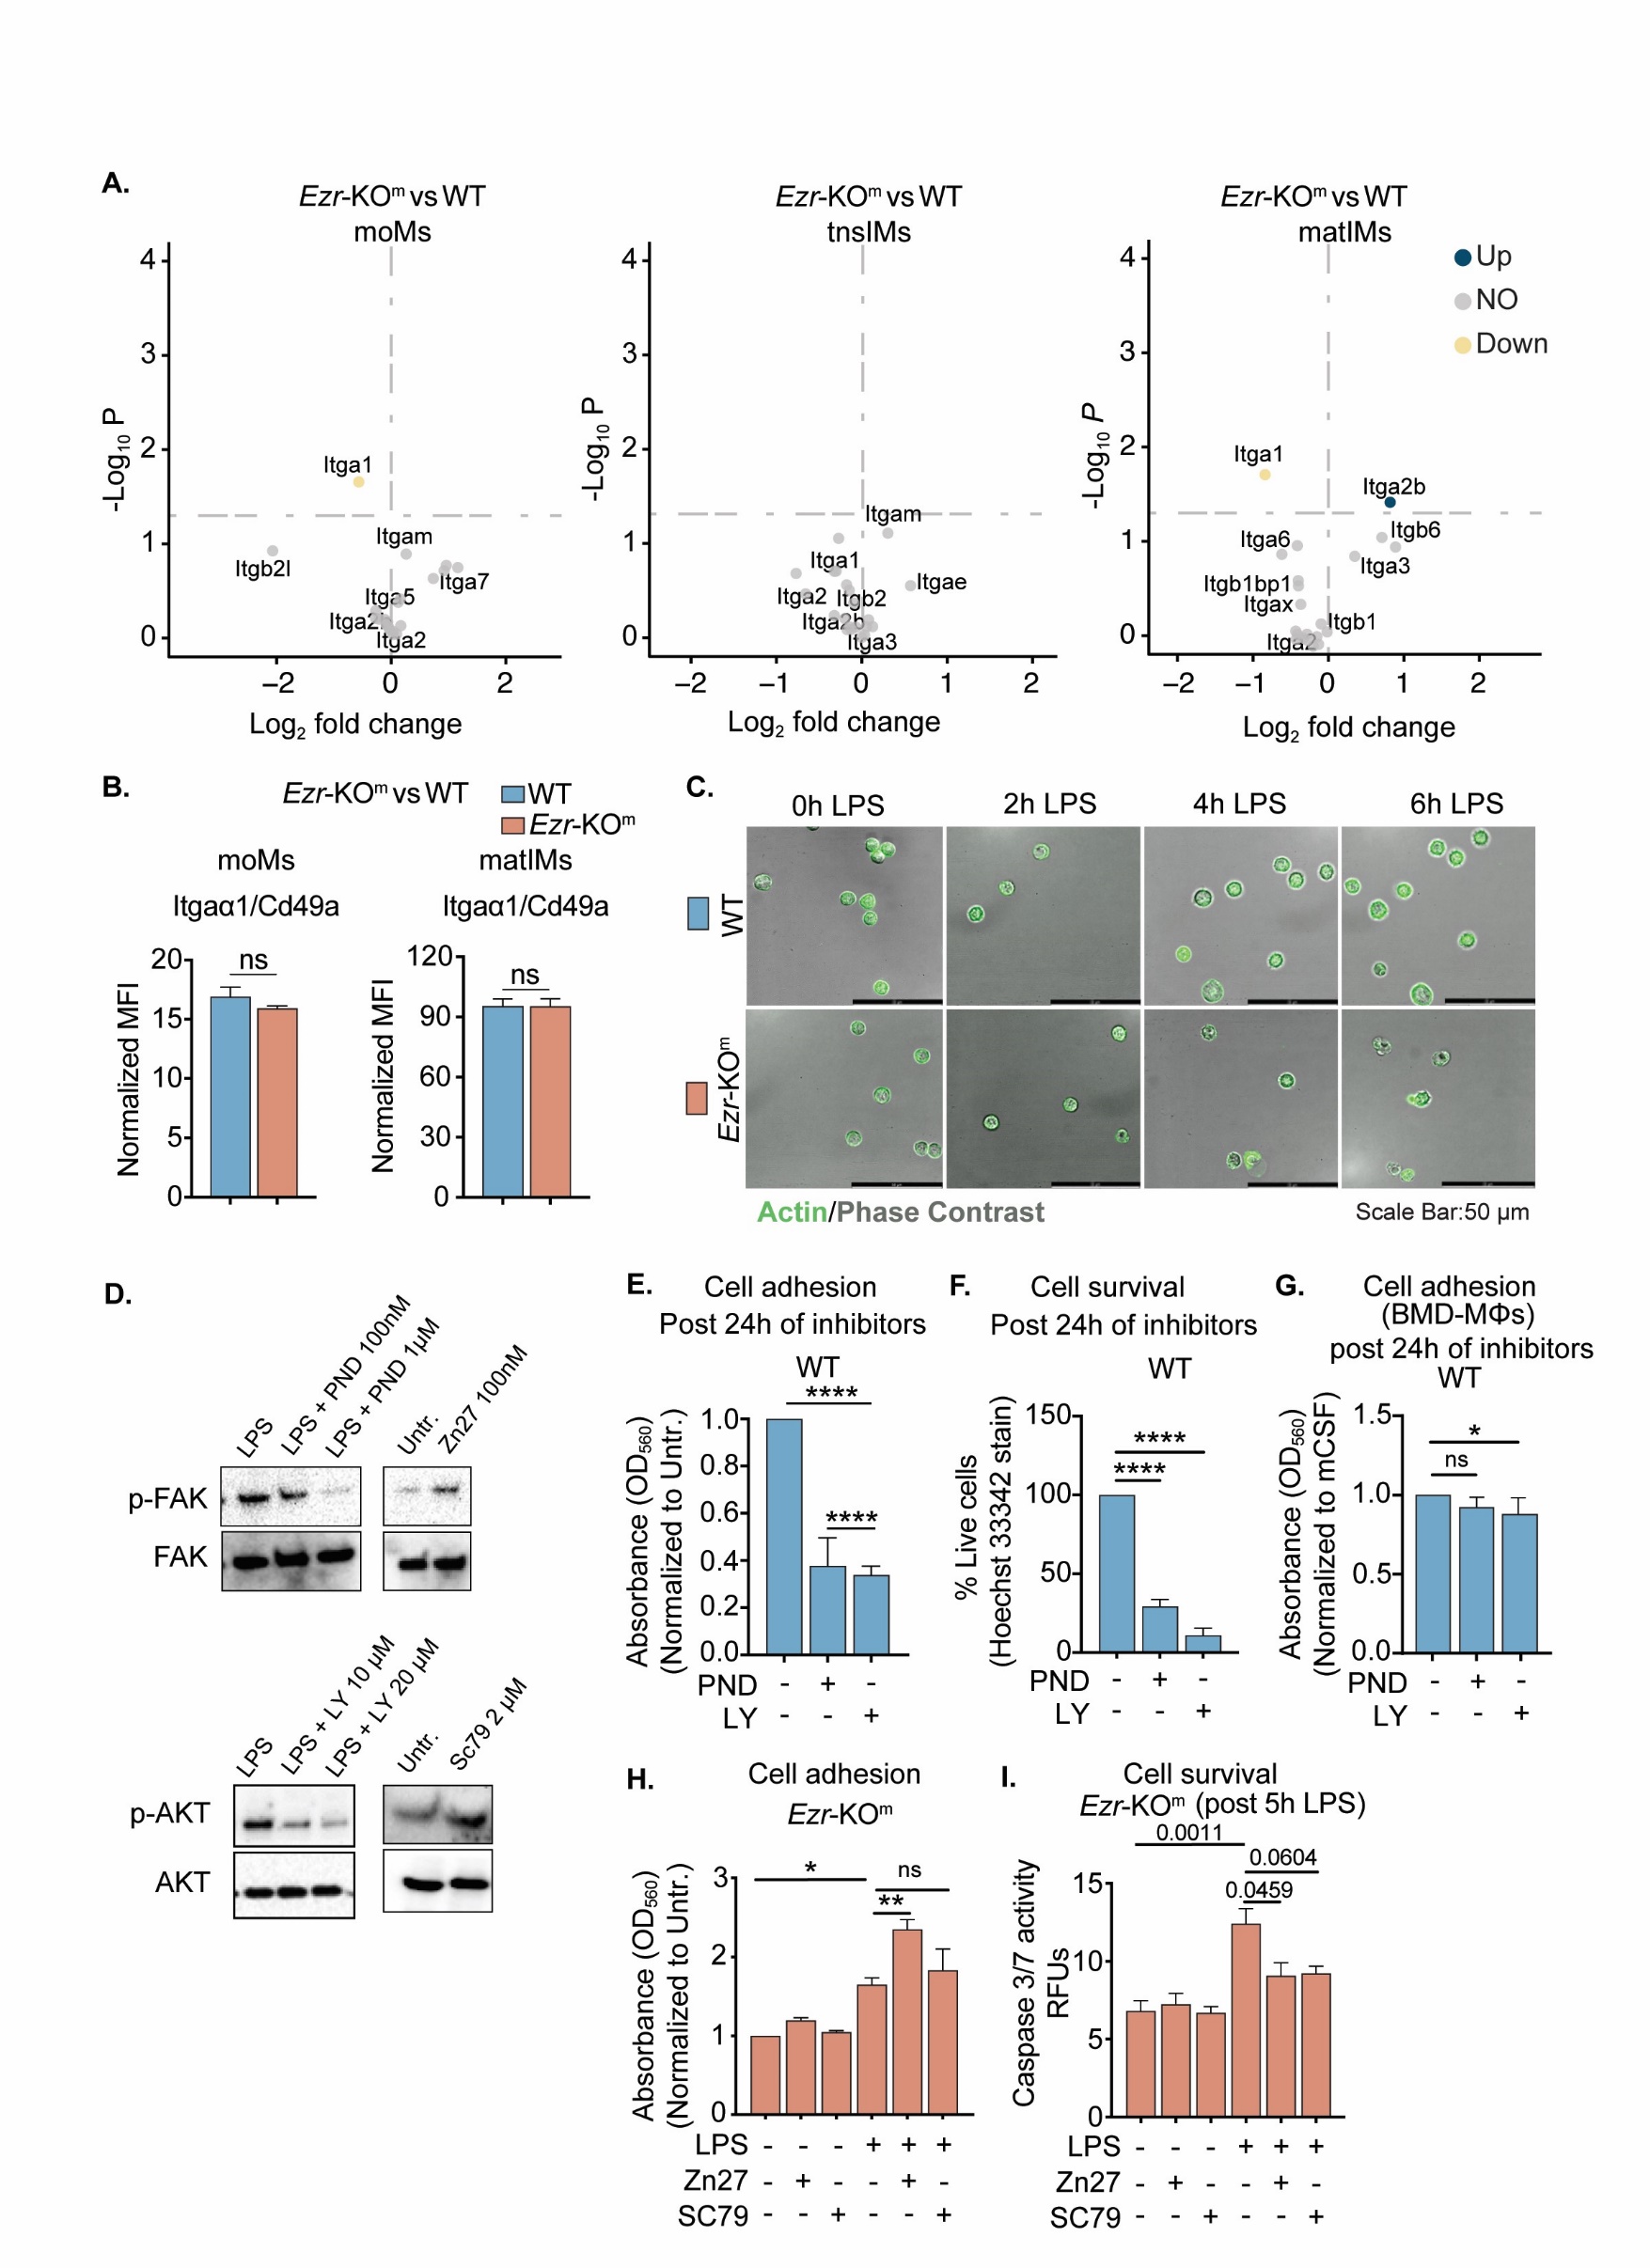

**Supplementary Fig. S9**

**Supplementary Fig. S9.** **Loss of ezrin does not alter monocytes/MΦ integrin expressions but alters downstream FAK/AKT signaling pathways in Ly6C^+^ monocytes in response to LPS.**

(A) Volcano plots of bulk RNA seq characterized log2 fold change of different integrin subunits levels in monocyte derived macrophages (moMs), transitional interstitial macrophages (tnsIMs), and mature interstitial macrophages (matIMs) of *Ezr*-KO^m^ mice compared to WT. (B) Quantification of integrin α1 expression in lung moMs and matIMs of WT and *Ezr*-KO^m^ mice treated with LPS, as assessed by flow cytometry. (C) Representative images showing Ly6C^+^ monocyte actin (green) staining and their altered morphology in *Ezr*-KO^m^ mice compared to WT in a time-dependent response to LPS. Scale bar = 50 μm. (D) Representative WB of phospho-FAK (pFAK, tyrosine 397), total FAK, phospho-AKT (pAKT, serine 473) and total AKT in murine WT BMD-MΦs. The cells were pretreated with/without PND-1186 (100 nM, 1 μM; FAK inhibitor, shown as PND), Zn27 (100 nM; FAK activator), LY294002 (10 μM, 20 μM; AKT inhibitor, shown as LY) and Sc79 (2 μM; AKT activator) for 30 min and later treated/untreated with LPS (1 μg/ml, 30 min). (E-G) Primary bone marrow (BM) monocytes or bone marrow derived-MΦs (BMDMs) isolated or differentiated from WT mice were cultured on a collagen-coated surface in the presence of m-CSF (20 ng/mL) and untreated/treated with DMSO (vehicle), PND-1186 (1 μM), or LY294002 (10 μM) for 24h. (E) Quantification of crystal violet absorbance emitted from adherent primary WT BM monocytes. (F) Quantification of Hoechst stained cell numbers of primary WT BM monocytes. (G) Quantification of crystal violet absorbance emitted from adherent WT BMD-MΦs. All data were normalized to untreated (Untr.). (H-I) Primary BM monocytes from *Ezr*-KO^m^ mice were cultured on a collagen-coated surface and untreated or treated with LPS (1 ug/mL) and/or DMSO (vehicle), Zn27 (100 nM) or Sc79 (2 μM) for up to 6h. (H) Quantification of crystal violet absorbance emitted from adherent primary WT BM monocytes post 6h of treatment (I) Relative fluorescence units measuring caspase3/7 activity in primary *Ezr*-KO^m^  BM monocytes 5h post-treatment. (A-B) Data are represented from n = 3 mice. (C) Representative image form one experiment (quantified in Fig. 7D). Bars are depicted as mean ± SEM from two or three independent experiments. (E-I) Data are represented from one experiment with n = 3-4 biological replicates per genotype. Bars are depicted as mean ± SEM. Statistical analysis was performed using a Student’s t-test between the genotypes. **p < 0.01, ****p < 0.0001 and ns – non-significant. Related to Fig. 7.

**SUPPLEMENTARY VIDEOS:**

**Video 1:** Representative live imaging of WT monocytes in response to LPS for 6h. Images were captured continuously for 6h at 30-minute intervals. Yellow channel depicts actin stain and brightfield channel depicts cell morphology.

**Video 2:** Representative live imaging of Ezr-KO^m^ monocytes in response to LPS for 6h. Images were captured continuously for 6h at 30-minute intervals. Yellow channel depicts actin stain and brightfield channel depicts cell morphology.

**SUPPLEMENTARY MATERIALS AND REAGENTS:**

Antibodies used for flow cytometry are as follows: Rat anti mouse CD45 BUV395 clone 30-F11 (Cat# 565967, BD), Rat anti mouse CD11b PE-Cy7 clone M1/70 (Cat# 25-0112-82, Invitrogen), Rat anti mouse CD64 APC clone X54-5/7.1 (Cat#139306, BioLegend), Rat anti mouse Ly6C clone AL-21 (Cat# 563011, BD), Rat anti mouse CD11c BV711 clone HL3 (Cat# 563048, BD), Rat anti mouse Ly6G AF700 clone 1A8 (Cat# 551459, BD), Rat anti mouse Siglec-F PerCP-Cy5.5 clone E50-2440 (Cat# 565526, BD), Rat anti mouse I-A/I-E (MHC-II) APC/Fire 750 clone M5/114.15.2 (Cat# 107652, BioLegend), Rat anti mouse Siglec-F PerCP-Cy5.5 clone E50-2440 (Cat# 565526, BD), Rat anti mouse I-A/I-E (MHC-II) APC/Fire 750 clone M5/114.15.2 (Cat# 107652, BioLegend), FcBlock (Cat# 553141, BD), LIVE/DEAD™ Fixable Aqua Dead Cell Stain (Cat#L34957, ThermoFisher Scientific).

Antibodies used for western blot and/or immunofluorescence are as follows: Mouse-HRP anti-beta actin (Cat# sc47778, Santa Cruz), Rabbit mAb anti-pezrin (Thr567) (Cat#11202, SAB), Rabbit polyclonalAb anti-ezrin [EP886Y] (Cat#ab40839, Abcam), Rabbit polyclonal anti-moesin (Q480) (Cat#3150, Cell Signaling), Rabbit polyclonal anti-pFAK(Tyr397) (Cat# 3283, Cell Signaling), Rabbit polyclonal anti-FAK (Cat# 3285, Cell Signaling), Rabbit polyclonal anti-pAKT (Ser473) (Cat# 9271, Cell Signaling), Rabbit polyclonal anti-AKT (Cat# 9272, Cell Signaling), Goat anti-rabbit IgG-HRP (Cat# sc-2004, Santa Cruz), AlexaFluor™ 488 phalloidin (Cat#R37110, ThermoFisher Scientific), DAPI solution (Cat#62248, ThermoFisher Scientific), Rat mAb anti-CD68 [FA-11] (Cat#ab53444, Abcam), Rabbit envision secondary antibody (Cat# K4001-8, Agilent/Dako), Goat HRP-anti-Rabbit (Cat#sc-2030, SantaCruz), Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ 594 (Cat#A-21209, Invitrogen), Donkey anti-rabbit IgG Secondary Ab, 555 (Cat#A21572, Mol Probe).

Commercial chemicals, small molecule inhibitors, peptides, and recombinant proteins are as follows: PND 1186 - FAK inhibitor (Cat#6891, Tocris), LY294002 - AKT inhibitor (Cat#1130, Tocris), Zn27 - FAK activator (Cat#HY-134570, MedChemExpress), Sc79 - AKT activator (Cat#HY-18749, MedChemExpress), Hoechst 33342 (Cat#ab228551, Abcam), Bovine Serum Albumin (Cat#A9647, Millipore Sigma), cOmplete Mini EDTA-free protease inhibitor cocktail (Cat# 11836170001, Roche), PBS (Cat# 10010023, Gibco), UltraPure Low Melting Point agarose (Cat# 16520-050, Invitrogen), lipopolysaccharides from *Pseudomonas aeruginosa* (Cat# L9143, Millipore Sigma), Cell Lysis Buffer (Cat# 9803, Cell Signaling), PhosSTOP (Cat# 4906837001, Roche), 4-15% Mini PROTEAN TGX Gels (Cat# 4561086, Bio-Rad), ECL Plus Western blotting system (Cat# RPN2132, GE Healthcare), SuperScript II Reverse Transcriptase (Cat# 18064-022, ThermoFisher), RBC lysis buffer (Cat# 00-4300-54, eBioscience), PhosSTOP (Cat# 4906837001, Roche), 4-15% Mini PROTEAN TGX Gels (Cat# 4561086, Bio-Rad), Bio-Rad Protein assay reagent concentrate (Cat#5000006, BioRad).

Commercial kits: Lung dissociation kit (mouse) (Cat# 130-095-927, Mitenyi Biotec), miRNEasy Micro kit (Cat# 217084, Qiagen), Agilent RNA6000 Pico Kit (Cat# G2938-90046, Agilent), SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Cat# 634890, Takara Bio), Nextera XT DNA Sample Preparation kit (Cat# FC-131-1096, Illumina), miScript II RT kit (Cat# 218161, Qiagen), Monocyte Isolation Kit (mouse) (Cat#130-100-629, Mitenyi Biotec).

Experimental models used are as follows: WT mice B6.*Cx3cr1*^tm1.1(cre)Jung/J^ (Stock No. 025524, Jackson Laboratory), *Ezr*-KO^m^ mice B6.*Ez*^fl/fl^ [1,2]-*Cx3cr1*^tm1.1(cre)Jung/J^ - in collaboration with Dr. Neetu Gupta, *CCR2* knockout mice B6.129S4-*Ccr2*^tm1Ifc/J^ (Stock No. 004999, Jackson Laboratory) [3], *Cx3cr1*gfp mice B6.129P2(Cg)-*Cx3cr1*^tm1Litt/J^ (Stock No. 005582, Jackson Laboratory) [4].

Software and algorithms used are as follows: FACSDiva (BD), FlowJo (BD), Prism (GraphPad), enrichR package (<https://maayanlab.cloud/Enrichr>), edgeR package (<https://bioconductor.org>), Qlucore (<https://qlucore.com/>), MetaCore (<https://portal.genego.com/>), RStudio (<https://rstudio-education.github.io/hopr/>), FIJI (ImageJ) (<https://imagej.net/software/fiji/>), LAS X Microscope Software (<https://www.leica-microsystems.com/>). In addition, we used a Nebulizer Pulmo-Aide Compressor (Cat# DRV5650D, Natallergy) for nebulizing the mouse.

**SUPPLEMENTARY REFERENCES:**

1. Pore D, Gupta N. The ezrin-radixin-moesin family of proteins in the regulation of B-cell immune response. Crit Rev Immunol. 2015;35(1):15-31.

2. Saotome I, Curto M, McClatchey AI. Ezrin is essential for epithelial organization and villus morphogenesis in the developing intestine. Dev Cell. 2004;6(6):855-64.

3. Boring L, Gosling J, Chensue SW, Kunkel SL, Farese RV, Jr., Broxmeyer HE, et al. Impaired monocyte migration and reduced type 1 (Th1) cytokine responses in C-C chemokine receptor 2 knockout mice. J Clin Invest. 1997;100(10):2552-61.

4. Jung S, Aliberti J, Graemmel P, Sunshine MJ, Kreutzberg GW, Sher A, et al. Analysis of fractalkine receptor CX(3)CR1 function by targeted deletion and green fluorescent protein reporter gene insertion. Mol Cell Biol. 2000;20(11):4106-14.

# Supplementary material for: Ezrin drives adaptation of monocytes to the inflamed lung microenvironment
**Source:** Cell Death Dis. 2024 Nov 29;15(11):864. doi: 10.1038/s41419-024-07255-8

**Figure 1C**

Show in the paper

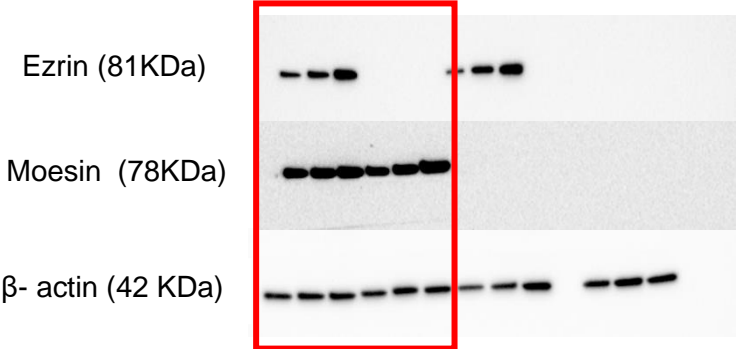

**Figure 1D**

Show in the paper

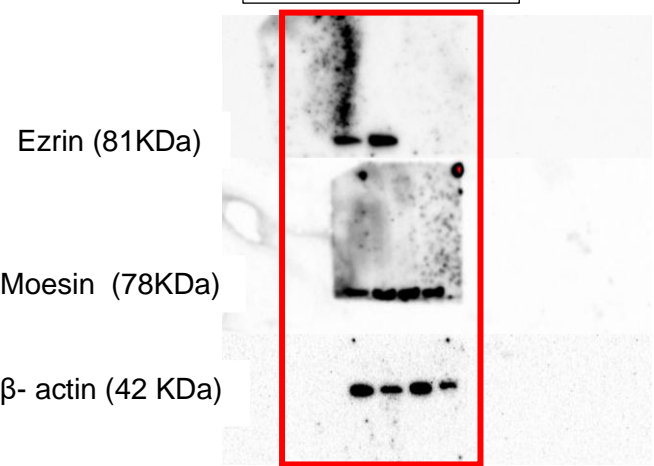

**Figure 7C**

Show in the paper

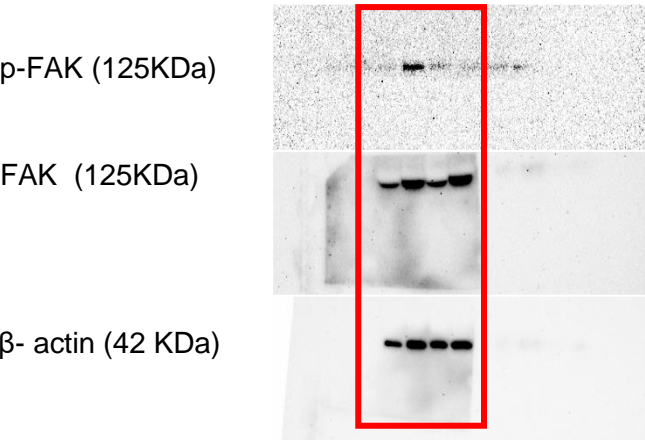

**Figure 7C**

Show in the paper

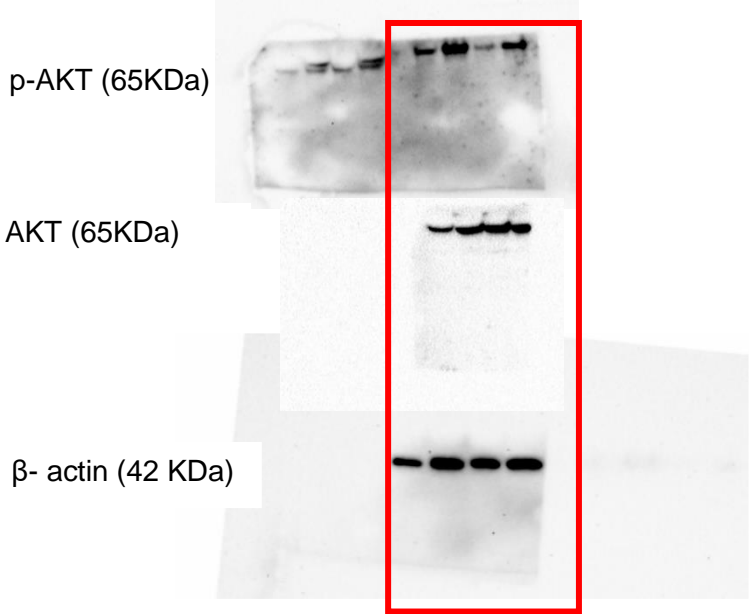

Figure S9D

Show in the paper

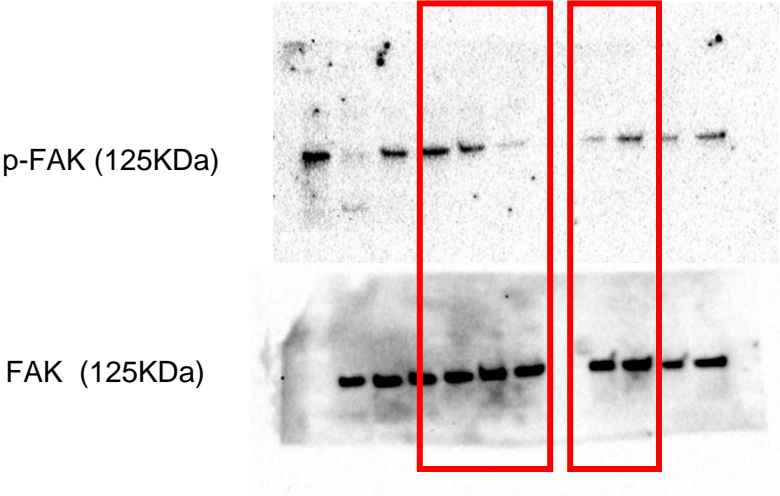

Show in the paper

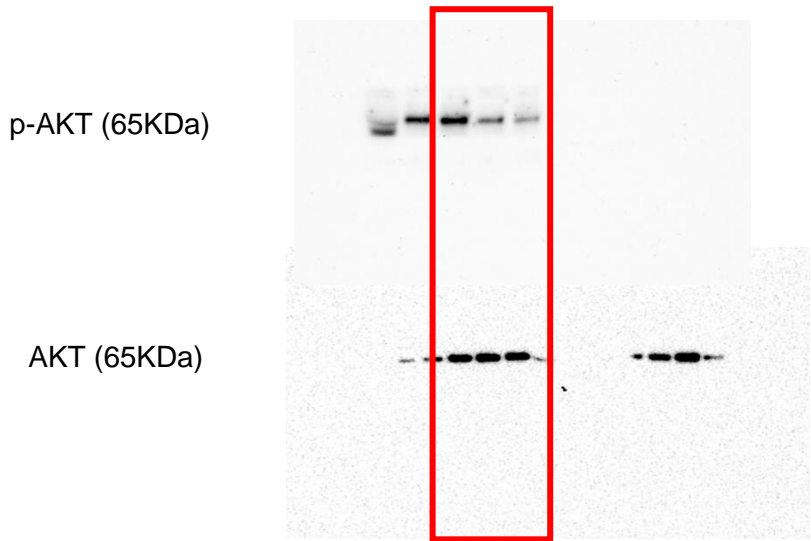

Show in the paper

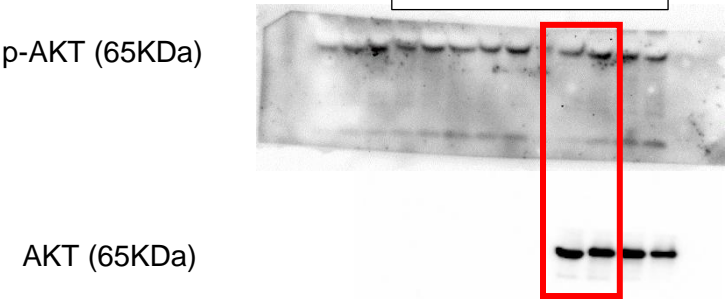

**Supplement:** Supplementary file 2 — Uncropped western blots

How the deposited data were processed for this re-analysis (not part of the article)

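moMs, tnsIMs and matIMs were sorted from the lungs of WT and *Ezr*-KO m mice 24 h after LPS, and each of the 6 groups of population and genotype had 3 libraries. The authors aligned the reads with STAR to GRCm39, counted the reads on each gene of a Gencode annotation and deposited the counts as whole numbers, without normalization. The strand column of the counts is not named in the paper's text. Each column of the deposited table was matched to its sample by name, and 0 columns belonged to samples outside the study's labels. The replicates of each group differed by more than the sampling noise, and no pair of libraries was identical.

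The deposited table held 21254 genes, each with a count in at least 3 libraries, and 14753 genes had a count in every library. Library totals ranged from 16512783 to 48460995 counts, and the 10 most abundant genes took between 8.16% and 11.8% of a library. Genes at or under 3 counts in every library of a group were treated as being at the floor. A fold change against such a group is given as a lower bound.

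The counts were analysed with edgeR 4.0.16 in R 4.3.3, after the study's methods. Genes were kept by filterByExpr on the 6 groups (smallest count 10), which left 15811 genes tested and 5443 not tested. Counts were normalized with TMM, and 1 quasi-likelihood model of the 6 groups was fitted to all 18 libraries. Contrasts within it compared *Ezr*-KO m with WT in each population, the populations within each genotype, and the genotype effect between populations (interactions). Genes were called by the study's rule, an unadjusted p under 0.05 with an absolute log2 fold change above 0.75, and separately at a Benjamini-Hochberg adjusted p under 0.05. CPM values are means over the libraries of a group, with the SD between them. Principal components were computed from the 500 most variable genes, with a prior count of 2. The tests, the comparisons, the rule for the genes named and the alternatives were fixed before the data were examined, except where the text says otherwise.

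The genes named are those that the study names in its text on the RNA-seq or in Fig. 3, Fig. 4, Fig. S6B or Fig. S9A and that a claim rests on. To these were added, in each comparison of *Ezr*-KO m with WT, the 5 genes with the smallest p in each direction among those with an adjusted p under 0.05. Names in the paper were read as current mouse symbols, with p53 as *Trp53*, p50 as *Pold2*, Myt1 as *Pkmyt1*, CD30 as *Tnfrsf8* and *Fprl1* as *Fpr2*. *Fpr3* and *Krt1* were not analysed here, and 1 further result on a gene the study names is not reported here. Positions are those of the deposited table, on GRCm39.

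Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation beside it. The lists were S phase and G2/M phase genes of the Seurat package, integrin genes (with the binding proteins *Itgb1bp1* and *Itgb3bp*), collagens, and matrix metalloproteinases with ADAMTS proteases by symbol, MHC class II genes, and markers of fibroblasts, endothelial cells, epithelial cells, neutrophils, T and NK cells, B cells, dendritic cells and alveolar macrophages. *Xist* was used as a marker of sex. The Y-linked genes of a further list were not used here. Processed pseudogenes and copies were matched to parent transcripts with BLAST 2.17.0 at an identity of at least 90%, a cover of at least 80% and an E value of at most 1e-20, on a later Gencode annotation of the same genome build. The chromosomes were scanned in windows of 10 Mb for genes called in all 3 populations, with Fisher's exact test. Exact permutations were run in Python 3.11.15 with scipy 1.17.1.

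Whether the replicate numbers pair the libraries was checked from the correlation of their deviations from the group means. Between WT and *Ezr*-KO m libraries of one number it was 0.102 to 0.316, against at most 0.0508 between different numbers, so the numbers pair the samples. Between populations of one genotype it was 0.0905 to 0.397, against at most 0.0316. Between matIMs and moMs the lowest value was under the preset 0.1 in both genotypes, 0.0947 in WT and 0.0905 in *Ezr*-KO m. The labels do not name the mice, so the mouse as a block stands for the replicate number within a genotype.

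The pipeline was tested on simulated counts, drawn independently for each library, of the same 15811 genes, of which 200 were changed by a log2 fold change of 2. edgeR recovered 88% of the changed genes, with 3.83% of its calls on unchanged genes and a median estimated change of 1.97. DESeq2 recovered 91.5%, with 14.1% of its calls on unchanged genes. The camera p was 1.49e-139 for a changed list and 0.705 for an unchanged list, and that of fry was 9.01e-19 and 0.614. The scan of windows found the 1 window loaded with calls, and 0 windows with random calls.

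The alternatives were DESeq2 1.42.0, upper-quartile normalization, library totals only, no filter on low counts, at least 10 counts in every library, robust empirical Bayes, each population or genotype fitted alone, a replicate block, and each library left out in turn. For the principal components, all tested genes, a prior count of 0.5 and library totals only were tried. Pathway enrichment by MetaCore and enrichR was not repeated, and flow cytometry, imaging and the other assays of the study were not analysed here.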

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

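The tests of the chromosome 4 stretch, the near-identical copies, the epithelial, B cell and dendritic cell genes and the splits at the adjusted threshold were chosen only after the result was seen, while those of the genes near *Ezr*, of sex and of the splits by the study's rule were written down earlier.

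Genes changed in all 3 populations lay close together on 2 chromosomes, a pattern the paper does not report. Of the 60 such genes other than *Ezr*, 23 lay in the first 30 Mb of chromosome 17, where 296 other genes were tested, and 14 between 130 and 160 Mb of chromosome 4, where 326 were tested. Of the 275 windows of 10 Mb scanned, 3 had an adjusted p under 0.05 (one-sided Fisher's exact test, Benjamini-Hochberg), 20 to 30 Mb (1.56e-10) and 0 to 10 Mb (3.73e-08) of chromosome 17 and 140 to 150 Mb of chromosome 4 (1.77e-07). The stretches join these windows with their neighbours and so were drawn around the same genes. That they held 61.7% of the 60 and 3.93% of the tested genes describes them and tests nothing. Because the windows have fixed edges, a group of genes that spans an edge can be missed. On chromosome 7, *C5ar2* and *Ercc1* fell in the window from 10 to 20 Mb and *Kcnn4* in the next. Neither window passed the threshold, and whether these genes form a further group was not tested. Of the genes other than *Ezr* past the adjusted threshold in edgeR's test (Benjamini-Hochberg), 19 in moMs, 16 in tnsIMs and 14 in matIMs lay in the stretches, and 8, 9 and 9 lay elsewhere. Outside the stretches, 325 genes in moMs, 227 in tnsIMs and 317 in matIMs met the study's rule.

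Within 10 Mb of *Ezr*, 16.9% of the 77 tested genes met the rule in moMs against 2.43% elsewhere, 15.6% against 1.76% in tnsIMs and 15.6% against 2.33% in matIMs (two-sided Fisher's exact test, p = 5.4e-08, 1.41e-08 and 2.66e-07). A candidate explanation is that variants of another strain were carried along with the floxed *Ezr* allele through the crosses. On chromosome 4, the window from 140 to 150 Mb had an adjusted p of 1.77e-07 over the 275 windows scanned (Fisher's exact test, Benjamini-Hochberg), so a second stretch of another strain's sequence may lie there. Neither can be read directly from counts, and an effect of ezrin loss on these genes stays open. Genes in the stretches that the study's text or figures give as higher or lower were *Fblim1*, *Tnfrsf8*, *Epb41*, *Stmn1* and *Nudc* on chromosome 4 and *Mmp25*, *Ccr6*, *Tsc2*, *Pkmyt1* and *Fpr2* on chromosome 17. Of the genes of Fig. S6B, *Epha2* on chromosome 4 and *Atp6v0c*, *Hmga1* and *Rps2* on chromosome 17 lay there too.

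Of the processed pseudogenes called in all 3 populations outside the stretches, 4 had their parent gene inside them, out of 25 such pseudogenes, against 2 of 512 with a parent elsewhere (odds ratio 48.6, two-sided Fisher's exact test, p = 5.19e-05). For the chromosome 4 stretch alone, 1 of 9 was called (p = 0.051, Fisher's exact test). In moMs the share of reads on the copy rose from 0.697% in WT to 34.2% in *Ezr*-KO m for *Atp6v0c* and *Atp6v0c-ps2*, from 0.614% to 38.0% for *Rnps1* and *Rnps1-ps* and from 0.622% to 23.9% for *Hmga1* and *Hmga1b*. Reads of a parent gene that carries variants may have been assigned to its near-identical copy. Reads moved this way would leave the sum of parent and copy unchanged. Reads that match both equally well may, however, not have been counted at all. The sum changed by 0.04 on the log2 scale for *Hmga1*, -0.80 for *Atp6v0c* and -0.74 for *Rnps1*. The lower sums of *Atp6v0c* and *Rnps1* therefore cannot separate lost reads from lower expression, and stay open.

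In WT tnsIMs *Sftpc* was at 1315 CPM, against 18.5 CPM in WT moMs and 114 CPM in WT matIMs, and *Sftpa1* at 1718 CPM against 26.1 and 172 CPM. The median log2 fold change of 10 epithelial genes between WT tnsIMs and moMs was 4.13 (limma's camera, adjusted p = 2.33e-09, Benjamini-Hochberg). Lung epithelial cells or their RNA in the sorted tnsIMs are a candidate source. Of the list, *Cdh1* was also at 81.0 CPM in WT moMs and is in the study's own supplementary list of genes, and it was highest in WT matIMs, at 238 CPM. Whether macrophages took up this RNA was not tested.

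In WT matIMs *Igkc* was at 1017 CPM, against 2.50 CPM in WT moMs, with *Ighm* at 309 CPM and *Cd79a* at 56.8 CPM. The median log2 fold change of 7 B cell genes between WT matIMs and moMs was 6.58, with 1 gene at the floor in moMs (limma's camera, adjusted p = 2.61e-08, Benjamini-Hochberg). B cells mixed into the sorted matIMs are a candidate source, and *Ighm* at 138 CPM in WT moMs shows that 1 of the genes was not specific to them.

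In WT matIMs *Ccr7* was at 1815 CPM, against 13.5 CPM in WT moMs, *Ccl17* at 1563 CPM and *Cd209a* at 787 CPM. The median log2 fold change of 7 dendritic cell genes between WT matIMs and moMs was 4.64 (limma's camera, adjusted p = 2.43e-06, Benjamini-Hochberg). Dendritic cells mixed into the sorted matIMs may account for this, though *Xcr1* and *Clec9a*, at 3.76 and 4.05 CPM in WT matIMs, stayed low. *Ccl17* and *Cd209a* are in the study's own supplementary list of genes, and expression of these genes by matIMs themselves stays open, since populations differ by design.

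Of the 10 splits of the 6 libraries of a population into 3 and 3, 5 in moMs, 8 in tnsIMs and 2 in matIMs gave as many genes by the study's rule as WT against *Ezr*-KO m, which is among them. At the adjusted threshold of edgeR's test (Benjamini-Hochberg) it was 1 of 10 in moMs, 2 of 10 in tnsIMs and 1 of 10 in matIMs. In tnsIMs the other split parted 1 replicate number and gave 131 genes. Among the 4 splits that part all 3 replicate numbers, 1 in moMs, 2 in tnsIMs and 1 in matIMs gave as many genes by the study's rule, and 1 in each population at the adjusted threshold. For the genes called in all 3 populations, 1 of 10 splits gave as many, the real one, and the others gave 0 to 32. Each of the 6 comparisons between populations had 1 of 10 splits with as many genes at the adjusted threshold. The real splits gave 2257 to 3926 genes, against 0 or 1 in every other split. Between genotypes the real split gave 27 genes in moMs and 24 in matIMs against 0 in every other split, and 26 in tnsIMs, where the other splits gave 0 apart from the one with 131. With 10 splits the share cannot be under 10%, so the share alone leaves a grouping by chance open, however far apart these counts lie.

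A difference in sex between the mice of the genotypes was weighed as well, since the study used both sexes. *Xist* had counts in all 18 libraries, from 25.6 to 110 CPM, and its log2 fold change between *Ezr*-KO m and WT was 0.012 in moMs, 0.36 in tnsIMs and 0.21 in matIMs, which argues against it.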

How the results depend on the processing

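The newer quasi-likelihood setting of edgeR, and the mouse as a block for the interactions, were chosen after seeing the data. The quasi-likelihood setting of earlier edgeR versions is the one used throughout, so it was not run separately, and the covariate of Y-linked genes was not run because those genes were not used here. No test in this part was chosen only after the result was seen, apart from those added settings. Where a value changed, the cause was not tested unless the setting itself shows it.

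Without the filter on low counts 21254 genes were tested, and the study's rule gave 705 genes in moMs, 582 in tnsIMs and 662 in matIMs. With at least 10 counts in every library 11444 genes were tested, and it gave 126, 105 and 138 genes, with 69.6% of those in matIMs higher in *Ezr*-KO m against 58.8%. That filter also gave 13 genes at the adjusted threshold in matIMs, 38 genes called in all 3 populations, and 1760 genes between matIMs and tnsIMs in WT, 1439 between tnsIMs and moMs in *Ezr*-KO m and 1837 between matIMs and tnsIMs in *Ezr*-KO m (edgeR, Benjamini-Hochberg). With each population fitted alone the rule gave 234 genes in moMs, and 7 genes passed the adjusted threshold in tnsIMs, with fewer libraries to estimate the spread. DESeq2 gave 55, 55 and 52 genes at an adjusted p under 0.05 in moMs, tnsIMs and matIMs (Benjamini-Hochberg). Of the 397 genes called in moMs, 388 were shared without the filter and 372 with DESeq2.

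With the replicate number as a block, 42 genes in moMs and 38 in matIMs passed the adjusted threshold (edgeR, Benjamini-Hochberg). With the mouse as a block, 3403 genes differed between tnsIMs and moMs in *Ezr*-KO m, *Ezr* rose between WT moMs and matIMs past the threshold (0.31), and 14 of 68 changes of named genes between populations became stronger. In moMs the adjusted p of *Ezr* was 0.00194 with the replicate block (edgeR, Benjamini-Hochberg). By the study's rule the replicate block gave 434 genes in moMs, 361 in tnsIMs and 465 in matIMs, which shared 368 of 397, 266 of 290 and 351 of 379 genes with the calls made without it. It changed none of the calls of the 82 changes of named genes between genotypes. Of the 42 list tests between genotypes it changed 1 call, that of B cell genes in matIMs (adjusted p = 0.0431 against 0.0529, limma's camera, Benjamini-Hochberg).

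The position of tnsIMs between moMs and matIMs was 40.2% in WT and 42.3% in *Ezr*-KO m with all tested genes, and 61.0% in *Ezr*-KO m with a prior count of 0.5. Scaling changed the share of higher genes between populations: from 60.1% to 69.9% with upper-quartile normalization and 70.0% with library totals only in WT tnsIMs against moMs, and with library totals only from 53.9% to 64.4% in WT matIMs against moMs. In *Ezr*-KO m library totals only gave 76.7% against 64.7% for tnsIMs and 66.1% against 53.9% for matIMs, both against moMs. These settings moved the median log2 fold change of all genes by at most 0.125 (totals, *Ezr*-KO m matIMs against moMs) and in no other comparison by over 0.1.

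Of the 82 changes of named genes between genotypes, 1 became stronger and 1 reversed with DESeq2, 1 became stronger without the filter and 1 with the newer setting, and 1 reversed with each of upper-quartile normalization, library totals only, at least 10 counts and each population alone. With at least 10 counts only 70 of the 82 could be tested. The reversed gene was *Serpina3g* in matIMs, near 0 throughout (0.0043 with DESeq2, 0.015 with upper-quartile normalization, 0.0076 with library totals only, 0.0064 with at least 10 counts and 0.011 with each population alone). Of the 68 between populations, 2 became weaker, 1 stronger and 1 reversed with at least 10 counts, 3 stronger and 1 reversed with DESeq2, 1 weaker, 2 stronger and 1 reversed with upper-quartile normalization, 1 weaker and 2 stronger with library totals only, 1 weaker and 4 stronger with each genotype alone, 2 stronger with the newer setting and 1 weaker with robust empirical Bayes. The reversed gene was *Trp53* between WT matIMs and tnsIMs (-0.0043 with DESeq2, -0.025 with upper-quartile normalization and -0.0095 with at least 10 counts). Of 360 CPM values, 16 moved by more than their SD with library totals only.

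For the gene lists, the S phase result in matIMs had an adjusted p of 0.443 with fry and 0.35 with an estimated correlation (limma, Benjamini-Hochberg). Of the 42 list tests between genotypes 8 passed with camera, and none of them did so with either. With each population fitted alone the G2/M list changed direction in moMs and tnsIMs (adjusted p = 0.952 in both) and the endothelial list in matIMs (adjusted p = 0.914), from limma's camera with Benjamini-Hochberg adjustment.

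With each library left out in turn, the study's rule gave from 346 to 480 genes in moMs, 262 to 444 in tnsIMs (444 without WT replicate 3) and 327 to 463 in matIMs. At the adjusted threshold of edgeR's test (Benjamini-Hochberg) there were 18 to 22 genes in moMs, 14 to 21 in tnsIMs (14 without WT replicate 1) and 14 to 18 in matIMs (14 without *Ezr*-KO m replicate 3), and 54 to 62 genes were called in all 3 populations by the study's rule. Between tnsIMs and moMs in *Ezr*-KO m there were 1416 (without *Ezr*-KO m moM replicate 3) to 2455 genes.

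Between genotypes, the log2 fold changes whose sign turned when 1 library was left out were small. In moMs they ranged from -0.031 to 0.097 for *Msn*, -0.19 to 0.087 for *Ly6c2*, -0.18 to 0.084 for *Ccr2*, -0.071 to 0.43 for *Cxcl2*, -0.21 to 0.20 for *Csf1* and -0.073 to 0.11 for *Csf1r*. In tnsIMs they ranged from -0.10 to 0.16 for *Rdx*, -0.15 to 0.15 for *Msn*, -0.42 to 0.19 for *Irf1*, -0.00022 to 0.33 for *Il1a* and -0.11 to 0.0037 for *Csf1r*. In matIMs they ranged from -0.70 to 0.097 for *Serpina3f*, -0.25 to 0.26 for *Serpina3g*, -0.091 to 0.12 for *Ccnd2* and -0.18 to 0.051 for *Csf1*. Between populations they ranged from -0.30 to 0.35 for *Cxcl2* (WT tnsIMs against moMs), -0.16 to 0.49 for *Irf1* and -0.093 to 0.57 for *Cd74* (WT matIMs against tnsIMs), and -0.11 to 0.41 for *Mmp12* (*Ezr*-KO m matIMs against tnsIMs).

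The same fits moved the adjusted p of camera (limma, Benjamini-Hochberg) between genotypes. For S phase it ranged from 0.0017 (without *Ezr*-KO m replicate 2) to 0.394 in moMs and from 0.0462 (without *Ezr*-KO m replicate 1) to 0.287 in tnsIMs, past the threshold in moMs also without WT replicate 3 (0.0456). The direction turned in some fits for G2/M phase in moMs (0.0585 to 0.817) and tnsIMs (0.531 to 0.982) and for integrin genes in moMs (0.613 to 0.95) and matIMs (0.37 to 0.995). It also turned for metalloproteinases (matrix and ADAMTS) in moMs (0.0988 to 0.877) and for endothelial genes in moMs (0.144 to 0.817) and matIMs (0.465 to 0.879). No interaction passed the adjusted threshold of edgeR's test (Benjamini-Hochberg) when 1 library was left out.

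Depth limits the changes of genes with few counts in moMs. The WT moM libraries had 6 to 17 counts of *Adamts2*, 4 to 18 of *Tgfb3* and 25 to 26 of *Col18a1*, and the *Ezr*-KO m moM libraries 9 to 28 of *Fblim1*. For *Gm50022*, at the floor in WT cells, only a lower bound of the fold change can be given.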

Differences from the paper's values

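No test in this part was chosen only after the result was seen. The paper's supplementary FPKM values of *Trp53* give a log2 ratio of -0.0132 between WT matIMs and tnsIMs, and the log2 fold change here was 0.026. Of the 14 alternatives set before the data were examined, DESeq2 (-0.0043), upper-quartile normalization (-0.025) and at least 10 counts in every library (-0.0095) gave the paper's sign, and the other 11 did not, with values up to 0.059. Larger gaps of the same sign came from the supplement's single-gene columns. They gave 2.21 for *S1pr1* between WT tnsIMs and moMs, against 1.76 here. For *H2-Q6* between WT matIMs and tnsIMs they gave 1.38, against 0.66 here. The supplement's columns for all samples gave 1.79 and 0.64. Of 162 single-gene values, 26 differed between the supplement's 2 sets of columns.

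The paper gives *Csf1*, *Irf1* and p53 as lower in *Ezr*-KO m tnsIMs, and the legend of its Fig. 3 names a t-test. That test was not run here, so calls by the study's rule do not repeat it. Here the log2 fold changes were -0.45, -0.14 and -0.22, none called by the study's rule in any setting that was run, and the change of *Irf1* turned to 0.19 without WT replicate 3 and 0.015 without *Ezr*-KO m replicate 2. The paper places *Irf1* among the genes of WT tnsIMs, and its mean was 451 CPM there against 724 CPM in WT moMs. The paper describes ezrin as rising from WT moMs to matIMs, and the only setting with a rise past the adjusted threshold was the mouse as a block, between matIMs and moMs (0.31).

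The paper gives Pdgf-α as higher in *Ezr*-KO m tnsIMs, where *Pdgfa* changed by -0.27 and *Pdgfra* by 0.98. It gives *Il6*, *Cxcl2* and *Il1a* as higher in *Ezr*-KO m moMs and tnsIMs, where the changes lay between 0.18 and 0.45 and none was called in any setting that was run. Without *Ezr*-KO m replicate 1, *Cxcl2* changed by -0.071 in moMs and *Il1a* by -0.00022 in tnsIMs. It gives *Cxcl2* as raised in WT tnsIMs, where it changed by 0.09 against WT moMs, or -0.30 without WT tnsIM replicate 1 and -0.056 without WT moM replicate 3. It gives *Ccnd1*, *Ccnd2* and *Pola2* as lower in *Ezr*-KO m matIMs, where they changed by -0.54, 0.04 and -0.28 and none was called in any setting that was run, *Ccnd2* changing by -0.091 without *Ezr*-KO m replicate 1 and -0.013 without WT replicate 3. It gives TGFβ3 as higher in *Ezr*-KO m moMs, where *Tgfb3* changed by 1.00 and was not called. It was called with DESeq2 (1.01), without the filter on low counts (1.01), without WT replicate 1 (1.79) and with the newer quasi-likelihood setting (1.07), which was chosen after seeing the values. It gives *Itgb1* as higher in matIMs, where it changed by 0.20 against WT moMs and 0.32 against *Ezr*-KO m tnsIMs, past the adjusted threshold only against the latter without *Ezr*-KO m tnsIM replicate 3 (0.59).

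The paper gives *Itga1* and *Rhof* as lower in *Ezr*-KO m moMs, where they changed by -0.56 and -0.53 and were not called in any setting that was run. *Itga1*, lower in *Ezr*-KO m matIMs in the paper, changed by -0.64 and was called without *Ezr*-KO m replicate 1 (-0.87). *Mmp13* and Serpina3, higher in *Ezr*-KO m matIMs in the paper, changed by 0.63 and, for *Serpina3n*, 0.65, and were called without WT replicate 1 (0.91) and WT replicate 2 (0.78). *Pkmyt1* and *Pold2*, lower in *Ezr*-KO m tnsIMs in the paper, changed by -0.67 and -0.39, and *Pkmyt1* was called without *Ezr*-KO m replicate 2 (-0.79). *Tnfrsf8*, higher in *Ezr*-KO m moMs in Fig. 4A, changed by 0.74 and was called without WT replicate 1 (0.87), WT replicate 3 (0.75), *Ezr*-KO m replicate 2 (0.79) or *Ezr*-KO m replicate 3 (0.94). In the direction opposite to Fig. 4A were *Tnfsf13b* (-0.80) and *Xpo1* (0.07) in moMs. Opposite to Fig. 4B were *Xpo1* (0.0052) and *Cbx5* (0.10) in tnsIMs, and to Fig. 4C *Serpina3f* (-0.32) and *Serpina3g* (-0.0039) in matIMs. Of these only *Tnfsf13b* met the study's rule (unadjusted p = 0.000412, adjusted p = 0.159, edgeR, Benjamini-Hochberg).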

Other observations

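The test of fibroblast genes was written down before its result was seen, and the tests of endothelial genes were chosen only after the result was seen.

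Collagen genes as a family were higher in *Ezr*-KO m moMs, 21 of 28 of them, with a median log2 fold change of 0.46, or 0.43 with genes at the floor set to their bound (limma's camera, adjusted p = 0.00066, Benjamini-Hochberg). Of 10 fibroblast markers, 9 were higher in *Ezr*-KO m moMs, with a median of 0.42 (limma's camera, unadjusted p = 3.16e-05, adjusted p = 0.00066, Benjamini-Hochberg). In tnsIMs 9 were higher, with a median of 0.33 (adjusted p = 0.0356, limma's camera, Benjamini-Hochberg), but the adjusted p was 0.0865 without WT replicate 1, 0.213 without WT replicate 3 and 0.519 without *Ezr*-KO m replicate 2. In matIMs 9 were higher, with a median of 0.33 (adjusted p = 0.00445, limma's camera, Benjamini-Hochberg), but the adjusted p was 0.129 without WT replicate 3. In moMs the collagens had an adjusted p of 0.443 with fry and the fibroblast markers 0.455, and both 0.35 with an estimated correlation (limma, Benjamini-Hochberg). A larger share of fibroblasts in the sorted *Ezr*-KO m cells may underlie part of the higher collagen and *Pdgfra* expression, as a hypothesis. The most abundant markers in *Ezr*-KO m moMs were *Col3a1* (17.8 CPM against 13.5 in WT), *Inmt* (8.56 against 4.67) and *Mgp* (8.17 against 6.76). Of the markers *Col3a1* and *Col1a2* are collagens too, and all 10 had counts in WT moMs. *Pdgfra* rose by more than the markers' median, by 1.22 in moMs, 0.98 in tnsIMs and 1.56 in matIMs, so that expression of these genes by the macrophages themselves stays open.

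*S1pr1* and *Csf1*, higher in WT tnsIMs than in WT moMs, rose together with endothelial genes. The median log2 fold change of 10 endothelial markers was 1.90, with 10 of 10 higher (limma's camera, adjusted p = 2.61e-08, Benjamini-Hochberg). *Calcrl* was at 68.9 CPM and *Cldn5* at 55.4 CPM in WT tnsIMs, against 30.9 and 13.2 CPM in WT moMs, where all 10 had counts. Endothelial cells mixed into the sorted tnsIMs are a candidate source for both genes. Fibroblast and neutrophil lists also rose in WT tnsIMs against moMs (medians 1.695 and 2.31, limma's camera, adjusted p = 1.82e-05 and 4.44e-05, Benjamini-Hochberg). The T and NK cell list did not (0.21, adjusted p = 0.677). Between WT matIMs and moMs the endothelial median was -1.47 (adjusted p = 2.71e-05, same test). There the paper's FPKM of *Csf1* (15.0 against 14.4) and *S1pr1* (7.63 against 7.85) stayed nearly level. Across the 6 tnsIM libraries, *S1pr1* followed the mean of the markers with r = 0.761 (exact permutation p = 0.0569) and rho = 0.543 (exact permutation p = 0.297), and r was 0.74 without the 2 libraries farthest from the median. *Csf1* did so with r = 0.837 (exact permutation p = 0.0542) and rho = 0.829 (exact permutation p = 0.0583), but r was -0.0588 without those 2 libraries, so its relation rests on them. Adjusted over the 2 relations, the permutation p of r was 0.0569 for both, and that of rho 0.297 and 0.117 (exact, Benjamini-Hochberg). In *Ezr*-KO m tnsIMs 0 of the 10 markers were higher than in WT (median -0.23, limma's camera, adjusted p = 0.0529, Benjamini-Hochberg), 0.011 to 0.827 with 1 library left out, and *Csf1* changed by -0.45. The adjusted p was 0.0188 without WT replicate 1, 0.0185 without WT replicate 2, 0.0153 without *Ezr*-KO m replicate 2 and 0.011 without *Ezr*-KO m replicate 3 (limma's camera, Benjamini-Hochberg). *S1pr1* showed no clear fall with the endothelial markers. It was at 47.2, 81.7 and 112 CPM in the *Ezr*-KO m tnsIM libraries and 50.9, 98.7 and 94.8 CPM in the WT ones.

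The other lists, tested between *Ezr*-KO m and WT with limma's camera, gave the following adjusted p (Benjamini-Hochberg) in moMs, tnsIMs and matIMs. It was 0.322, 0.434 and 0.0336 for matrix metalloproteinases with ADAMTS proteases, 0.406, 0.519 and 0.444 for MHC class II genes and 0.757, 0.406 and 0.672 for integrin genes. It was 0.575, 0.527 and 0.436 for neutrophils, 0.219, 0.636 and 0.696 for T and NK cells and 0.823, 0.322 and 0.323 for alveolar macrophages. It was 0.696, 0.519 and 0.0529 for B cells, 0.559, 0.277 and 0.527 for dendritic cells and 0.636, 0.102 and 0.0432 for epithelial cells, of which 0 of 10 were higher in *Ezr*-KO m matIMs (median -0.47). For endothelial genes it was 0.575 in moMs and 0.933 in matIMs, and for collagens 0.266 in tnsIMs and 0.0186 in matIMs. Leaving out 1 library changed several of these calls (adjusted p of limma's camera, Benjamini-Hochberg). Without WT replicate 3, the list of metalloproteinases in matIMs was at 0.0974, and at 0.0568 and 0.0712 without *Ezr*-KO m replicates 2 and 3. Collagens in matIMs were at 0.138, 0.0734 and 0.0681 without WT replicates 1 and 3 and *Ezr*-KO m replicate 1, and epithelial genes there at 0.341, 0.0974, 0.308 and 0.18 without WT replicates 1 and 3 and *Ezr*-KO m replicates 2 and 3. B cell genes in matIMs passed at 0.0373 without WT replicate 2, 0.000619 without *Ezr*-KO m replicate 3 and 0.0431 with the replicate number as a block, and neutrophil genes there at 0.0241 without *Ezr*-KO m replicate 1. In moMs, MHC class II genes passed at 0.0162 without *Ezr*-KO m replicate 3, T and NK cell genes at 0.0451 without *Ezr*-KO m replicate 2 and epithelial genes at 0.000697 without *Ezr*-KO m replicate 1. In tnsIMs, dendritic cell genes passed at 0.0119 without WT replicate 2 and epithelial genes at 0.0243 without *Ezr*-KO m replicate 1.

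Of 121 pairs of a gene and a population that the study's text or figures give as higher or lower in *Ezr*-KO m cells, 116 were tested, 108 went the same way, and 42 were called in that direction by the study's rule. At an unadjusted p under 0.05 in that direction there were 82, and at an adjusted p under 0.05 over all genes 2 (edgeR, Benjamini-Hochberg). Adjusted only over the listed genes of the same population and direction, there were 58. These 58 include *Tnfsf13b* in moMs, which went the other way (-0.80). The study chose this list on the same samples, so the 58 are not independent evidence.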
